# Caveolin-1 Modulates Mechanotransduction Responses to Substrate Stiffness through Actin-Dependent Control of YAP

**DOI:** 10.1016/j.celrep.2018.10.024

**Published:** 2018-11-06

**Authors:** Roberto Moreno-Vicente, Dácil María Pavón, Inés Martín-Padura, Mauro Català-Montoro, Alberto Díez-Sánchez, Antonio Quílez-Álvarez, Juan Antonio López, Miguel Sánchez-Álvarez, Jesús Vázquez, Raffaele Strippoli, Miguel A. del Pozo

## Abstract

The transcriptional regulator YAP orchestrates many cellular functions, including tissue homeostasis, organ growth control, and tumorigenesis. Mechanical stimuli are a key input to YAP activity, but the mechanisms controlling this regulation remain largely uncharacterized. We show that CAV1 positively modulates the YAP mechanoresponse to substrate stiffness through actin-cytoskeleton-dependent and Hippo-kinase-independent mechanisms. RHO activity is necessary, but not sufficient, for CAV1-dependent mechanoregulation of YAP activity. Systematic quantitative interactomic studies and image-based small interfering RNA (siRNA) screens provide evidence that this actin-dependent regulation is determined by YAP interaction with the 14-3-3 protein YWHAH. Constitutive YAP activation rescued phenotypes associated with CAV1 loss, including defective extracellular matrix (ECM) remodeling. CAV1-mediated control of YAP activity was validated *in vivo* in a model of pancreatitis-driven acinar-to-ductal metaplasia. We propose that this CAV1-YAP mechanotransduction system controls a significant share of cell programs linked to these two pivotal regulators, with potentially broad physiological and pathological implications.

## Highlights

• CAV1 modulates YAP activity in response to changes in ECM stiffness
• CAV1 regulates YAP through the control of actin dynamics and YAP phosphorylation
• YWHAH-YAP interaction blunts YAP activity in CAV1-deficient cells
• CAV1-YAP mechanotransduction drives ECM remodeling and pancreatic ADM

## Introduction

The integral membrane protein Caveolin-1 (CAV1) engages in crosstalk with the actin cytoskeleton and connects directly to actin cables through the protein FLNA (Muriel et al., 2011, Stahlhut and van Deurs, 2000). CAV1 controls focal adhesion stability, actin organization, and actomyosin contraction through RHO GTPases (Echarri et al., 2007, Goetz et al., 2011, Grande-García et al., 2007) and contributes to mechanosensing and adaptation in response to various mechanical stimuli, such as membrane stretching, shear stress, hypoosmotic shock, and cell detachment (Boyd et al., 2003, Muriel et al., 2011, Sinha et al., 2011). However, current understanding remains limited regarding the mechanisms by which these phenomena are integrated with overall cell function.

The transcriptional cofactor yes-associated protein (YAP) operates downstream of the canonical Hippo pathway (Piccolo et al., 2014), a highly conserved pathway regulating organ growth control, tissue homeostasis, and tumorigenesis (Yu et al., 2015). YAP regulates the transcription of specific gene sets mainly through its interaction with TEA domain (TEAD) transcription factors (Zhao et al., 2008). A cascade of kinases, including LATS1 and LATS2, lead to YAP phosphorylation and curb its nucleocytoplasmic shuttling, mediating its cytosolic retention through interaction with 14-3-3 proteins, thus downregulating YAP transcriptional output (Dong et al., 2007, Hao et al., 2008, Zhao et al., 2007). This regulatory network is controlled by upstream cues related to tissue architecture and cellular context, such as cell-cell adhesion, cell density, and cell polarity (Piccolo et al., 2014). YAP is also controlled by mechanical signals, such as extracellular matrix (ECM) stiffness, shear stress, and stretching (Codelia et al., 2014, Dupont et al., 2011, Zhong et al., 2013). Stiff environments favor YAP nuclear localization (i.e., activation), whereas attachment to soft substrates increases cytoplasmic retention. This mechanical control, which determines cell proliferation and differentiation (Dupont et al., 2011), depends on RHO GTPase function and actomyosin-driven contractility but is largely independent of kinase regulation, because (1) depletion of LATS1/2 kinases does not alter the mechanical responsiveness of YAP and (2) non-phosphorylatable mutants are nonetheless sensitive to substrate stiffness (Dupont et al., 2011, Elosegui-Artola et al., 2017). The adaptation of nuclear pore units to mechanical tension also contributes to the regulation of YAP nuclear entry (Elosegui-Artola et al., 2017). However, understanding is limited about the exact molecular mechanisms by which ECM stiffness controls YAP activity. Here, we identify CAV1 as an upstream positive regulator of YAP that affects the response to changes in ECM stiffness through a mechanism dependent on F-actin dynamics.

The mechanical regulation of YAP underpins pathophysiological processes such as cardiovascular disease, inflammation and tissue regeneration, and cancer (Panciera et al., 2017). YAP activation by ECM stiffness promotes cancer-associated fibroblast activation and subsequent peritumoral ECM remodeling and stiffening, establishing a positive-feedback loop that favors cancer progression (Calvo et al., 2013). Here, we show that overexpression of constitutively active YAP mutants rescues the blunted contractility and ECM remodeling previously reported for *Cav1* genetic deficiency (Goetz et al., 2011). The positive impact of YAP activity on tumor initiation and progression is further showcased by its critical contribution to pancreatitis-induced acinar-to-ductal metaplasia (ADM), which favors pancreatic ductal carcinoma (PDAC) initiation (Gruber et al., 2016). We further demonstrate CAV1-dependent positive regulation of YAP *in vivo*, showing that Cav1-knockout (Cav1KO) pancreatic parenchyma fails to upregulate YAP in response to induced pancreatitis and exhibits blunting of changes associated with YAP activation, such as ADM.

Our results provide important insight into the mechanisms regulating YAP function. We identify CAV1 as an upstream regulator of YAP, controlling its transcriptional activity through the control of actin cytoskeleton dynamics. Conversely, YAP underpins an important share of CAV1-dependent phenotypes. We propose this CAV1-YAP regulation has important implications in the progression of some pathologies, such as cancer, and will allow us to better understand the principles governing processes driven by substrate stiffness in health and disease.

## Results

### CAV1 Positively Regulates YAP Activity by Controlling YAP Nucleocytoplasmic Shuttling

ECM stiffness mediates CAV1 internalization (Du et al., 2011). We confirmed that CAV1 was internalized in cells grown on soft substrates (Figure S1A) and trafficked to a RAB11-positive recycling endosome (Figure S1B). Thus, cell detachment from integrin-ECM-mediated adhesions and cell growth on soft substrates both trigger the same translocation of CAV1 from the plasma membrane toward a recycling endosome (del Pozo et al., 2005, Muriel et al., 2011). These observations suggest that CAV1 could mediate the response to changes in substrate rigidity. 

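RNA was sequenced from immortalized mouse embryonic fibroblasts (MEFs) isolated from WT and Cav1KO littermates. The cells were grown for 24 h on fibronectin-coated polyacrylamide hydrogels that were either stiff (55 kPa) or soft, with a stiffness of 0.2 kPa in the methods and of 0.22 kPa in the legend of Figure S1. Each of the 4 groups (WT stiff, WT soft, Cav1KO stiff and Cav1KO soft) had 2 libraries. Libraries were prepared from 500 ng of total RNA after poly(A) selection and sequenced as single reads of 60 nt. The authors deposited TMM-normalized CPM, the reads of a gene relative to its library's size, with a scaling factor per library that limits the weight of a few abundant genes. The paper's text names neither the aligner nor the genome build, nor the test behind its RNA-seq fold changes. Each deposited value was a whole multiple of the value of 1 read in its library (100% of the values), so the reads behind each value could be recovered. The 2 WT stiff libraries held 19944952 and 18314133 reads on the listed genes, and the WT soft libraries 17089836 and 18586147. The Cav1KO stiff libraries held 17137635 and 19020881 reads, and the Cav1KO soft libraries 17906184 and 18322979. At these depths a count of 0 allows up to 3 reads, which is 0.151 CPM in the first WT stiff library and 0.181 CPM in the first WT soft library, and this limit covers counting error only. Between the 2 libraries of a group, the variation exceeded counting error, with a chi-square per degree of freedom of 11.8 in WT stiff, 14.9 in WT soft, 18.1 in Cav1KO stiff and 3.49 in Cav1KO soft. The listing holds 12528 genes by Ensembl identifier, of which 12451 (99.4%) matched the GENCODE M21 annotation of GRCm38, the source of all coordinates. The 12494 genes with at least 1 CPM in at least 2 libraries were tested with limma on log2(CPM + 1), a scale that understates the change of genes with low values. All 4 groups entered 1 fit with a mean-variance trend, the tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The knockout itself was examined first. Cav1 (ENSMUSG00000007655, chromosome 6 from 17306335 to 17341452) had 949.8 and 1079 CPM in the WT stiff libraries and 1122 and 1157 CPM in the WT soft libraries. In Cav1KO cells it had 0.294 and 0.219 CPM on the stiff substrate, which is 5 and 4 reads, and 0.0523 and 0.411 CPM on the soft substrate, which is 1 and 8 reads. The change of its expression with stiffness in WT cells did not pass the threshold (log2 fold change -0.17, standard error 0.14, limma adjusted p = 0.342).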

To evaluate the potential contribution of CAV1 to ECM stiffness mechanotransduction, we performed RNA sequencing (RNA-seq) in wild-type (WT) and Cav1KO mouse embryonic fibroblasts (MEFs) cultured on rigid or compliant polyacrylamide hydrogels (GEO: GSE120514). Using Ingenuity Pathway Analysis (IPA) software and the Enrichr open-source tool (Chen et al., 2013, Kuleshov et al., 2016), we queried our datasets for canonical functional programs and Gene Ontology terms responsive to substrate rigidity, classifying them according to their specificity for WT or Cav1KO backgrounds (Figures S1C and S1D). This analysis identified a stiffness-induced increase in genes related to the regulation of actin cytoskeleton, focal adhesions, and cell junctions exclusively in WT cells.

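In WT cells, limma with Benjamini-Hochberg adjustment called 2763 genes (22.1% of the genes tested) higher and 3283 genes (26.3%) lower on the stiff than on the soft substrate. In Cav1KO cells it called 3488 genes (27.9%) higher and 3527 genes (28.2%) lower. A requirement of at least a 2-fold change moved these counts most, to 215 higher and 836 lower genes in WT cells and to 425 and 1048 in Cav1KO cells. edgeR's quasi-likelihood test on the recovered reads called 2727 genes higher and 3214 lower in WT cells, and 3468 and 3420 in Cav1KO cells. The balance between higher and lower calls depended on the scaling, with 3051 higher and 2898 lower in WT cells and 3989 and 2960 in Cav1KO cells under median centring, and 3209 and 2892 and 3826 and 3014 under quantile normalization. Among the genes higher on the stiff substrate, 708 were called in WT cells only, 2055 in both genotypes and 1433 in Cav1KO cells only. A call in 1 genotype alone does not show that the genotypes differ, so the difference between the stiffness effects was tested as an interaction. The log2 fold change with stiffness was higher in WT than in Cav1KO cells for 559 genes and lower for 750 genes. With edgeR's test on the recovered reads, these counts were 361 and 541, and with DESeq2, over 10556 genes, they were 781 and 719, the opposite balance. Of the 708 genes called higher in WT cells only, 106 (15.0%) passed the interaction test and 40 were called lower in Cav1KO cells. Of the 1433 genes called higher in Cav1KO cells only, 287 (20.0%) passed it and 65 were called lower in WT cells. Across the 12494 genes, which are not independent replicates, the stiffness effects in both genotypes had a Pearson's r of 0.686 and the same sign for 74.0% of the genes. The compared effects share no library.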

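The gene sets of IPA and Enrichr were not used here. Lists of actin cytoskeleton, focal adhesion and cell junction genes were written by hand in their place, and 65, 76 and 55 of their genes were tested, with some genes in more than 1 list. In WT cells, 25 actin cytoskeleton genes were called higher and 7 lower on the stiff substrate, with a median log2 fold change of 0.17 (camera adjusted p = 0.0143, Benjamini-Hochberg over 36 tests of 12 lists). In Cav1KO cells, 17 were called higher and 18 lower, with a median of -0.06 (camera adjusted p = 0.915). Focal adhesion genes did not rise as a list in WT cells, where 16 were called higher and 17 lower with a median of 0.08 (camera adjusted p = 0.638). They fell in Cav1KO cells, where 6 were called higher and 40 lower with a median of -0.46 (camera adjusted p = 9.99e-05). The focal adhesion list includes the collagen gene Col6a1, and it was not tested without matrix genes. A separate list of ECM genes also fell, with a median of -0.43 in WT and -0.95 in Cav1KO cells. Cell junction genes had 18 higher and 12 lower calls in WT cells, with a median of 0.08 (camera adjusted p = 0.347), against 8 higher and 26 lower in Cav1KO cells, with a median of -0.39 (camera adjusted p = 0.0190). The number of genes called higher was the same when adjusted over the list alone, except for 10 cell junction genes in Cav1KO cells. The difference between genotypes itself passed the threshold for all 3 lists. The median interaction was 0.16 for actin cytoskeleton genes (camera adjusted p = 0.00364), 0.59 for focal adhesion genes (3.96e-11) and 0.46 for cell junction genes (2.38e-05). camera was run with a preset correlation between genes of 0.01. Under fry, which tests a list on its own and not against other genes, only the focal adhesion difference stayed past the threshold (adjusted p = 0.0487), and with a correlation estimated from these libraries none of the 3 did. The rise of the actin cytoskeleton genes in WT cells did not pass fry (adjusted p = 0.0677). Its higher calls had an odds ratio of 2.21 against all other genes (p = 0.00254, Fisher's exact test). Against genes matched on mean expression it was 1.45 (p = 0.164, permutation test). The second Cav1KO stiff library carried much of the fall in Cav1KO cells. Without it, the medians in Cav1KO cells were 0.02 for actin cytoskeleton, -0.33 for focal adhesion and -0.23 for cell junction genes, and the median interactions were 0.11, 0.44 and 0.31. Without the first Cav1KO stiff library, the median interaction of the actin cytoskeleton genes was 0.27. The medians in WT cells also moved with 1 library, to 0.20 for focal adhesion genes without the second WT stiff library, to 0.04 without the first, and to 0.23 for cell junction genes without the second WT soft library. In some group 1 actin, 2 focal adhesion and 5 junction genes had 3 reads or fewer. With genes at that level in both Cav1KO groups left out, and those at it in 1 of them set to the limit of 3 reads, the medians in Cav1KO cells were -0.10 over 65 actin, -0.49 over 75 focal adhesion and -0.47 over 50 junction genes.

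**Figure D1:**
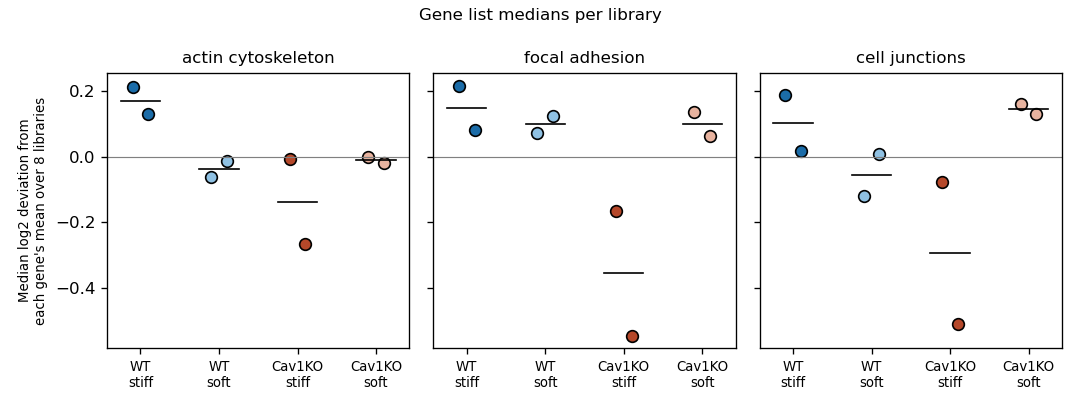
Median log2 deviation of the actin cytoskeleton, focal adhesion and cell junction genes from each gene's mean over the 8 libraries. Each point is 1 library and each bar the mean of the 2 libraries of a group. The second Cav1KO stiff library lies at -0.27, -0.55 and -0.51 and the first at -0.01, -0.17 and -0.08.

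Among the 708 genes called higher in WT cells only were 12 actin cytoskeleton genes (odds ratio 3.82, p = 0.000251), 13 focal adhesion genes (odds ratio 3.48, p = 0.000309) and 12 cell junction genes (odds ratio 4.71, p = 4.60e-05), by two-sided Fisher's exact tests against all other tested genes. After Benjamini-Hochberg adjustment over the 9 tests of 3 lists in 3 classes, these p-values were 0.000928, 0.000928 and 0.000414. Myh9 (ENSMUSG00000022443, chromosome 15 from 77760587 to 77842175), in the actin list, had 445 ± 126 CPM (SD, n = 2) in WT stiff and 211 ± 102 CPM in WT soft libraries, against 218 ± 112 and 489 ± 7.74 CPM in Cav1KO cells. Its log2 fold change was 1.13 in WT cells (standard error 0.40, limma adjusted p = 0.0433) and -1.27 in Cav1KO cells (limma adjusted p = 0.0241). The WT change did not pass the threshold with edgeR on the recovered reads (adjusted p = 0.0504). Actn1 (ENSMUSG00000015143, chromosome 12 from 80167547 to 80260371), in all 3 lists, had 355 ± 47.0 CPM (SD, n = 2) in WT stiff and 204 ± 42.4 CPM in WT soft libraries. Its log2 fold change was 0.81 in WT cells (standard error 0.19, limma adjusted p = 0.00783) and -0.39 in Cav1KO cells (limma adjusted p = 0.112). Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925), in the focal adhesion list, rose in both genotypes, by 1.23 in WT cells (standard error 0.07, limma adjusted p = 3.42e-05) and 0.45 in Cav1KO cells (limma adjusted p = 0.00110). Col6a1 (ENSMUSG00000001119, chromosome 10 from 76708792 to 76726168), in the same list, was lower on the stiff substrate in both, with a log2 fold change of -1.45 in WT cells (limma adjusted p = 9.90e-05) and -2.50 in Cav1KO cells (limma adjusted p = 1.01e-05). Mllt4 (ENSMUSG00000068036, chromosome 17 from 13760539 to 13906150), which encodes the junction protein afadin, had a log2 fold change of 0.82 in WT cells (standard error 0.21, limma adjusted p = 0.0129) and -0.56 in Cav1KO cells (limma adjusted p = 0.0511). The calls in Cav1KO cells depended on the test and setting. Over those tried, the adjusted p ranged from 0.0275 to 0.166 for Mllt4, 0.0448 to 0.176 for Actn1 and 0.0155 to 0.0607 for Myh9. The difference between genotypes passed the threshold for Myh9 (interaction 2.39, limma adjusted p = 0.0381), Actn1 (1.19, 0.0342), Ccnd1 (0.78, 0.00726) and Mllt4 (1.38, 0.0324). Without the mean-variance trend, the interactions of Myh9 (adjusted p = 0.0615), Actn1 (0.0583) and Mllt4 (0.0517) did not pass it. Single libraries moved these effects. Without the first WT soft library, the effect of Myh9 in WT cells was 0.62. Without the second Cav1KO stiff library, the effects in Cav1KO cells were -0.72 for Myh9, -0.12 for Actn1 and -0.25 for Mllt4, and without the first they were -1.81 for Myh9, -0.65 for Actn1 and -0.87 for Mllt4.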

To explore the molecular mechanisms mediating this effect of CAV1 on gene expression, we focused on YAP because this transcriptional cofactor is a prominent transcriptional driver of genes involved in cell adhesion and actin cytoskeleton organization (Stein et al., 2015) and is also positively regulated by mechanical cues such as ECM stiffness (Dupont et al., 2011). 

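The paper's text does not list the YAP target genes that were counted in the RNA-seq data, so a list of 58 known YAP targets was written by hand from general knowledge and is not the paper's panel. Of these, 54 were listed in the data and tested. A second list of 22 core targets, all tested, held genes often used as readouts of YAP, among them Ctgf, Cyr61 and Ankrd1. The first list contains 11 genes of a proliferation list, so a version of 43 genes without them was tested as well. The most abundant YAP target reached 1957 CPM. In the WT stiff libraries, Ctgf, at 18.4 ± 1.11 CPM (SD, n = 2), rested on 309 to 382 reads per library and Ankrd1, at 26.9 ± 0.165 CPM, on 469 to 537. In the Cav1KO soft libraries, Ctgf rested on 68 to 88 reads and Ankrd1 on 62 to 66.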

To assess whether YAP function was controlled by substrate stiffness in our system, we first analyzed the expression of a panel of 61 genes previously characterized as YAP targets in MCF10A and NIH 3T3 cells (Dupont et al., 2011, Zhao et al., 2008). A Fisher exact test confirmed statistically significant upregulation of endogenous YAP targets by ECM stiffness in WT cells, but not in Cav1KO cells (Figure 1A). This finding was supported by qRT-PCR analysis of the YAP targets *Ankrd1* and *Ctgf* (Figure 1B) and by orthogonal assays to monitor TEAD activity (Figure 1C) based on the 8xGTIIC luciferase reporter (Dupont et al., 2011). 

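In WT cells, 25 of the 54 YAP targets (46.3%) were called higher on the stiff substrate, against 2738 of the 12440 other genes tested (22.0%), an odds ratio of 3.05 (two-sided Fisher's exact test, p = 9.07e-05). In Cav1KO cells, 15 of the 54 (27.8%) were called higher, against 3473 of the others (27.9%), an odds ratio of 0.993 (p = 1, Fisher's exact test). When adjusted over the list alone, the counts were also 25 and 15. In each genotype, 19 YAP targets were called lower on the stiff substrate. Tested as a list, the YAP targets did not pass the threshold in WT cells (camera adjusted p = 0.347, fry adjusted p = 0.831). They did not pass it in Cav1KO cells either (camera adjusted p = 0.836, fry adjusted p = 0.733). With the core list, 8 of 22 genes were called higher in WT cells, and the enrichment did not pass the threshold (odds ratio 2.02, p = 0.122, Fisher's exact test). In Cav1KO cells the core list moved the result most, with 1 gene called higher (4.55%), an odds ratio of 0.123 (p = 0.0146, Fisher's exact test). A requirement of at least a 2-fold change moved it the other way. It left 6 YAP targets called higher in Cav1KO cells (11.1%) against 3.37% of the other genes, an odds ratio of 3.59 (p = 0.00972, Fisher's exact test). From the Fisher exact test in each genotype, the paper concludes that stiffness upregulates endogenous YAP targets in WT but not in Cav1KO cells. As further support, it gives qRT-PCR of Ankrd1 and Ctgf and a luciferase reporter of TEAD activity, which were not examined in this RNA-seq test.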

To explore the mechanism of this CAV1 dependency, we first studied YAP subcellular distribution (Figure 1D), which was classified as cytosolic (C), nuclear (N), or evenly distributed (N/C) (Figure 1E). As expected, YAP was predominantly nuclear in WT cells plated on stiff substrate and retained in the cytosol in cells plated on soft substrate. However, in Cav1KO MEFs, YAP was predominantly retained in the cytoplasm independently of substrate rigidity and compliance. Defective YAP nuclear localization in Cav1KO cells was confirmed by biochemical fractionation (Figure S1E). These results indicate that the positive regulation of YAP transcriptional activity by environmental rigidity is CAV1 dependent.

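The difference in stiffness effect between WT and Cav1KO cells was tested directly. Over the 54 YAP targets the median interaction was 0.11 (camera adjusted p = 0.270), and 3 genes passed the interaction test in each direction. Against 10000 random lists matched on mean expression, whose central 95% ranged from -0.24 to -0.01, this median lay at the 100 percentile. When adjusted over the list alone, 6 genes passed for a larger effect in WT cells. This median was -0.02 without the second Cav1KO stiff library and 0.19 without the first. Over the 22 core targets the median interaction was 0.34 (camera adjusted p = 0.00237), with 3 genes past the threshold for a larger effect in WT cells and 2 for a larger effect in Cav1KO cells. It lay at the 99.9 percentile of matched lists, whose central 95% ranged from -0.25 to 0.17, and 10 genes passed for a larger effect in WT cells when adjusted over the list alone. Without the first Cav1KO stiff library, the core median was 0.51. The core list did not pass the threshold under fry (adjusted p = 0.132) or with an estimated correlation between genes (0.512). Ctgf (ENSMUSG00000019997, chromosome 10 from 24595442 to 24598683) had 8.07 ± 0.901 CPM in WT soft (SD, n = 2), 5.60 ± 1.32 CPM in Cav1KO stiff and 4.05 ± 0.780 CPM in Cav1KO soft libraries. Its log2 fold change with stiffness was 1.10 in WT cells (standard error 0.18, limma adjusted p = 0.00138) and 0.38 in Cav1KO cells (limma adjusted p = 0.105). The difference of 0.72 between these effects did not pass the threshold (limma adjusted p = 0.0913), although it did with a pseudocount of 5 (adjusted p = 0.0426). Without the first Cav1KO stiff library, the effect of Ctgf in Cav1KO cells was 0.17, without the second it was 0.59, and without the second Cav1KO soft library it was 0.22. With quantile normalization, the rise of Ctgf in Cav1KO cells passed the threshold (adjusted p = 0.00834). Cyr61 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981) had 252 ± 20.2 CPM in WT stiff and 181 ± 16.8 CPM in WT soft libraries, against 134 ± 10.9 and 149 ± 4.28 CPM in Cav1KO cells (SD, n = 2). It rose by 0.47 in WT cells (limma adjusted p = 0.00390) and changed by -0.16 in Cav1KO cells (limma adjusted p = 0.186), a difference of 0.63 (limma adjusted p = 0.0310). Without the mean-variance trend, the adjusted p of this difference was 0.0590. Without the second Cav1KO stiff library, the effect of Cyr61 in Cav1KO cells was -0.08, and without the first it was -0.24. Over the tests and settings tried, the adjusted p of this Cav1KO effect ranged from 0.0331 to 0.531. Ankrd1 (ENSMUSG00000024803, chromosome 19 from 36111961 to 36120099) had 13.4 ± 1.63 CPM in WT soft, 8.70 ± 0.839 CPM in Cav1KO stiff and 3.32 ± 0.108 CPM in Cav1KO soft libraries. It rose with stiffness in both genotypes, by 0.96 in WT cells (standard error 0.13, limma adjusted p = 0.000541) and by 1.17 in Cav1KO cells (limma adjusted p = 0.000141). The genotypes did not differ detectably in this effect (interaction -0.21, limma adjusted p = 0.451), and its sign changed with a pseudocount of 5, to 0.08. This interaction of Ankrd1 was -0.09 without the second and -0.32 without the first WT soft library, and -0.12 without the first Cav1KO stiff library. On the stiff substrate, Ctgf, Ankrd1 and Cyr61 were lower in Cav1KO than in WT cells, with log2 fold changes of -1.57, -1.52 and -0.91 (limma adjusted p = 0.000149, 2.61e-05 and 8.88e-05). Yap1 was at 153 to 159 CPM in the 4 Cav1KO libraries and at 141 to 150.2 CPM in the 4 WT libraries. The genotype log2 fold changes of Yap1, 0.10 on the stiff and 0.13 on the soft substrate, did not pass the threshold (limma adjusted p = 0.260 and 0.135).

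**Figure D2:**
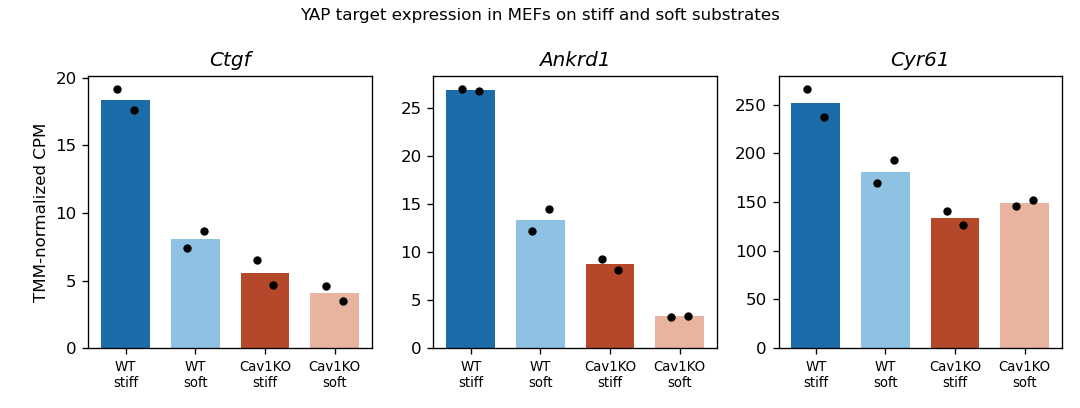
Expression of Ctgf, Ankrd1 and Cyr61 in TMM-normalized CPM by genotype and substrate. Bars are means of the 2 libraries of a group and points are single libraries. Both WT stiff libraries lie above every other library for the 3 genes. Both Cav1KO stiff libraries lie above both Cav1KO soft libraries for Ankrd1 and, by a small margin, for Ctgf.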

**Figure 1:**
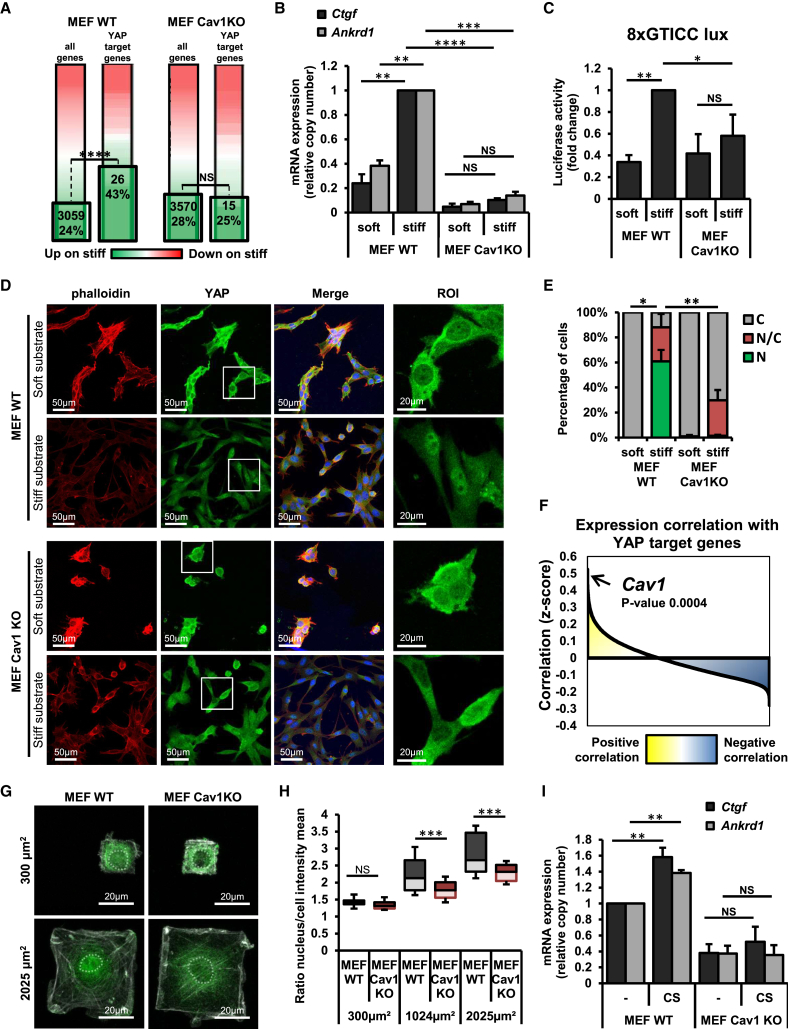
CAV1 Modulates YAP Activity (A) Variations in gene expression in the RNA-seq analysis between cells grown on stiff and soft substrates, showing all identified genes (left bar) and YAP-target genes alone (right bar). Genes significantly upregulated by ECM stiffness are boxed, and the enrichment for YAP target genes was analyzed using the Fisher exact test. Genes highlighted green are those that were upregulated on the stiff substrate, whereas those highlighted red were downregulated. (B) qRT-PCR analysis of *Ctgf* and *Ankrd1* expression in WT and Cav1KO MEFs grown on stiff and soft substrates for 24 hr. Data are normalized to WT cells grown on a stiff substrate. n = 3. (C) TEAD transcriptional activity in WT and Cav1KO MEFs expressing the 8xGTIIC-luciferase reporter and grown on stiff or soft substrates for 24 hr. Luciferase activity was measured and normalized as described in STAR Methods. Data are normalized to WT MEFs grown on stiff substrate. n = 4. (D) Confocal immunofluorescence images of YAP expression in WT and Cav1KO MEFs grown on stiff or soft substrate. F-actin was stained with fluorophore-conjugated phalloidin (red; left column), and nuclei were stained with Hoechst (blue in merged images; third column). The right column shows zoomed views of the YAP ROI (boxed in white in the YAP images). (E) Percentage of cells from analysis as in (D) with predominantly nuclear YAP (N), predominantly cytosolic YAP (C), or an even nuclear-to-cytosolic distribution (N/C). Randomly selected images from 3 independent experiments were analyzed (60–200 interphase cells per condition). (F) SEEK computational gene co-expression analysis, showing expression correlation (*Z* score) between YAP target genes and the rest of the genome. (G) Confocal immunofluorescence images of YAP in WT and Cav1KO MEFs plated on different micropatterns with a fibronectin-coated grid that allows cells to spread to a predefined size of 2,025 μm^2^ or 300 μm^2^. Nuclear contours are outlined with dotted gray lines. (H) ImageJ quantification of YAP subcellular distribution in cells plated on micropatterns of 3 grid sizes (300 μm^2^, 1,024 μm^2^, and 2,025 μm^2^). Data are presented as the nuclear to total cell staining intensities; 10–20 cells were analyzed from 2 biological replicates per condition. The boxplots show the median, 1^st^ and 3^rd^ quartiles, and 90^th^ and 10^th^ percentiles (whiskers). (I) qRT-PCR analysis of the YAP targets *Ctgf* and *Ankrd1* in cells subjected to cyclic mechanical stretching (CS; see STAR Methods) and unstretched cells. n = 4. Data in (B), (C), (E), and (I) are presented as means ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, and ^∗∗∗∗^p < 0.0005. See also Figure S1 and Table S1.

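The Fisher exact test counts genes past a threshold, and genes with higher expression pass it more often. When the other genes were matched to the YAP targets in 20 bins of mean expression, 16.6 of the 54 were expected among the genes higher on the stiff substrate in WT cells. The matched odds ratio was 1.97 in WT cells (p = 0.0151, permutation test with 10000 draws) and 0.559 in Cav1KO cells (p = 0.0595, permutation test). Without the proliferation genes, 17 of 43 YAP targets were called higher in WT cells (odds ratio 2.31, p = 0.00925, Fisher's exact test), and the matched odds ratio was 1.52 (p = 0.169, permutation test). In Cav1KO cells, 9 of the 43 were called higher (odds ratio 0.683, p = 0.395, Fisher's exact test), and the matched odds ratio was 0.403 (p = 0.0148, permutation test), fewer than in matched genes. The median log2 fold change of the 54 YAP targets in WT cells was 0.18, at the 94.9 percentile of 10000 random lists matched on mean expression, whose central 95% ranged from -0.11 to 0.21. In Cav1KO cells the median was -0.04, at the 4.57 percentile of a range from -0.06 to 0.32. This median was -0.18 without the first Cav1KO stiff library and 0.03 without the second. Without the proliferation genes, the median in WT cells was also -0.04, at the 18.5 percentile, and in Cav1KO cells it was -0.10, at the 2.14 percentile.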

To rule out a cell-specific effect on YAP-CAV1 functional interactions, we used small interfering RNA (siRNA) duplexes to transiently knock down CAV1 in epithelial MDA-MB-231 human breast carcinoma cells. CAV1 silencing significantly decreased *Ctgf* and *Ankrd1* expression (Figure S1G). Moreover, qRT-PCR profiling of immortalized neonatal mouse hepatocytes revealed a similar reduction in YAP target gene expression in cells harvested from Cav1KO mice compared with those from WT mice (Figure S1H). To further assess the robustness of the CAV1-YAP interaction, we used the SEEK open-access resource (Zhu et al., 2015) to query known YAP target genes for coexpression patterns against the whole genome across extensive datasets from different tissues and cell lines (Figure 1F; Table S1). *Cav1,* whose mRNA levels highly correlate with its protein expression (Sonntag et al., 2014), showed one of the highest expression correlations with our YAP target list query (0.4994). These observations were upheld by the analysis of an independent dataset, generated by assessing the correlation between the expression of *Cav1* and the rest of the genome across 300 cell lines (Pellinen et al., 2018); in this analysis, 79% of YAP target genes correlated positively with *Cav1* expression and 11% correlated negatively (Figure S1G). Together, these observations suggest that CAV1-dependent regulation of YAP transcriptional activity is a general mechanism operating across different experimental systems.

Simultaneous siRNA-mediated knockdown of YAP and TAZ, to prevent potential compensatory mechanisms, effectively blocked expression of the canonical targets *Ctgf* and *Ankrd1* in WT MEFs (Figures S1J and S1K). Consistent with a pivotal role for CAV1 in the positive regulation of YAP, YAP/TAZ silencing in Cav1KO cells did not further decrease *Ctgf*, *Ankrd1*, and *Cyr61* expression. Notably, CAV1 absence did not alter total YAP protein levels (Figure S1J), suggesting that the relationship between CAV1 and YAP-dependent transcriptional programs relies on CAV1-dependent regulatory mechanisms upstream of YAP and not on the regulation of YAP protein expression.

Cell spreading modulates YAP activity such that YAP is predominantly nuclear in cells spread over large areas and cytosolic in cells with limited spreading (Dupont et al., 2011). Moreover, cell polarization and spreading in MEFs is controlled by CAV1 (Grande-García et al., 2007). To rule out the possibility that CAV1-dependent differences in YAP activity were secondary to differential cell spreading, we cultured MEFs on printed fibronectin micropatterns of fixed area and shape. As expected, YAP was predominantly cytosolic in WT MEFs spreading over small micropatterns, whereas growth on large micropatterns promoted a marked nuclear accumulation. This regulation was blunted in CAV1-deficient cells (Figures 1G and 1H). These observations confirm that CAV1-dependent YAP modulation is not an indirect consequence of changes in cell geometry.

To assess this relationship in the context of other mechanical cues, we evaluated the role of CAV1 in cell stretching, another established YAP-activating stimulus (Aragona et al., 2013, Codelia et al., 2014). Using a stretching device, we exposed cells to uniaxial cyclic strain. Stretching induced significant increases in *Ctgf* and *Ankrd1* expression in WT MEFs, but not in Cav1KO cells (Figure 1I), suggesting that CAV1 modulates YAP activity in response to different stimuli.

### CAV1-Dependent Regulation of YAP Is Independent of Hippo Kinase

We observed that YAP phosphorylation at S112 was increased in Cav1KO MEFs, and this increase was partly blocked by exogenous CAV1 expression (Figure 2A). Previous reports proposed the existence of nuclear pools of S127-phosphorylated YAP in human cells (Wada et al., 2011), but our biochemical partition assays suggested that the phosphorylated form of the mouse homologous residue S112 is largely excluded from the nucleus in our cellular model (Figure S2A). YAP phosphorylation at serine 127 (S112 in mice) promotes the retention of this transcription factor in the cytosol (Basu et al., 2003, Zhao et al., 2007). We evaluated the involvement of YAP phosphorylation in CAV1-dependent regulation ectopically expressing YAP-FLAG and the non-phosphorylatable mutant YAP-5SA (Figure S2B). We transiently transfected these constructs into WT and Cav1KO MEFs and analyzed their subcellular distribution by both immunofluorescence and subcellular fractionation (Figures 2B–2D). In WT MEFs, FLAG-tagged WT YAP was predominantly nuclear but was mostly retained in the cytosol in Cav1KO MEFs. However, FLAG-tagged YAP-5SA accumulated in the nucleus in both WT and Cav1KO MEFs, suggesting that cytosolic retention of YAP in Cav1KO MEFs is at least partially dependent on its regulated phosphorylation. Constitutive nuclear translocation of YAP-5SA proteins in Cav1KO MEFs correlated with the rescue of its downstream transcriptional output. YAP-5SA nuclear accumulation in Cav1KO MEFs correlated with increased canonical YAP-TEAD transcriptional activity, assessed by 8xGTICC-luciferase reporter assay (Figure 2E). In contrast, whereas WT YAP enhanced TEAD activity in WT MEFs, it did not in Cav1KO MEFs, consistent with the cytosolic sequestration of WT YAP-FLAG and endogenous YAP in Cav1KO MEFs. These results were confirmed by qRT-PCR analysis (Figure S2C). It is important to note that while the fold increase was higher in Cav1KO cells, YAP-5SA overexpression in Cav1KO cells did not reach the levels observed in WT cells, suggesting that phosphorylation-independent mechanisms could also be involved. Our observations indicate that YAP serine phosphorylation has an impact on CAV1-dependent control of YAP localization and activity.

**Figure 2:**
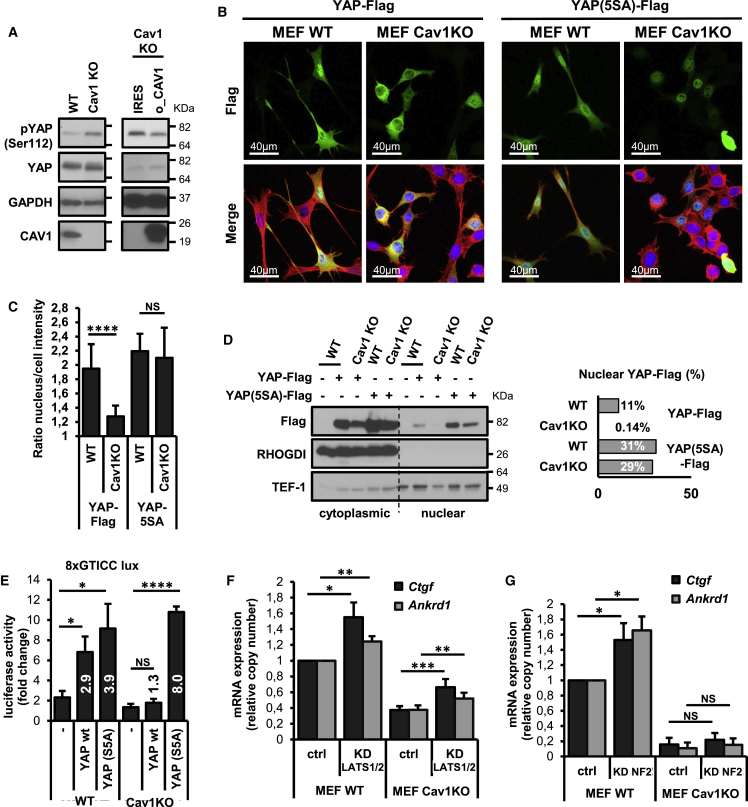
Hippo-Kinase-Independent YAP Serine Phosphorylation Determines Impaired Nuclear Translocation and Blunted YAP-Dependent Transcriptional Activity in Cav1KO Cells (A) Western blot of Ser112-phopshorylated YAP and total YAP in WT and Cav1KO MEFs and Cav1KO MEFs reconstituted with CAV1 (o_CAV1) or IRES-GFP. (B) Confocal immunofluorescence of cells transfected with YAP-FLAG or YAP(S5A)-FLAG and stained with anti-FLAG antibody (green), fluorophore-conjugated phalloidin (red), and Hoechst (blue). (C) FLAG distribution from analysis as in (B), represented as the ratio of nuclear-to-cytosolic intensities. n = 6–11. (D) Western blot analysis of FLAG subcellular distribution in MEFs transfected with YAP-FLAG or YAP(S5A)-FLAG followed by biochemical fractionation. RHO-GDI and Tef-1 were used as cytosolic and nuclear markers, respectively. The percentage of total YAP located in the nuclear fractions was quantified (right graph). (E) TEAD transcriptional activity in MEFs transfected with YAP-FLAG and YAP(S5A)-FLAG, measured by 8xGTICC-luciferase reporter assay. Data are normalized to growth on the soft substrate in each experiment. n = 3 (E). The fold-change with respect to untransfected cells is indicated above the bars. (F) qRT-PCR for *Ctgf* and *Ankrd1* expression in WT and CAV1 KO MEFs transfected with control or Lats1 and 2 siRNAs. Data are normalized to WT control. n = 10. (G) qRT-PCR for *Ctgf* and *Ankrd1* expression in WT and CAV1 KO MEFs transfected with control or NF2 siRNAs. Data are normalized to WT control. n = 4. Data are presented as mean ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, and ^∗∗∗∗^p < 0.0005. See also Figure S2.

YAP serine phosphorylation can be mediated by the kinases LATS1 and LATS2 (Zhao et al., 2007). Knockdown of LATS1/2 increased *Ctgf* and *Ankrd1* mRNA expression and TEAD-driven luciferase reporter activity in both WT and Cav1KO cells, with comparable fold increases (Figures 2G, S2D, and S2E). To further evaluate the implication of Hippo canonical kinases in the differences observed between WT and Cav1KO cells, we analyzed the role of neurofibromin 2 (NF2). NF2 silencing led to an increase in *Ctgf* and *Ankrd1* expression in WT cells, but not in Cav1KO cells (Figures 2H and S2F), supporting the existence of alternative regulation upon suppression of LATS1/2 kinase activity by NF2 knockdown and precluding rescue of YAP activity in Cav1KO cells. Taken together, these results suggest that LATS1/2 kinases are not essential for CAV1-dependent YAP activity regulation.

### CAV1-Dependent Regulation of YAP Activity Is Exerted through the Control of Actin Polymerization

Since F-actin and RHO are necessary for YAP nuclear translocation and transcriptional activity (Dupont et al., 2011), we next checked whether changes in actin cytoskeleton and RHO signaling could explain the altered YAP regulation in Cav1KO MEFs. For the analysis of actin dynamics and architecture, WT and Cav1KO MEFs were cultured on large fibronectin micropatterns to ensure the same spreading area for both genetic backgrounds and thus exclude effects of spreading area on actin dynamics of cell-cell interaction, spreading, and cell shape (Figures 3A and 3B). Actin dynamics and architecture were also analyzed in cells cultured on stiff substrates (Figure 3C). Actin fiber organization was inferred by anisotropy analysis of microscopy images to measure the degree of departure from a homogeneous distribution toward an increasingly discrete intensity distribution (STAR Methods). Confirming CAV1 as a regulator of actin cytoskeleton organization, actin fibers were less organized in Cav1KO cells.

**Figure 3:**
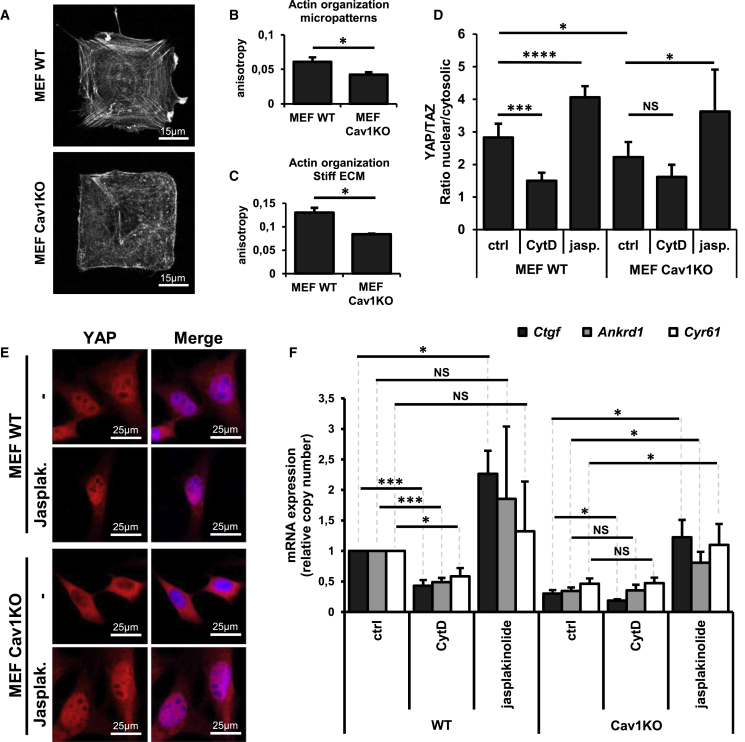
YAP Activity Defects in Cav1KO MEFs Are a Consequence of Defective Actin Polymerization (A) Confocal immunofluorescence images showing actin distribution in cells plated on large squared micropatterns (2,025 μm^2^). Actin was detected by staining with fluorophore-conjugated phalloidin. (B and C) Quantification of actin-fiber anisotropy (fiber order/organization) in WT and Cav1KO MEFs growing on squared micropatterns (n = 7–10; B) or on a stiff ECM (n = 3; C). (D) ImageJ quantification of YAP subcellular distribution in cells treated for 24 hr with 1 μM CytD, 0.05 μM jasplakinolide (Jasplak), or DMSO. Data were obtained from 3 to 8 independent experiments and are presented as means ± SD; ^∗^p < 0.05, ^∗∗∗^p < 0.005, and ^∗∗∗∗^p < 0.0005. (E) Confocal immunofluorescence of YAP in cells grown for 24 hr in the presence of 0.05 μM jasplakinolide or DMSO. Nuclei were detected with Hoechst (blue). (F) qRT-PCR of YAP target genes in MEFs treated for 24 hr with 1 μM CytD, 0.05 μM jasplakinolide, or DMSO (control). Data from jasplakinolide experiments (n = 5) and CytD experiments (n = 3) were normalized to WT controls. Data represent means ± SEM; ^∗^p < 0.05. See also Figure S3.

We assessed the potential contribution of actin dynamics to CAV1-dependent YAP regulation by using the actin polymerization inhibitor cytochalasin D (CytD) and jasplakinolide, an enhancer of F-actin actin polymerization (Holzinger, 2009, Prentki et al., 1979). CytD decreased stress fiber density (Figure S3A), reducing YAP nuclear accumulation and YAP target transcription throughput in WT cells to levels akin to those in Cav1KO cells (Figures 3D and S3A; see also Figures S3D and 4F). Conversely, jasplakinolide enhanced actin polymerization (Figures S3B and S3C), restored YAP nuclear translocation in Cav1KO MEFs to WT levels (Figures 3D and 3E; see also Figure S3D), and increased YAP target gene expression in both WT and Cav1KO cells (Figure 4F). A constitutively active DIAPH1 mutant (mDia1ΔN3), capable of boosting actin polymerization rates (Watanabe et al., 1999), significantly upregulated YAP target expression in Cav1KO cells (Figure S3E). These data strongly suggest that actin polymerization is a key component of the YAP regulatory machinery in our system. Altered actin dynamics in Cav1KO cells are the direct cause of the reduced YAP activity observed in this genetic background.

**Figure 4:**
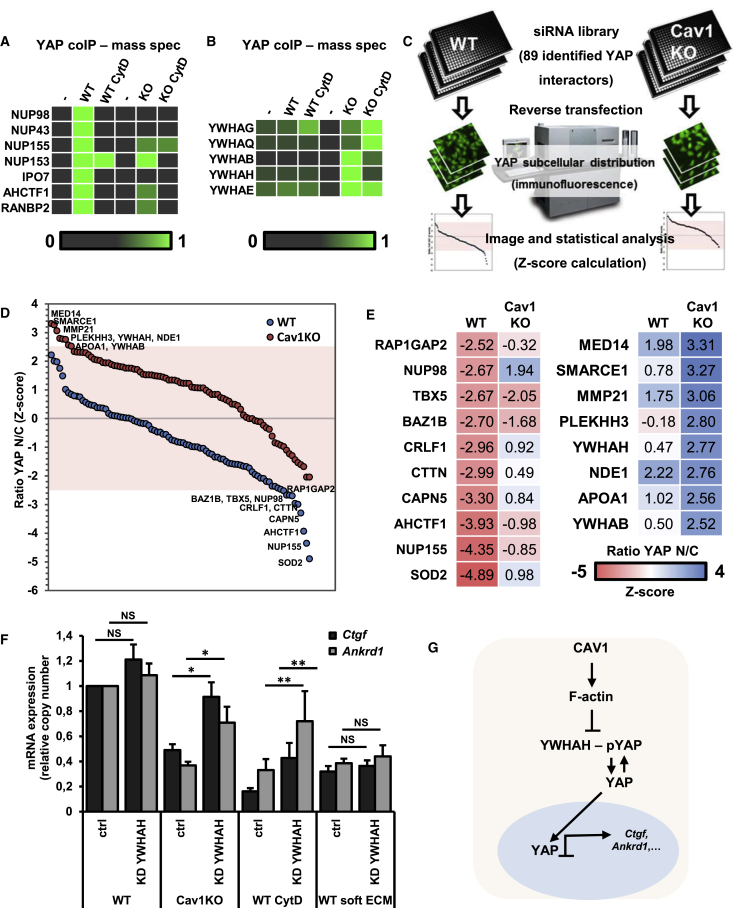
The YAP Interactome Is Altered in Cav1KO MEFs (A and B) Mass spectrometry analysis of YWHA proteins (A) and nuclear pore components and nucelocytosolic transporters (B) that co-immunoprecipitate with YAP in WT and Cav1KO MEFs treated with or without 1 μM CytD for 24 hr. The heatmap represents the relative number of counts per protein and condition. Negative controls (first and third column) were performed in parallel by omitting the primary anti-YAP antibody. n = 5. (C) siRNA library screening scheme for identifying YAP activity regulators. (D) Plot of mean *Z* scores of the YAP nuclear-to-cytosolic ratio for each individual siRNA in WT and Cav1KO MEFs. (E) Mean *Z* score of the YAP nuclear-to-cytosolic ratio in WT and Cav1KO cells after siRNA transfection for those genes whose *Z* scores are above 2.5 or below −2.5. n = 3. (F) qRT-PCR of *Ctgf* and *Ankrd1* in cells transfected with control or YWHAH siRNAs: WT and Cav1KO MEFs, WT cells treated for 24 hr with 1 μM CytD, and WT cells grown on soft substrate. n = 5. Data are presented as means ± SEM. ^∗^p < 0.05 and ^∗∗^p < 0.01. (G) Scheme of CAV1-YAP regulation. See also Figures S4 and S5, Table S2, and Data S1.

We next explored the contribution of RHO signaling to actin- and CAV1-dependent regulation of YAP using Y27632, a well-established inhibitor of the upstream kinase ROCK1/2. Exposure to Y27632 strongly reduced YAP target gene expression in WT cells, reproducing the effect of CytD (see Figure 3A); in contrast, Y27632 had only modest effects in Cav1KO cells (Figure S3F). Transient transfection with a constitutively active form of RHOA (RHOV14) that rescues RHO activity in Cav1KO MEFs (Goetz et al., 2011) further increased *Ctgf* and *Ankrd1* expression in WT cells but did not enhance YAP target gene expression in Cav1KO cells (Figure S3F). Our observations thus suggest that while RHO signaling is necessary for the CAV1-dependent positive mechanoregulation of YAP activity, it is not sufficient, since defective RHO cannot explain the deficient YAP activity in Cav1KO cells.

### Deficient YAP Activity in Cav1KO Cells Is Mediated by YWHAH-YAP Interaction

To characterize the molecular mechanisms underpinning the effect of CAV1-dependent actin dynamics on YAP activity, we profiled the YAP interactome by YAP immunoaffinity purification and mass spectrometry (MS) of control and CytD-treated WT and Cav1KO cells (Figure S5; Table S2). We identified several previously described YAP-interacting proteins: AMOTL2 (Zhao et al., 2011), POLR2A (Gavva et al., 1997), TBX5 (Rosenbluh et al., 2012), RUNX1 (Levy et al., 2008), 14-3-3 proteins, and known members of the Hippo pathway interactome (RBM15, CORO1C, DBN1, DOCK7, LIMA1, MTCL1, PKP4, RAD21, and SLMAP; Couzens et al., 2013). Interestingly, only WT cells showed interactions between YAP and nuclear pore and/or transport complexes, presumably reflecting effective nuclear translocation (Figure 4A). Conversely, both Cav1KO and CytD-treated cells were enriched for interactions with 14-3-3 proteins, which are reported to retain phosphorylated YAP in the cytosol (Dong et al., 2007) (Figure 4B).

To assess the contribution to YAP regulation of each component of these context-specific YAP interactomes, we carried out an image-based RNAi focused screen by knocking down 89 identified YAP interactors and comparing YAP subcellular distribution in Cav1KO and WT cells (STAR Methods; Figures 4C, 4D, S4A–S4C, and S5). Setting a stringent threshold of |Zq| > 2.5, we identified hits specific to WT cells for 10 genes, whose knockdown blunted YAP nuclear translocation (Figures 4D and 4E). These included siRNA pools targeting most nuclear pore components previously shown to selectively interact with YAP in WT cells (NUP155, NUP98, and AHCTF). Conversely, 8 hits were identified as specific to Cav1KO cells, and siRNA-mediated depletion of these genes enhanced YAP nuclear translocation. This second subset included two Cav1KO-specific YAP interactors, the 14-3-3-domain proteins YWHAH and YWHAB (Figures 4D, 4E, and S4D). We confirmed by western blot that YWHAH interacts preferentially with YAP in Cav1KO cells in CytD-treated WT cells compared with control WT cells (Figure S4E). Accordingly, efficient YWHAH siRNA-mediated depletion partially rescued the expression of YAP targets in Cav1KO cells and CytD-treated WT cells (Figures 4F, S4F, and S4G). Notably, this rescue was not effective in cells grown on soft substrates, indicating that additional mechanisms might be involved in this regulation. Taken together, these unbiased approaches suggest that CAV1 determines YAP activity through the control of actin dynamics, via mechanisms involving inhibition of the interaction between YAP and 14-3-3 proteins such as YWHAH (Figure 4G).

### YAP Is a Major Effector of ECM Remodeling Downstream of CAV1

YAP and caveolins are involved in a number of pathophysiological processes, such as liver regeneration, muscular dystrophy, and ECM remodeling (Bertrand et al., 2014, Calvo et al., 2013, Fernández et al., 2006, Goetz et al., 2011, Grijalva et al., 2014, Hagiwara et al., 2000, Minetti et al., 1998). We hypothesized that impaired ECM remodeling in CAV1-deficient cells (Goetz et al., 2011) might be caused by deficient YAP activity. To test this, we transfected Cav1KO cells with either non-phosphorylatable YAP-5SA (able to increase YAP transcriptional output in Cav1KO cells; see Figures 3G and 3H) or WT YAP. ECM remodeling was assessed by (1) collagen gel contraction assay and (2) quantitative image analysis of collagen fiber organization by second harmonic generation (SHG) microscopy (Figures 5A and 5B). As expected, ECM remodeling activity was blunted in Cav1KO MEFs. Interestingly, YAP-5SA overexpression restored the ability of these cells to remodel the matrix, whereas WT YAP was ineffective. Furthermore, we observed a clear correlation between CAV1 expression and YAP nuclear localization in human cancer-associated fibroblasts (CAFs) from pancreatic tumors (Figures 5C and 5D), and CAV1 silencing in these cells induced YAP cytosolic retention (Figure 5D), supporting a major role for a CAV1-YAP regulation in determining the activation state of stromal cell populations *in vivo*. Based on these observations, we propose that CAV1 and YAP nucleate a signaling pathway that drives ECM remodeling and stiffening.

**Figure 5:**
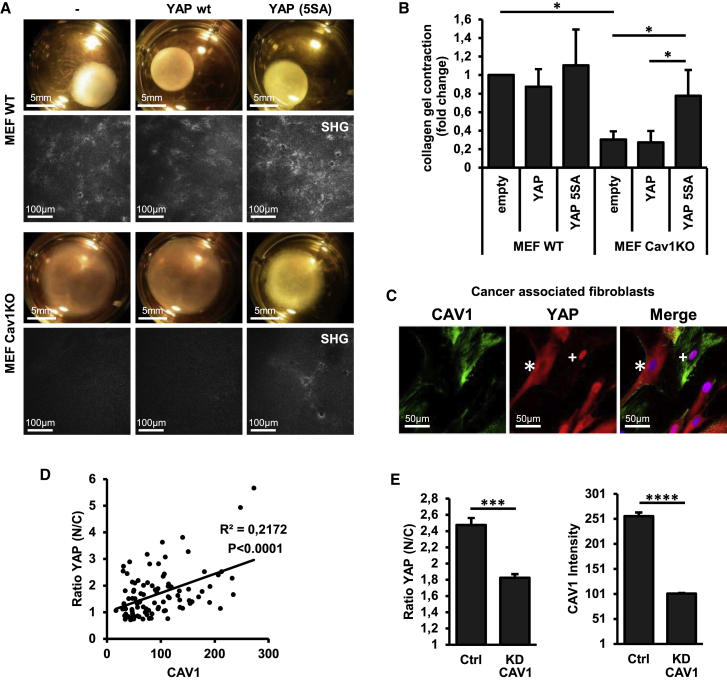
YAP Mediates the Effect of CAV1 in ECM Remodeling (A and B) Collagen gel retraction induced by MEFs transfected with YAP-Flag or YAP(S5A)-FLAG. (A) Cells were embedded in 3D collagen gels, and images were acquired 72 hr later to monitor gel retraction. Collagen organization was determined by second harmonic generation (SHG) microscopy (black and white images). Mock represents mock transfection. (B) Corresponding ImageJ quantification of gel contraction, measured as the fold change with respect to the contraction observed in mock-transfected WT cells. n = 3 experiments. (C) Confocal immunofluorescence images of CAV1 and YAP in cancer-associated fibroblasts (CAFs) extracted from the stroma of human pancreatic tumors and cultured *in vitro*. Nuclei were detected with Hoechst (blue). Symbols mark cells with low (^∗^) or high (^+^) CAV1 levels. (D) Plot of YAP nuclear-to-cytosolic ratio against CAV1 intensity for individual CAFs as in (C). N = 97. (E) Quantification of YAP subcellular distribution (left) and CAV1 levels (right) in CAFs transfected with CAV1 siRNAs or controls. CAV1 and YAP were detected by confocal immunofluorescence microscopy. A total of 4 independent experiments (n = 4) were analyzed (∼500 cells per experiment and condition) using Columbus. See STAR Methods for details. Data are presented as means ± SD in (B) and means ± SEM in (E); ^∗^p < 0.05, ^∗∗∗^p < 0.005, and ^∗∗∗∗^p < 0.0005.

### CAV1 Is Required for YAP Activation in Pancreatitis-Associated ADM

Pancreatitis causes tissue damage and desmoplasia, promoting the development of ADM and potentially contributing to PDAC onset and progression (Guerra et al., 2007). We chose pancreatitis as a model to study the potential contribution of CAV1-YAP regulation *in vivo*, because YAP is required for pancreatitis-induced ADM (Morvaridi et al., 2015) and CAV1 expression is upregulated in pancreatic cancer and it is associated with decreased survival (Chatterjee et al., 2015).

Mild and reversible acute pancreatitis was induced in WT and Cav1KO mice by intraperitoneal administration of the cholecistokinin receptor agonist caerulein (Niederau et al., 1985). 2 hr and 4 days after caerulein treatment, nuclear YAP expression was significantly higher in WT preparations (Figures 6A and 6B). This correlates with an increase in the areas presenting extensive ADM and fibrosis, assessed by αSMA expression in pancreatic stellate cells 4 days after treatment (Figures 6C, S6A, and S6B). Taken together, these data suggest that CAV1 is required for YAP activation in the context of caerulein-induced pancreatitis and that this activation correlates with increased ADM in pancreatic tissue.

**Figure 6:**
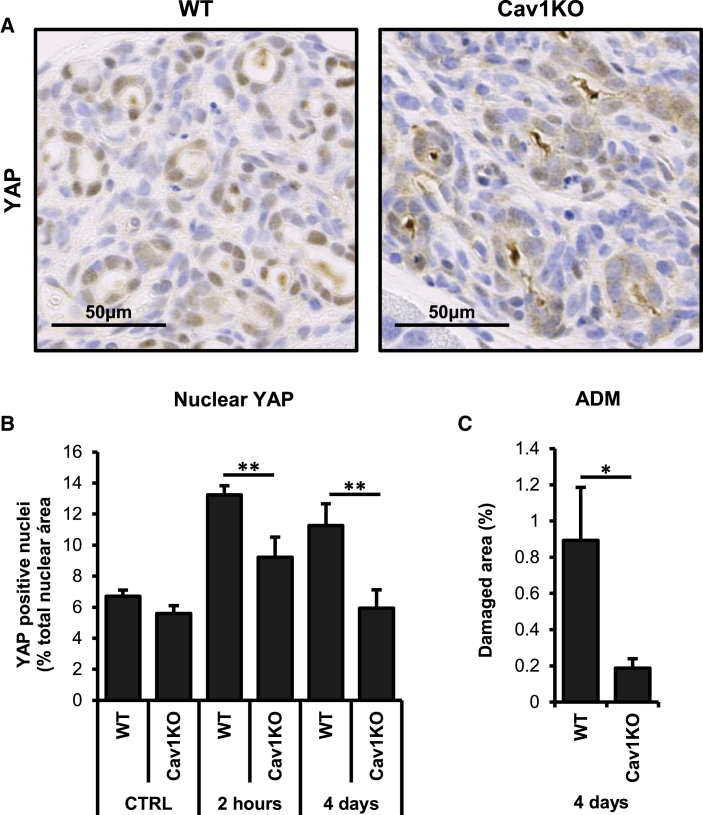
CAV1 Determines YAP Activation and ADM in Caerulein-Induced Acute Pancreatitis (A) Immunohistochemistry analysis of YAP expression in pancreatic tissue of WT and Cav1KO mice 4 days after caerulein treatment. (B) Quantification of the percentage of the nuclear area covered by YAP staining 2 hr and 4 days after caerulein treatment. n = 8. (C) Quantification of the percentage pancreatic area showing extensive ADM after 4 days of chronic pancreatitis in WT mice (n = 4) and Cav1KO mice (n = 3). Data in (B) and (C) are presented as means ± SEM; ^∗^p < 0.05, ^∗∗^p < 0.01. See also Figure S6.

## Discussion

Our results identify CAV1 as an upstream regulator of YAP-dependent adaptive programs, working through mechanisms dependent on the control of actin dynamics. This CAV1-dependent control of YAP activity relies, at least in part, on the reversible phosphorylation of YAP, evidenced by the association of blunted YAP activity in Cav1KO cells with increased YAP phosphorylation and its rescued by exogenous expression of non-phosphorylatable YAP. We found no role for LATS1/2 in this mechano-dependent negative regulation, observing no YAP activity recovery either upon transient silencing of both kinases or upon silencing of NF2. YAP might also be a substrate for JNK and Abl (Codelia et al., 2014, Levy et al., 2008) or as-yet unidentified kinases that could be responsible for YAP regulation. Another possible explanation for increased YAP phosphorylation in the absence of CAV1 is a protection of phosphorylated YAP from dephosphorylation through interaction with 14-3-3 YWHA proteins. This interpretation is supported by our interactome profiling and systematic functional screening studies, which showed increased interaction of YWHA proteins with YAP in Cav1KO cells and specific rescue of YAP translocation upon their siRNA depletion. YAP retention in the cytosol upon interaction with YWHAH proteins led to deficient YAP transcriptional activity in these cells. Furthermore, YWHAH proteins positively control Yap expression (Figures S4G and 4F), adding a new level of complexity to the control of YAP activity. Our studies also identify several regulators of YAP nuclear translocation, including nuclear pore components and proteins involved in nucleocytosolic transport.

Changes in stromal stiffness and architecture can enhance tumor aggressiveness, promote resistance to therapy, and favor metastasis (Levental et al., 2009). During tumor progression, CAFs surrounding the tumor may favor an increase in the stiffness of the tumor mass. In CAFs, ECM stiffness itself is an activating cue, thus potentially enabling a mechanically driven feedforward loop in which YAP nuclear translocation is necessary for this activation (Calvo et al., 2013). CAV1 expression in CAFs correlates with higher remodeling capacity and facilitates tumor invasion (Goetz et al., 2011). Our results provide the first evidence of a functional connection between these nodes. 3D assays show that exogenous expression of a constitutively active YAP mutant reverts the impairment of ECM remodeling associated with CAV1 deficiency. This proposed CAV1-YAP regulation is therefore likely a significant driver of key events in tumor progression.

Pancreatitis is characterized by immune cell infiltration, interlobular and interacinar edema, and fibrosis and is a major risk factor for the development of pancreatic cancer (Yadav and Lowenfels, 2013). YAP contributes to acinar cell dedifferentiation in ADM and prevents the regeneration of injured areas (Gruber et al., 2016, Murakami et al., 2017). Furthermore, inflammation increases stiffening (Hidalgo, 2012), and the increased tissue stiffness in caerulein-induced acute pancreatitis could explain the differences in YAP activation between WT and Cav1KO mice. Our results thus support an important role for CAV1-YAP regulation *in vivo* and suggest a potential link between inflammation-induced stiffness and disease progression. These results suggest the interesting possibility that CAV1-YAP regulation could determine pancreatic cancer progression, since YAP is required for the initial stages of PDAC development (Gruber et al., 2016).

Our results demonstrate that CAV1 regulates YAP activity, determining the mechanical response to changes in ECM rigidity and other mechanical cues. CAV1-YAP regulation modulates pathophysiological processes such as ECM remodeling and the response to acute pancreatitis. These findings suggest that this regulation could determine the onset and progression of different physiological and pathological processes, such as tumor development, through multiple mechanisms.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-YAP (63.7)	Santa Cruz Biotechnology	Cat# sc-101199, RRID: AB_1131430
Mouse monoclonal anti-TEF-1 (H-4)	Santa Cruz Biotechnology	Cat# sc-376113, RRID: AB_10988229
Rabbit monoclonal anti-CAV1 (D46G3) XP	Cell Signaling Tecnology	Cat# 3267S, RRID: AB_2275453
Rabbit monoclonal anti-14-3-3 η (D23B7)	Cell Signaling Tecnology	Cat# 5521S, RRID: AB_10829034
Monoclonal ANTI-FLAG® M2 antibody	Sigma-Aldrich	Cat# F3165, RRID: AB_259529
Mouse monoclonal anti-glyceraldehyde-3-phosphate dehydrogenase antibody	Millipore	Cat# MAB374, RRID: AB_2107445
Rabbit polyclonal anti-Phospho-YAP (Ser127) Antibody	Cell Signaling Technology	Cat# 4911S, RRID: AB_2218913
Rabbit polyclonal anti-Anti-LATS1 Antibody	Cell Signaling Technology	Cat# 9153S, RRID: AB_2296754
Rabbit polyclonal anti-Anti-LATS1 Antibody	Cell Signaling Technology	Cat#13646
Rabbit polyclonal anti-Anti-H3 Histone Antibody	Abcam	Cat# ab1791, RRID: AB_302613
Rabbit polyclonal anti-RHO GDIalpha (A-20) antibody	Santa Cruz Biotechnology	Cat# sc-360, RRID: AB_2227516
Rabbit monoclonal anti-YAP (D8H1X) XP	Cell Signaling Technology	Cat# 14074, RRID: AB_2650491
Rabbit Anti-Human Actin, Smooth Muscle Epitope Specific antibody	Thermo Fisher Scientific	Cat# RB-9010-P0, RRID: AB_149755
Alexa Fluor 488 Goat Anti Mouse IgG (H+L)	Molecular Probes	Cat# A-11029, RRID: AB_138404
Alexa Fluor 546 Goat Anti Mouse IgM (m chain)	Molecular Probes	Cat# A-21045, RRID: AB_2535714
Alexa Fluor 546 Goat Anti Rabbit IgG (H+L)	Molecular Probes	Cat# A-11035, RRID: AB_143051
Alexa Fluor 488 Goat Anti Rabbit IgG (H+L)	Molecular Probes	Cat# A-11034, RRID: AB_2576217
Goat anti-Mouse IgG (H+L) Secondary Antibody, HRP	Thermo Fisher Scientific	Cat# 31430, RRID: AB_228307
Goat anti-Rabbit IgG (H+L) Secondary Antibody, HRP	Thermo Fisher Scientific	Cat# 31460, RRID: AB_228341

**Bacterial and Virus Strains**		

N/A	N/A	N/A

**Biological Samples**		

N/A	N/A	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

ROCK inhibitor Y27632	Sigma-Aldrich	Y0503; CAS Number 129830-38-2
CytochalasinD	Sigma-Aldrich	C8273; CAS Number: 22144-77-0
Jasplakinolide	Santa Cruz Biotechnology	sc-202191; CAS 102396-24-7
Caerulein	Sigma-Aldrich	C9026; CAS Number: 17650-98-5

**Critical Commercial Assays**		

Lipofectamine RNAiMAX Transfection Reagent	Invitrogene	Cat#10601435
Alexa Fluor 647 Phalloidin	Invitrogene	Cat# A22287, RRID:AB_2620155
Dual-Luciferase Reporter Assay System	Promega	Cat#E1910
RNAeasy micro kit	QIAGEN	Cat#74004
Omniscript RT kit	QIAGEN	Cat# 205111
Random primers	Promega	Cat#C1181
SYBR green	Applied Biosystems	Cat#4309155
G-Actin/F-actin *In Vivo* Assay Biochem Kit	Cytoskeleton	Cat#BK037

**Deposited Data**		

RNaseq data	This paper	GEO: GSE120514
Mass spectrometry data	Table S2	N/A

**Experimental Models: Cell Lines**		

WT and Cav1KO Mouse embryonic fibroblasts (MEF)	Razani et al., 2001	N/A
WT and Cav1KO Neonatal Hepatocytes (mouse)	Mayoral et al., 2010	N/A
MDA-MB-231 HTB-26 breast adenocarcinoma (human)	ATCC	Cat# HTB-26, RRID: CVCL_0062
HeLa CCL-2	ATCC	Cat# CCL-2, RRID: CVCL_0030
HeLa Cav1–GFP	Lukas Pelkmans laboratory	N/A
Primary pancreatic cancer associated fibroblasts (PanCAF)	Manuel Hidalgo Laboratory	N/A

**Experimental Models: Organisms/Strains**		

Mouse: Cav1KO C57BL/6	Drab et al., 2001	N/A

**Oligonucleotides**		

siRNA targeting sequence: Cav1 #1: GAGCUUCCUGAUUGAGAUU (sense sequence)	This paper	N/A
ON-Target Plus Smart-pool siRNAs; see Table S3	Dharmacon	N/A
Primers for qRT-PCR	Table S4	N/A

**Recombinant DNA**		

p2xFlag CMV2-YAP2	Oka et al., 2008	Addgene #19045
pCMV-flag YAP2 5SA	Zhao et al., 2007	Addgene #27371
8xGTIIC-luciferase	Dupont et al., 2011	Addgene #34615
pLVX-CMV-CherryFP-P2A-MetLuc	This paper	N/A
pLVX_shRNA2	Clontech	Cat#632179
CMVCherryFPP2A	Viral vectors Unit (CNIC)	N/A
pMetLuc reporter	Viral vectors Unit (CNIC)	N/A
pEGFP–mDia1(DeltaN3)	Ishizaki et al., 2001	N/A
pEGFP-RHO(V14)	del Pozo et al., 1999	N/A

**Software and Algorithms**		

qBase plus	Biogazelle	N/A
MATLAB (R2015a)	MATLAB	N/A
ImageJ	National Institutes of Health	https://imagej.nih.gov/ij/download.html
FibrilTool plug-in	Boudaoud et al., 2014	https://media.nature.com/original/nature-assets/nprot/journal/v9/n2/extref/nprot.2014.024-S3.txt
Ingenuity Pathway Analysis software	QIAGEN	N/A
Enrichr	Enrichr - Ma’ayan Laboratory - Computational Systems Biology	http://amp.pharm.mssm.edu/Enrichr/
Columbus Image Data Storage and Analysis System	PerkinElmer	http://www.perkinelmer.com/es/product/image-data-storage-and-analysis-system-columbus
Search-Based Exploration of Expression Compendium (SEEK)	Troyanskaya Functional Genomics Laboratory at Princeton University, 2014	http://seek.princeton.edu/
GraphPad Prism	GraphPad Software	https://www.graphpad.com/company/
Fisher exact test calculator	Social Science Statistics web site	http://www.socscistatistics.com/tests/fisher/Default2.aspx

**Other**		

pre-printed micropatterns	CYTOO	N/A
Fibronectin-coated 6-well plates for uniaxial stretching	FlexCell	Cat# UF-4001P
Flexcell FX-5000 Tension System	FlexCell	N/A
Protein G Sepharose 4 Fast Flow	GE Healthcare	Cat# GE17-0618-01

### Contact for Reagent and Resource Sharing

Further information and requests for reagents may be directed to, and will be fulfilled by the Lead Contact, Miguel Ángel del Pozo ().

### Experimental Model and Subject Details

#### *In vivo* animal studies

Cav1KO C57BL/6 mice (Drab et al., 2001) were bred under specific pathogen-free conditions at the CNIC. Experiments were performed with 8-12-week-old males (Cav1KO and age-matched control littermates). All animal protocols (PROEX 097/18) were in accordance with Spanish animal protection law and were authorized by the corresponding local authority.

#### Cell culture

MEFs were isolated from WT and Cav1KO littermate mice, immortalized, and cultured as described (Razani et al., 2001). Neonatal hepatocytes from WT and Cav1KO littermates were isolated, phenotyped (Mayoral et al., 2010), and kindly provided by Dr. Martín-Sanz (IIBM Alberto Sols, Spain). The human MDA-MB-231 breast carcinoma and HeLa cell lines were obtained from ATCC. HeLa cells expressing CAV1–GFP were kindly provided by Lukas Pelkmans (ETH, Zürich, Switzerland). MEFs, hepatocytes and HeLa cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) and MDA-MB231 cells were grown in DMEM/F-12 (GIBCO, Thermo Fisher Scientific [Waltham; Massachusetts, United States]); growth media were supplemented with 10% fetal bovine serum (FBS; GIBCO, Thermo Fisher Scientific and GE Healthcare Life Science HyClone [Little Chalfont, United Kingdom]) and 100 μg/ml penicillin and streptomycin (GIBCO, Thermo Fisher Scientific). Primary pancreatic cancer associated fibroblasts (PanCAF) were a gift from Manuel Hidalgo (Centro Nacional de Investigaciones Oncológicas, Spain). PanCAFs were grown in Roswell Park Memorial Institute medium (RPMI) supplemented with 20% FBS, 100 μg/ml penicillin and streptomycin, and 5% glutamine. All cells were maintained in a humidified atmosphere at 37 °C and 5% CO2.

### Method Details

#### Polyacrylamide matrices

Polyacrylamide gels with tuneable stiffness were prepared on glass coverslips as previously described (Tse and Engler, 2010). 3-aminopropyltrimethoxysilane (Sigma-Aldrich [St. Louis, Missouri, United States]) was applied over the surface of a coverslip using a cotton-tipped swab and another coverslip was treated with Sigmacote^®^ (Sigma-Aldrich). The coverslips were then washed thoroughly with sterilized water and dried. Acrylamide/bis-acrylamide solutions were prepared using appropriate concentrations to obtain stiff matrices (Young’s modulus ∼55 KPa) and soft matrices (∼200 Pa) as previously defined (Fischer et al., 2012). Polymerization initiators (0.05% w/v ammonium persulfate and 0.0005% v/v N,N,N′,N′-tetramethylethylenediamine [TEMED], final concentrations) were added to the bis-acrylamide mixture. A drop of this mixture was deposited on top of the silanized glass and covered with the sigmacote-treated coverslip; 183 μL was deposited for round coverslips (40mm diameter) and 50 μL for square coverslips (24x24mm). After polymerization, the upper coverslip was removed and the polyacrylamide surface was photo-activated by exposing the sulfo-SANPAH crosslinker (Sigma-Aldrich) to UV light. Finally, the surface was coated with fibronectin (5 μg/ml) for 1 h at 37°C. Fibronectin was then removed and cells were seeded at low confluence. Experiments were performed 24h after seeding.

#### Micropatterns

Glass slides with pre-printed micropatterns were purchased from Cytoo (Grenoble, France). Designs for customized patterns with specific grid sizes were described by Dr. Piccolo and colleagues (Dupont et al., 2011). Fibronectin coating was performed as specified by the supplier. Cells were plated, and 24 h later, fixed and stained following standard protocols.

#### Cell strain

24h after plating on fibronectin-coated 6-well plates (FlexCell [Burlington, North Carolina, United States]), cells were subjected to uniaxial cyclic stretching (0.7Hz, 8%–9% amplitude) for 24h on a programmable Flexcell® FX-5000™Tension System (FlexCell) under standard culture conditions.

#### Reagents and transfections

The ON-TARGET plus SMARTpool siRNAs were purchased from Dharmacon (Table S3; Lafayette, Colorado, United States), siRNA targeting human CAV1 was custom made (sense sequence: GAGCUUCCUGAUUGAGAUU. Cells were transfected with siRNAs at 20pmol/1000 cells using Lipofectamine® RNAiMAX (Invitrogene; Carlsbad, California, United States). Silencing was allowed to proceed for 48h before terminating the experiment.

p2xFlag CMV2-YAP2 was a gift from Dr. Sudol (Addgene plasmid # 19045; Cambridge, Massachusetts, USA) (Oka et al., 2008). pCMV-flag YAP2 5SA (Addgene plasmid # 27371) was a gift from Dr. Guan. 8xGTIIC-luciferase (Addgene plasmid # 34615) was a gift from Dr. Piccolo. The lentiviral backbone for pLVX-CMV-CherryFP-P2A-MetLuc was derived from pLVX_shRNA2 (Clontech; Mountain View, California, United States) and was provided by the CNIC Viral Vectors (VV) Unit. CMVCherryFPP2A was obtained from pRRL_CMV_CherryFP_P2A (provided by the CNIC VV Unit and cloned into pLVX). The Metridia luciferase (secretable form) was amplified from pMetLuc reporter (Clontech; also provided by the CNIC VV Unit) and cloned in-frame with the CherryFP-P2A peptide. pEGFP–mDia1(DeltaN3) and pcDNA3-HA-RHO(V14) were as described (del Pozo et al., 1999, Ishizaki et al., 2001). All transient transfections were by electroporation with 5 μg plasmid DNA and 35 μg UltraPure salmon sperm DNA solution (Sigma-Aldrich) at 350V and 550ohms for 10msec.

Drugs were added to cells 3h after plating, followed by incubation for a further 21h. The ROCK inhibitor Y27632 (Y0503) and cytochalasinD (C8273) were from Sigma-Aldrich. Jasplakinolide (sc-202191) was from Santa Cruz Biotechnology (Dallas, Texas, United States).

#### Antibodies

Monoclonal antibodies were sourced as follows: anti-YAP (sc-101199) and anti-TEF-1 (sc-376113) from Santa Cruz Biotechnology; anti-CAV1 XP (#3267) and anti-YWHAH (14-3-3 η (D23B7); #5521) from Cell Signaling (Danvers, Massachusetts, United States); anti-Flag M2 (F-3167) from Sigma-Aldrich; and anti-glyceraldehyde-3-phosphate dehydrogenase (MAB374) and anti-cortactin (p80/85, clone 4F11) from Millipore (Burlington, Massachusetts, United States). Polyclonal antibodies to phospho-YAP (Ser127) (#9411), LATS1 (#9153), and LATS2 (#13646) were from Cell Signaling; anti-Histone H3 (ab1791) was from Abcam (Cambridge, United Kingdom); and anti-RHO GDI (sc-360) was from Santa Cruz Biotechnology. For immunohistochemistry, we used anti-YAP (D8H1X) XP from Cell Signaling (#14074) and αSMA from Thermo Fisher Scientific (RB-9010-P0).

#### Immunofluorescence microscopy

For immunofluorescence procedures, cells were fixed in paraformaldehyde 4% (w/v) at 37°C for 10 minutes, permeabilized, blocked with 0.2% Triton X-100 in BSA 1% (w/v) for 10 min, and then immunostained with specific antibodies for 1h. Alexa647 phalloidin and Alexa546- and Alexa488-labeled secondary antibodies were from Invitrogen. Images were acquired either on a Zeiss LSM700 confocal microscope or an Opera automated confocal microscope (PerkinElmer; Waltham, Massachusetts, United States).

#### Subcellular fractionation

For subcellular fractionation the cells were lysed (10 mM HEPES, pH 7.6, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.5 mM DTT, 100 mM phenylmethylsulfonyl fluoride, protease inhibitor cocktail [Roche], and 0.05% NP-40). Nuclear and cytoplasmic fractions were separated by centrifugation. The cytosolic fraction was precipitated with acetone and nuclei were lysed (20 mM HEPES, pH 7.6, 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 0.75 mM spermidine, 0.15mM spermine,100 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail [Roche]) and centrifuged at 13000 rpm to remove the DNA. Both fractions were eluted with sample buffer and analyzed by western blotting.

#### Immunoprecipitation

For immunoprecipitation, cells were lysed (50mM Tris-HCl at pH8, 100mM NaCl, 1% Triton X-100 [Sigma-Aldrich], 10% glycerol, 1mMMgCl2, 2mM PMSF, protease inhibitor cocktail [Roche]). Cell lysates were centrifuged for 10 min at 4°C. Supernatants were mixed with the specific antibody or control IgG for 2h, and protein G–agarose beads were added for a further 2h. Beads were washed with washing buffer (50mM Tris-HCl pH7.5, 150mM NaCl, 1mM EDTA, 0.25% gelatin, 0.1% NP-40 [Sigma-Aldrich]) and processed for mass spectrometry or western blotting.

#### Immunoblotting

For western blotting, immunoprecipitated proteins were eluted with sample buffer and analyzed by western blotting on nitrocellulose membranes (Amersham Pharmacia Biotech, UK) with primary and secondary HRP-conjugated antibodies using standard protocols. Proteins were detected by enhanced chemiluminescence (Amersham Life Sciences; Arlington Hts, Illinois, United States). Nuclear and cytosolic subcellular fractions were prepared as described (Navarro-Lérida et al., 2015).

#### Image analysis

YAP subcellular distribution was analyzed with the Columbus Image Data Storage and Analysis System (Perkin Elmer) or imageJ. Nuclei were segmented using the Hoechst signal (Figure S4B). Mitotic and aberrant nuclei were then eliminated based on Hoechst intensity and nuclear roundness and area. Cells located at the image borders were also eliminated. The cytosol was segmented growing the nuclear segmentation (Figure S4C). The cytosolic ROI for cytosolic YAP intensity calculation was built as a 4 pixel ring of cytoplasm grown radially from the segmented nuclear border (Figure S4C). Finally, the ratio between nuclear and cytosolic YAP was calculated.

#### Second harmonic generation (SHG) imaging

Fibrillary collagen in non-fixed cell-embedded collagen gels was imaged using the SHG technique (Chen et al., 2012) with a Zeiss LSM780 multiphoton microscope (Carl Zeiss Microscopy; Jena, Germany) fitted with a short pulse laser.

#### Luciferase assay

Luciferase assays to monitor TEAD transcriptional activity with the 8xGTIIC-luciferase reporter were as described (Mahoney et al., 2005). Cells were transiently co-transfected with 8xGTIIC-luciferase (product: firefly luciferase) and pLVX-CMV-CherryFP-P2A-MetLuc (product: Metridia luciferase [MelLuc], which is secreted to the medium). Luciferase activity was monitored with the Dual-Luciferase® Reporter Assay System (Promega; Madison, Wisconsin, United States) in an ORION II microplate luminometer (Titertek Berthold; Bad Wildbad, Germany). Firefly luciferase was quantified in cell lysates by adding Luciferase Assay Reagent II (LARII), and MetLuc was quantified in culture medium by adding Stop & Glo reagent. Firefly luciferase activity was normalized to MetLuc activity to control for variability in transfection efficiency across samples.

#### Collagen contraction assay

Contraction assays to monitor matrix remodeling were as described (Goetz et al., 2011, Orimo et al., 2005). Briefly, 1.5 × 10^5^ MEFs were included in a collagen type I gel (PureCol, Sigma-Aldrich; 1.5mg/ml, 500 μL total volume) in an Ultra-Low Attachment 24-well plate (Corning; Corning, New York, United States). After gel polymerization, normal culture medium was added, and collagen gel borders were detached from the border of the plate. Gels were cultured at 37 °C, 5% CO_2_ for 48h. Gel contraction was monitored by quantifying the gel surface area on photographs with ImageJ. The fold-change with respect to the contraction observed in a control condition was calculated for each sample.

#### Acute pancreatitis induction

Acute pancreatitis was induced by caerulein treatment as described (Guerra et al., 2007). Before the experiment, mice were starved for 12h with unrestricted access to drinking water. Acute pancreatitis was induced by 7 intraperitoneal injections of caerulein (Sigma-Aldrich) dissolved in PBS; injections were given at 1-h intervals on 2 consecutive days at a dose of 50 μg caerulein /kg body weight per injection. Control animals received injections of PBS only. At defined intervals, animals were sacrificed and the pancreas excised for immunohistochemical analysis. Immunostained preparations were scanned with Hamamatsu Nanozoomer 2.0 RS (Hamamatsu, Japan) and digitized with NDP.scan 2.5. Images were viewed and quantified with NDP.analyzer and NDP.view2 (Hamamatsu; Hamamatsu City, Japan).

#### Real-time quantitative PCR

RNA was extracted from cell samples with the RNAeasy micro kit (QIAGEN; Hilden, Germany). For each sample, 1 μg RNA was reverse transcribed using the Omniscript RT kit (QIAGEN) and random primers (Promega). qPCR was performed with SYBR green (Applied Biosystems; Foster City, California, USA) Appropriate negative and positive controls were used (Hellemans et al., 2007). Results were normalized to endogenous GAPDH and HPRT1 expression using qBase plus. Primer sequences were summarized in Table S4.

#### RNA-Seq analysis

Next generation sequencing experiments were performed at the CNIC Genomics Unit. Total RNA was extracted as for qRT-PCR (see above). RNA integrity was determined with an Agilent 2100 Bioanalyzer (Agilent Technologies; Santa Clara, California, United States). Two RNA samples per condition were analyzed by single read (SR) sequencing in an Illumina HiSeq 2500 System (Illumina; San Diego, California, United States). Data were analyzed in the CNIC Bioinformatics Unit. Enrichment analysis was conducted using Ingenuity Pathway Analysis software (IPA, QIAGEN) and the Enrichr web tool.

#### Actin fiber organization analysis

Actin fiber organization was imaged and quantified in MATLAB (R2015a) and ImageJ (1.51a x64). Fiber order/parallelism in a ROI was measured with a custom multiscale anisotropy analysis script based on the FibrilTool plug-in for ImageJ (Boudaoud et al., 2014); this tool analyzes the structural information embodied by the eigenvalues and eigenvectors of a nematic tensor. Iterative performance of this analysis in a collection of image patches of different sizes gives information about the organization of structures at multiple scales and locations. The anisotropy value of each pixel in the original image is set to the mean anisotropy score obtained for each processed patch containing the pixel. The patch collection is created by dividing the image into NxN nonoverlapping subimages, with $N\in \left\{2^{i}|i=0,1,2\ldots \right\}\cup \left\{3^{i}|i=0,1,2\ldots \right\}$ defining each iteration. The final multiscale anisotropy score is the mean of all the anisotropy values of the pixels in the image. This measurement can be constrained to a specific area of interest by using only specific pixels determined by prior segmentation, a useful way of avoiding interference from background or other structures that could bias the results. In micropattern experiments, the inputs were cropped images of the cytoplasmic area of cells (241x261 pixels), avoiding background and membranes as much as possible; no prior area restriction was defined, and the minimum size of patches was fixed at 10x10 pixels.

#### Mass spectrometry analysis

Protein G–agarose beads bound to immunoprecipitated proteins were incubated at room temperature for 2h in a 60 μL volume of 2 M urea, 50 mM Tris-HCl pH 8.5, and 10 mM TCEP with gentle vortexing. Iodoacetamide (7 μL, 500 mM) was then added and the incubation continued in the dark. After dilution to 0.5 M urea with ammonium bicarbonate, 3 μg of trypsin were added and samples were incubated for 6-8 h at 37°C. Samples were then acidified to 1% TFA, and the supernatants were desalted on C18 minispin columns (The Nest Group; Southborough, MA, USA) and dried down for further analysis. Experiments were performed with 5 independent replicates. Peptides were analyzed by LC-MS/MS using a C-18 reversed phase nano-column (75 μm I.D. x 50 cm, 2 μm particle size, Acclaim PepMap RSLC, 100 C18; Thermo Fisher Scientific) in a continuous acetonitrile gradient consisting of 0%–32% B over 80 min, 50%–90% B over 3 min at 50°C (A = 0.1% formic acid; B = 80% acetonitrile, 0.1% formic acid). Peptides were eluted from the nanocolumn at a flow rate of 200 nL/min to an emitter nanospray needle for real-time ionization and peptide fragmentation in a QExactive HF mass spectrometer (Thermo Fisher Scientific). The chromatographic run analyzed an enhanced FT-resolution spectrum (70,000 resolution) followed by the MS/MS spectra from the 15 most intense parent ions. Dynamic exclusion was set at 40 s. For peptide identification, all spectra were analyzed with Proteome Discoverer (version 2.1.0.81, Thermo Fisher Scientific) using SEQUEST-HT (Thermo Fisher Scientific). For searching the Uniprot proteome database containing all sequences from mouse and frequently observed contaminants (April 27, 2016; 48644 entries), the following parameters were selected: trypsin digestion with 2 maximum missed cleavage sites; precursor and fragment mass tolerances of 2 Da and 0.02 Da, respectively; carbamidomethyl cysteine as a fixed modification; and methionine oxidation as a dynamic modification. Peptides were identified by the probability ratio method (Martínez-Bartolomé et al., 2008), and false discovery rate (FDR) was calculated using inverted databases and the refined method (Navarro and Vázquez, 2009) with an additional filtering for a precursor mass tolerance of 15 ppm (Bonzon-Kulichenko et al., 2015). Proteins were quantified for each condition based on the number of scans/peptides identified at 1% FDR.

#### Image-based siRNA screening

The smart-pool siRNA library for selected YAP interactors detected by mass spectrometry was purchased from Dharmacon. Four different sequences per each gene were used. SiRNAs were transfected by reverse transfection in 384-well plates. Cells were fixed and stained for YAP detection 48h post transfection as described previously. Immunofluorescence images were acquired with an Opera automated confocal microscope (PerkinElmer). Three replicates were performed, with four wells per siRNA in each replicate. Two different ON-traget nontargeting siRNA controls were used. Transfection efficiency was validated by transfection with INCENP siRNA, which promotes the appearance of multinucleated cells and cells with aberrant nuclei (Figure S4A). YAP nucleo:cytosolic ratios were calculated using Columbus as described above (Image analysis section), and Z-scores were calculated as Z = (x – control mean)/control standard deviation. The mean Z-score of the three replicates was calculated.

#### SEEK analysis

SEEK (http://seek.princeton.edu) is a computational coexpression gene search tool (Zhu et al., 2015). We queried this web tool with the list of previously published YAP target genes (Dupont et al., 2011) and used all human expression datasets from tissue samples and cell lines included in SEEK for coexpression analysis. The program gives a ranked list of genes ordered from the strongest positive correlation with the query to the weakest. With Enrichr (Chen et al., 2013, Kuleshov et al., 2016), we analyzed the enrichment in KEGG annotated pathways and gene ontology (GO) terms of the 200 genes showing the highest positive coexpression with YAP targets.

### Quantification and Statistical Analysis

Statistical details of experiments are reported in Figure Legends. Significance was evaluated by paired Student’s t test, using GraphPad Prism. Differences were considered statistically significant at ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005, and ^∗∗∗∗^p < 0.0005. YAP-target gene enrichment on stiff versus soft substrates in the RNA-Seq analysis was compared by the Fisher exact test using an online Fisher exact test calculator (http://www.socscistatistics.com/tests/fisher/Default2.aspx).

### Data and Software Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE120514.

# Supplementary material for: Caveolin-1 Modulates Mechanotransduction Responses to Substrate Stiffness through Actin-Dependent Control of YAP
**Source:** Cell Rep. 2018 Nov 6;25(6):1622–1635.e6. doi: 10.1016/j.celrep.2018.10.024
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Caveolin-1 Modulates Mechanotransduction Responses to Substrate Stiffness through Actin-Dependent Control of YAP

### Graphical Abstract

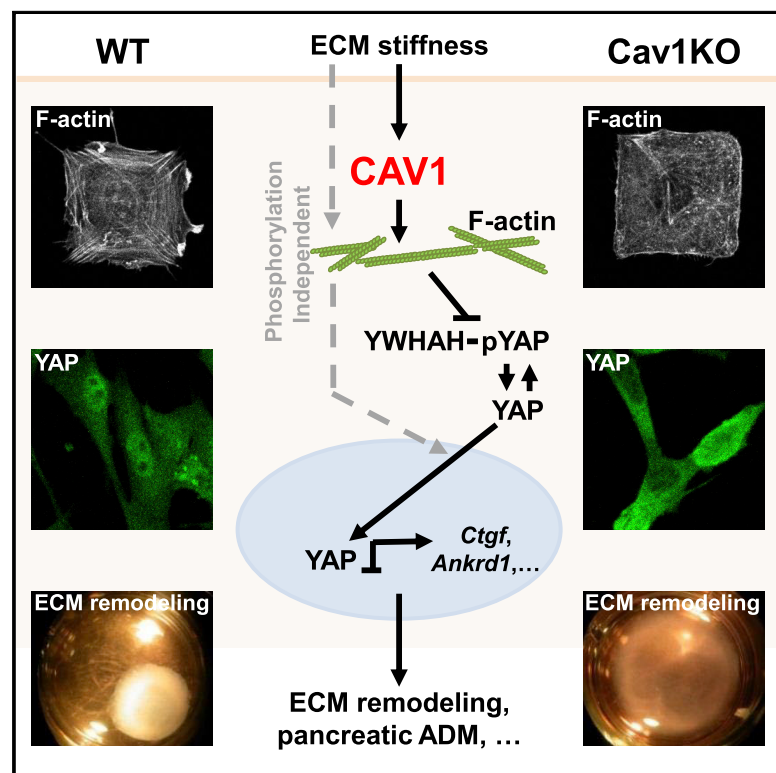

### Authors

Roberto Moreno-Vicente, Dácil María Pavón, Inés Martín-Padura, ..., Jesús Vázquez, Raffaele Strippoli, Miguel A. del Pozo

### In Brief

Moreno-Vicente et al. report that CAV1, a key component of PM mechanosensing caveolae, mediates adaptation to ECM rigidity by modulating YAP activity through the control of actin dynamics and phosphorylation-dependent interaction of YAP with the 14-3-3-domain protein YWHAH. Cav1-dependent YAP regulation drives two pathophysiological processes: ECM remodeling and pancreatic ADM.

### Highlights

- CAV1 modulates YAP activity in response to changes in ECM stiffness
- CAV1 regulates YAP through the control of actin dynamics and YAP phosphorylation
- YWHAH-YAP interaction blunts YAP activity in CAV1-deficient cells
- CAV1-YAP mechanotransduction drives ECM remodeling and pancreatic ADM

# Caveolin-1 Modulates Mechanotransduction Responses to Substrate Stiffness through Actin-Dependent Control of YAP

Roberto Moreno-Vicente,<sup>1</sup> Dácil María Pavón,<sup>1</sup> Inés Martín-Padura,<sup>1</sup> Mauro Català-Montoro,<sup>1</sup> Alberto Díez-Sánchez,<sup>1</sup> Antonio Quílez-Álvarez,<sup>1</sup> Juan Antonio López,<sup>2</sup> Miguel Sánchez-Álvarez,<sup>1</sup> Jesús Vázquez,<sup>2</sup> Raffaele Strippoli,<sup>3</sup> and Miguel A. del Pozo<sup>1,4,\*</sup>

<https://doi.org/10.1016/j.celrep.2018.10.024>

## SUMMARY

The transcriptional regulator YAP orchestrates many cellular functions, including tissue homeostasis, organ growth control, and tumorigenesis. Mechanical stimuli are a key input to YAP activity, but the mechanisms controlling this regulation remain largely uncharacterized. We show that CAV1 positively modulates the YAP mechanoreponse to substrate stiffness through actin-cytoskeleton-dependent and Hippo-kinase-independent mechanisms. RHO activity is necessary, but not sufficient, for CAV1-dependent mechanoregulation of YAP activity. Systematic quantitative interactomic studies and image-based small interfering RNA (siRNA) screens provide evidence that this actin-dependent regulation is determined by YAP interaction with the 14-3-3 protein YWHAH. Constitutive YAP activation rescued phenotypes associated with CAV1 loss, including defective extracellular matrix (ECM) remodeling. CAV1-mediated control of YAP activity was validated *in vivo* in a model of pancreatitis-driven acinar-to-ductal metaplasia. We propose that this CAV1-YAP mechanotransduction system controls a significant share of cell programs linked to these two pivotal regulators, with potentially broad physiological and pathological implications.

## INTRODUCTION

The integral membrane protein Caveolin-1 (CAV1) engages in crosstalk with the actin cytoskeleton and connects directly to actin cables through the protein FLNA (Muriel et al., 2011; Stahlhut and van Deurs, 2000). CAV1 controls focal adhesion stability, actin organization, and actomyosin contraction through RHO GTPases (Echarri et al., 2007; Goetz et al., 2011; Grande-García

et al., 2007) and contributes to mechanosensing and adaptation in response to various mechanical stimuli, such as membrane stretching, shear stress, hypoosmotic shock, and cell detachment (Boyd et al., 2003; Muriel et al., 2011; Sinha et al., 2011). However, current understanding remains limited regarding the mechanisms by which these phenomena are integrated with overall cell function.

The transcriptional cofactor yes-associated protein (YAP) operates downstream of the canonical Hippo pathway (Piccolo et al., 2014), a highly conserved pathway regulating organ growth control, tissue homeostasis, and tumorigenesis (Yu et al., 2015). YAP regulates the transcription of specific gene sets mainly through its interaction with TEA domain (TEAD) transcription factors (Zhao et al., 2008). A cascade of kinases, including LATS1 and LATS2, lead to YAP phosphorylation and curb its nucleocytoplasmic shuttling, mediating its cytosolic retention through interaction with 14-3-3 proteins, thus downregulating YAP transcriptional output (Dong et al., 2007; Hao et al., 2008; Zhao et al., 2007). This regulatory network is controlled by upstream cues related to tissue architecture and cellular context, such as cell-cell adhesion, cell density, and cell polarity (Piccolo et al., 2014). YAP is also controlled by mechanical signals, such as extracellular matrix (ECM) stiffness, shear stress, and stretching (Codelia et al., 2014; Dupont et al., 2011; Zhong et al., 2013). Stiff environments favor YAP nuclear localization (i.e., activation), whereas attachment to soft substrates increases cytoplasmic retention. This mechanical control, which determines cell proliferation and differentiation (Dupont et al., 2011), depends on RHO GTPase function and actomyosin-driven contractility but is largely independent of kinase regulation, because (1) depletion of LATS1/2 kinases does not alter the mechanical responsiveness of YAP and (2) non-phosphorylatable mutants are nonetheless sensitive to substrate stiffness (Dupont et al., 2011; Elosegui-Artola et al., 2017). The adaptation of nuclear pore units to mechanical tension also contributes to the regulation of YAP nuclear entry (Elosegui-Artola et al., 2017). However, understanding is limited about the exact molecular mechanisms by which ECM stiffness controls YAP activity. Here, we identify CAV1 as an upstream positive regulator of YAP that affects the response

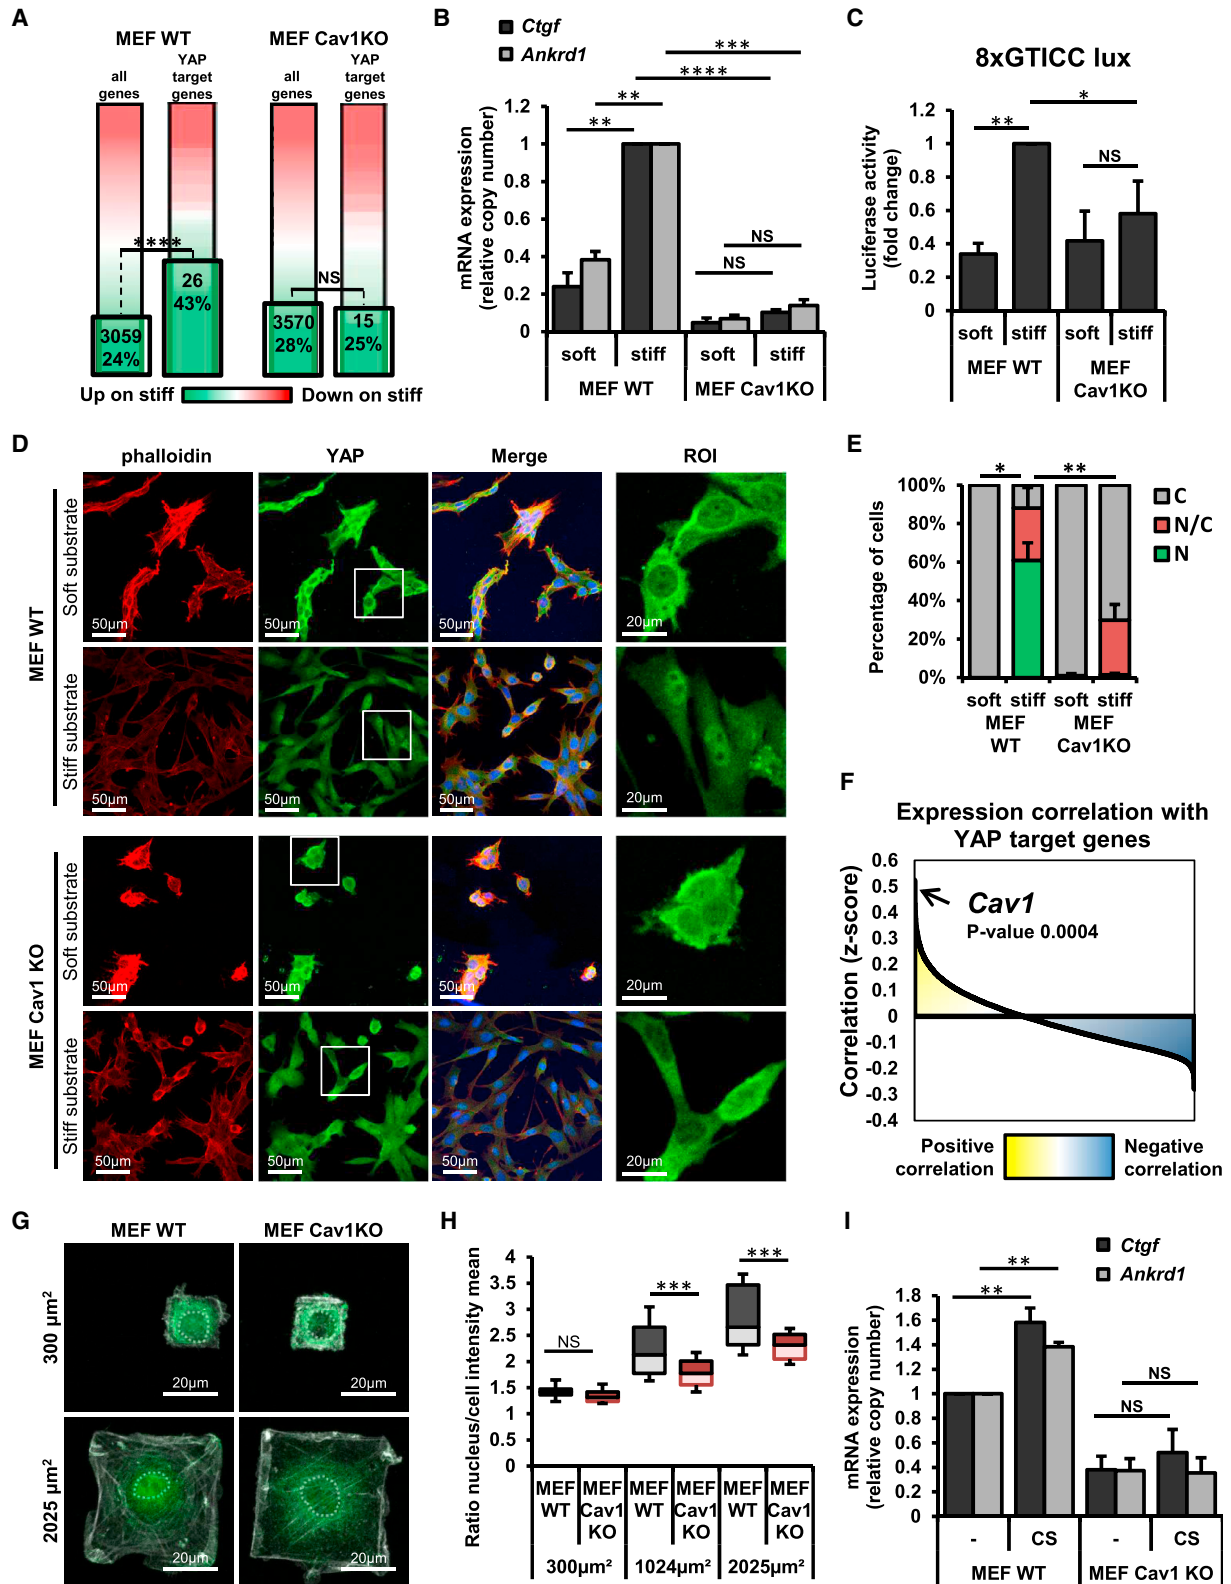

(legend on next page)

to changes in ECM stiffness through a mechanism dependent on F-actin dynamics.

The mechanical regulation of YAP underpins pathophysiological processes such as cardiovascular disease, inflammation and tissue regeneration, and cancer (Panciera et al., 2017). YAP activation by ECM stiffness promotes cancer-associated fibroblast activation and subsequent peritumoral ECM remodeling and stiffening, establishing a positive-feedback loop that favors cancer progression (Calvo et al., 2013). Here, we show that overexpression of constitutively active YAP mutants rescues the blunted contractility and ECM remodeling previously reported for *Cav1* genetic deficiency (Goetz et al., 2011). The positive impact of YAP activity on tumor initiation and progression is further showcased by its critical contribution to pancreatitis-induced acinar-to-ductal metaplasia (ADM), which favors pancreatic ductal carcinoma (PDAC) initiation (Gruber et al., 2016). We further demonstrate CAV1-dependent positive regulation of YAP *in vivo*, showing that *Cav1*-knockout (*Cav1KO*) pancreatic parenchyma fails to upregulate YAP in response to induced pancreatitis and exhibits blunting of changes associated with YAP activation, such as ADM.

Our results provide important insight into the mechanisms regulating YAP function. We identify CAV1 as an upstream regulator of YAP, controlling its transcriptional activity through the control of actin cytoskeleton dynamics. Conversely, YAP underpins an important share of CAV1-dependent phenotypes. We propose this CAV1-YAP regulation has important implications in the progression of some pathologies, such as cancer, and will allow us to better understand the principles governing processes driven by substrate stiffness in health and disease.

## RESULTS

### CAV1 Positively Regulates YAP Activity by Controlling YAP Nucleocytoplasmic Shuttling

ECM stiffness mediates CAV1 internalization (Du et al., 2011). We confirmed that CAV1 was internalized in cells grown on soft substrates (Figure S1A) and trafficked to a RAB11-positive

recycling endosome (Figure S1B). Thus, cell detachment from integrin-ECM-mediated adhesions and cell growth on soft substrates both trigger the same translocation of CAV1 from the plasma membrane toward a recycling endosome (del Pozo et al., 2005; Muriel et al., 2011). These observations suggest that CAV1 could mediate the response to changes in substrate rigidity. To evaluate the potential contribution of CAV1 to ECM stiffness mechanotransduction, we performed RNA sequencing (RNA-seq) in wild-type (WT) and *Cav1KO* mouse embryonic fibroblasts (MEFs) cultured on rigid or compliant polyacrylamide hydrogels (GEO: GSE120514). Using Ingenuity Pathway Analysis (IPA) software and the Enrichr open-source tool (Chen et al., 2013; Kuleshov et al., 2016), we queried our datasets for canonical functional programs and Gene Ontology terms responsive to substrate rigidity, classifying them according to their specificity for WT or *Cav1KO* backgrounds (Figures S1C and S1D). This analysis identified a stiffness-induced increase in genes related to the regulation of actin cytoskeleton, focal adhesions, and cell junctions exclusively in WT cells.

To explore the molecular mechanisms mediating this effect of CAV1 on gene expression, we focused on YAP because this transcriptional cofactor is a prominent transcriptional driver of genes involved in cell adhesion and actin cytoskeleton organization (Stein et al., 2015) and is also positively regulated by mechanical cues such as ECM stiffness (Dupont et al., 2011). To assess whether YAP function was controlled by substrate stiffness in our system, we first analyzed the expression of a panel of 61 genes previously characterized as YAP targets in MCF10A and NIH 3T3 cells (Dupont et al., 2011; Zhao et al., 2008). A Fisher exact test confirmed statistically significant upregulation of endogenous YAP targets by ECM stiffness in WT cells, but not in *Cav1KO* cells (Figure 1A). This finding was supported by qRT-PCR analysis of the YAP targets *Ankrd1* and *Ctgf* (Figure 1B) and by orthogonal assays to monitor TEAD activity (Figure 1C) based on the 8xGT1C luciferase reporter (Dupont et al., 2011). To explore the mechanism of this CAV1 dependency, we first studied YAP subcellular distribution (Figure 1D), which was classified as cytosolic (C), nuclear (N), or evenly

#### Figure 1. CAV1 Modulates YAP Activity

(A) Variations in gene expression in the RNA-seq analysis between cells grown on stiff and soft substrates, showing all identified genes (left bar) and YAP-target genes alone (right bar). Genes significantly upregulated by ECM stiffness are boxed, and the enrichment for YAP target genes was analyzed using the Fisher exact test. Genes highlighted green are those that were upregulated on the stiff substrate, whereas those highlighted red were downregulated.

(B) qRT-PCR analysis of *Ctgf* and *Ankrd1* expression in WT and *Cav1KO* MEFs grown on stiff and soft substrates for 24 hr. Data are normalized to WT cells grown on a stiff substrate.  $n = 3$ .

(C) TEAD transcriptional activity in WT and *Cav1KO* MEFs expressing the 8xGT1C-luciferase reporter and grown on stiff or soft substrates for 24 hr. Luciferase activity was measured and normalized as described in STAR Methods. Data are normalized to WT MEFs grown on stiff substrate.  $n = 4$ .

(D) Confocal immunofluorescence images of YAP expression in WT and *Cav1KO* MEFs grown on stiff or soft substrate. F-actin was stained with fluorophore-conjugated phalloidin (red; left column), and nuclei were stained with Hoechst (blue in merged images; third column). The right column shows zoomed views of the YAP ROI (boxed in white in the YAP images).

(E) Percentage of cells from analysis as in (D) with predominantly nuclear YAP (N), predominantly cytosolic YAP (C), or an even nuclear-to-cytosolic distribution (N/C). Randomly selected images from 3 independent experiments were analyzed (60–200 interphase cells per condition).

(F) SEEK computational gene co-expression analysis, showing expression correlation (Z score) between YAP target genes and the rest of the genome.

(G) Confocal immunofluorescence images of YAP in WT and *Cav1KO* MEFs plated on different micropatterns with a fibronectin-coated grid that allows cells to spread to a predefined size of 2,025  $\mu\text{m}^2$  or 300  $\mu\text{m}^2$ . Nuclear contours are outlined with dotted gray lines.

(H) ImageJ quantification of YAP subcellular distribution in cells plated on micropatterns of 3 grid sizes (300  $\mu\text{m}^2$ , 1,024  $\mu\text{m}^2$ , and 2,025  $\mu\text{m}^2$ ). Data are presented as the nuclear to total cell staining intensities; 10–20 cells were analyzed from 2 biological replicates per condition. The boxplots show the median, 1<sup>st</sup> and 3<sup>rd</sup> quartiles, and 90<sup>th</sup> and 10<sup>th</sup> percentiles (whiskers).

(I) qRT-PCR analysis of the YAP targets *Ctgf* and *Ankrd1* in cells subjected to cyclic mechanical stretching (CS; see STAR Methods) and unstretched cells.  $n = 4$ . Data in (B), (C), (E), and (I) are presented as means  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.005$ , and \*\*\*\* $p < 0.0005$ . See also Figure S1 and Table S1.

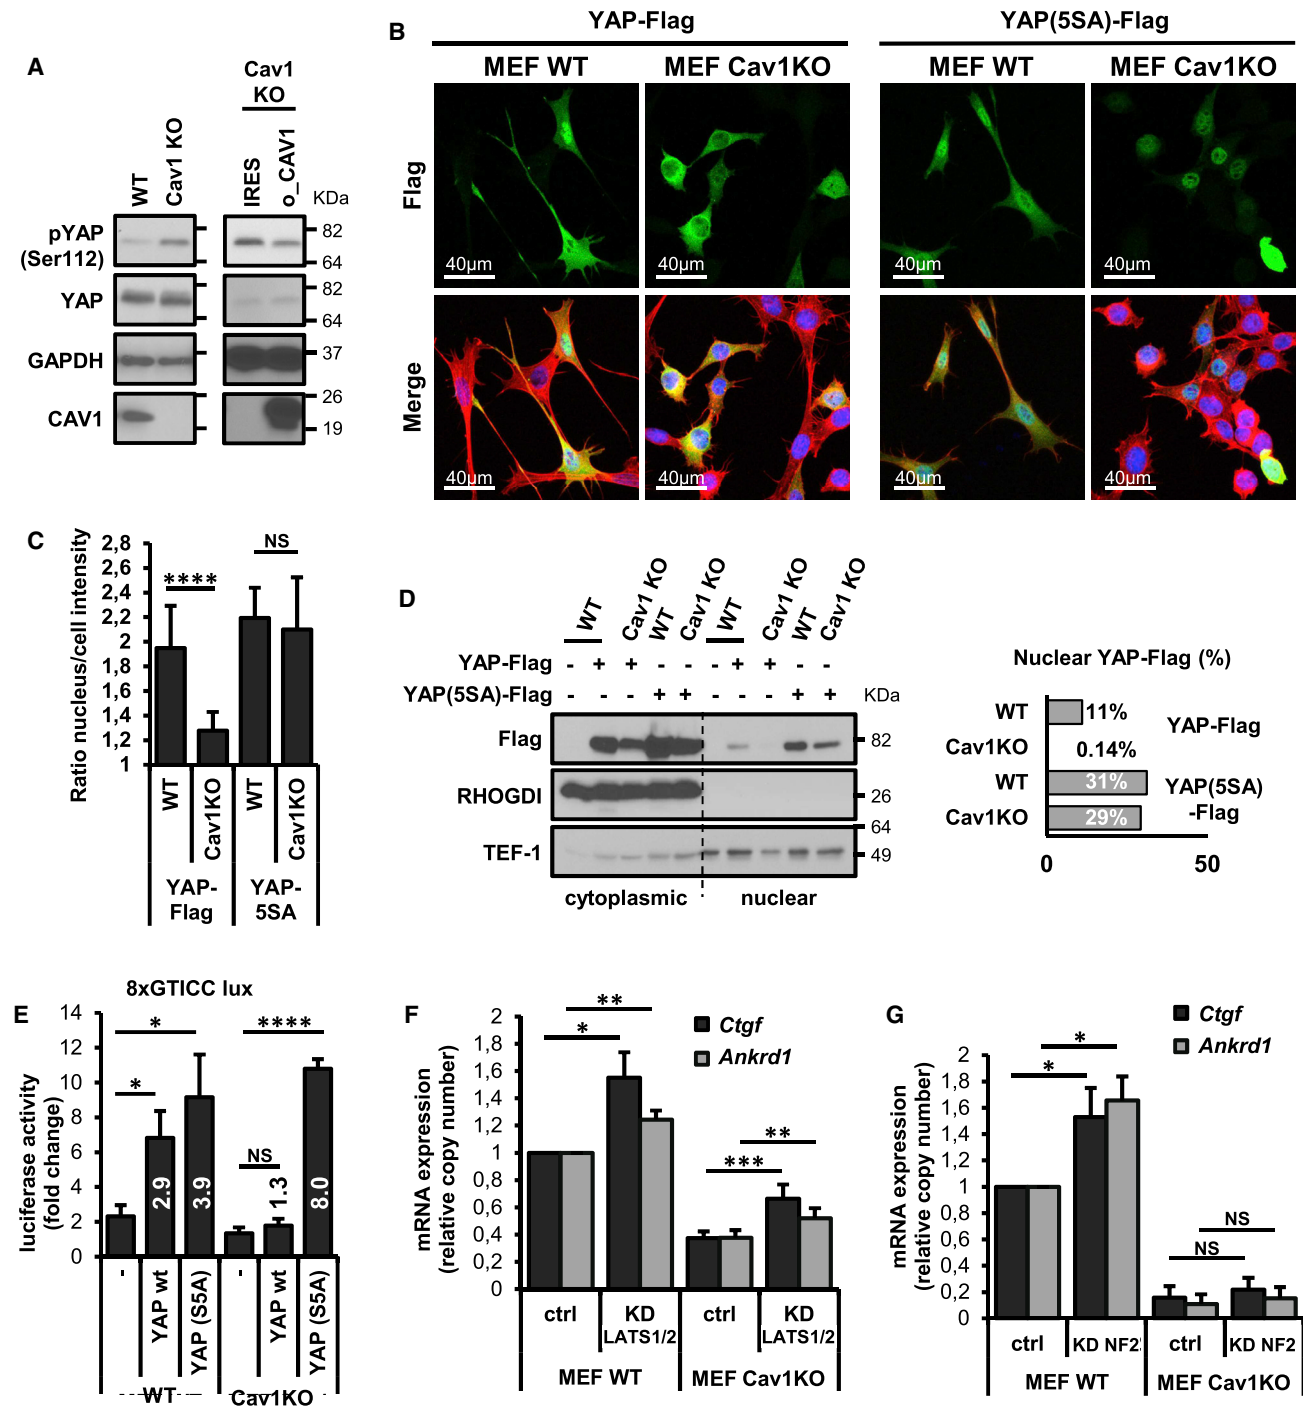

**Figure 2. Hippo-Kinase-Independent YAP Serine Phosphorylation Determines Impaired Nuclear Translocation and Blunted YAP-Dependent Transcriptional Activity in Cav1KO Cells**

(A) Western blot of Ser112-phosphorylated YAP and total YAP in WT and Cav1KO MEFs and Cav1KO MEFs reconstituted with CAV1 (o\_CAV1) or IRES-GFP. (B) Confocal immunofluorescence of cells transfected with YAP-FLAG or YAP(S5A)-FLAG and stained with anti-FLAG antibody (green), fluorophore-conjugated phalloidin (red), and Hoechst (blue). (C) FLAG distribution from analysis as in (B), represented as the ratio of nuclear-to-cytosolic intensities.  $n = 6-11$ . (D) Western blot analysis of FLAG subcellular distribution in MEFs transfected with YAP-FLAG or YAP(S5A)-FLAG followed by biochemical fractionation. RHO-GDI and Tef-1 were used as cytosolic and nuclear markers, respectively. The percentage of total YAP located in the nuclear fractions was quantified (right graph).

(legend continued on next page)

distributed (N/C) (Figure 1E). As expected, YAP was predominantly nuclear in WT cells plated on stiff substrate and retained in the cytosol in cells plated on soft substrate. However, in Cav1KO MEFs, YAP was predominantly retained in the cytoplasm independently of substrate rigidity and compliance. Defective YAP nuclear localization in Cav1KO cells was confirmed by biochemical fractionation (Figure S1E). These results indicate that the positive regulation of YAP transcriptional activity by environmental rigidity is CAV1 dependent.

To rule out a cell-specific effect on YAP-CAV1 functional interactions, we used small interfering RNA (siRNA) duplexes to transiently knock down CAV1 in epithelial MDA-MB-231 human breast carcinoma cells. CAV1 silencing significantly decreased *Ctgf* and *Ankrd1* expression (Figure S1G). Moreover, qRT-PCR profiling of immortalized neonatal mouse hepatocytes revealed a similar reduction in YAP target gene expression in cells harvested from Cav1KO mice compared with those from WT mice (Figure S1H). To further assess the robustness of the CAV1-YAP interaction, we used the SEEK open-access resource (Zhu et al., 2015) to query known YAP target genes for coexpression patterns against the whole genome across extensive datasets from different tissues and cell lines (Figure 1F; Table S1). *Cav1*, whose mRNA levels highly correlate with its protein expression (Sonntag et al., 2014), showed one of the highest expression correlations with our YAP target list query (0.4994). These observations were upheld by the analysis of an independent dataset, generated by assessing the correlation between the expression of *Cav1* and the rest of the genome across 300 cell lines (Pellinen et al., 2018); in this analysis, 79% of YAP target genes correlated positively with *Cav1* expression and 11% correlated negatively (Figure S1G). Together, these observations suggest that CAV1-dependent regulation of YAP transcriptional activity is a general mechanism operating across different experimental systems.

Simultaneous siRNA-mediated knockdown of YAP and TAZ, to prevent potential compensatory mechanisms, effectively blocked expression of the canonical targets *Ctgf* and *Ankrd1* in WT MEFs (Figures S1J and S1K). Consistent with a pivotal role for CAV1 in the positive regulation of YAP, YAP/TAZ silencing in Cav1KO cells did not further decrease *Ctgf*, *Ankrd1*, and *Cyr61* expression. Notably, CAV1 absence did not alter total YAP protein levels (Figure S1J), suggesting that the relationship between CAV1 and YAP-dependent transcriptional programs relies on CAV1-dependent regulatory mechanisms upstream of YAP and not on the regulation of YAP protein expression.

Cell spreading modulates YAP activity such that YAP is predominantly nuclear in cells spread over large areas and cytosolic in cells with limited spreading (Dupont et al., 2011). Moreover, cell polarization and spreading in MEFs is controlled by CAV1 (Grande-García et al., 2007). To rule out the possibility that CAV1-dependent differences in YAP activity were secondary to differential cell spreading, we cultured MEFs on printed fibro-

nectin micropatterns of fixed area and shape. As expected, YAP was predominantly cytosolic in WT MEFs spreading over small micropatterns, whereas growth on large micropatterns promoted a marked nuclear accumulation. This regulation was blunted in CAV1-deficient cells (Figures 1G and 1H). These observations confirm that CAV1-dependent YAP modulation is not an indirect consequence of changes in cell geometry.

To assess this relationship in the context of other mechanical cues, we evaluated the role of CAV1 in cell stretching, another established YAP-activating stimulus (Aragona et al., 2013; Code-lia et al., 2014). Using a stretching device, we exposed cells to uniaxial cyclic strain. Stretching induced significant increases in *Ctgf* and *Ankrd1* expression in WT MEFs, but not in Cav1KO cells (Figure 1I), suggesting that CAV1 modulates YAP activity in response to different stimuli.

### CAV1-Dependent Regulation of YAP Is Independent of Hippo Kinase

We observed that YAP phosphorylation at S112 was increased in Cav1KO MEFs, and this increase was partly blocked by exogenous CAV1 expression (Figure 2A). Previous reports proposed the existence of nuclear pools of S127-phosphorylated YAP in human cells (Wada et al., 2011), but our biochemical partition assays suggested that the phosphorylated form of the mouse homologous residue S112 is largely excluded from the nucleus in our cellular model (Figure S2A). YAP phosphorylation at serine 127 (S112 in mice) promotes the retention of this transcription factor in the cytosol (Basu et al., 2003; Zhao et al., 2007). We evaluated the involvement of YAP phosphorylation in CAV1-dependent regulation ectopically expressing YAP-FLAG and the non-phosphorylatable mutant YAP-5SA (Figure S2B). We transiently transfected these constructs into WT and Cav1KO MEFs and analyzed their subcellular distribution by both immunofluorescence and subcellular fractionation (Figures 2B–2D). In WT MEFs, FLAG-tagged WT YAP was predominantly nuclear but was mostly retained in the cytosol in Cav1KO MEFs. However, FLAG-tagged YAP-5SA accumulated in the nucleus in both WT and Cav1KO MEFs, suggesting that cytosolic retention of YAP in Cav1KO MEFs is at least partially dependent on its regulated phosphorylation. Constitutive nuclear translocation of YAP-5SA proteins in Cav1KO MEFs correlated with the rescue of its downstream transcriptional output. YAP-5SA nuclear accumulation in Cav1KO MEFs correlated with increased canonical YAP-TEAD transcriptional activity, assessed by 8xGTICC-luciferase reporter assay (Figure 2E). In contrast, whereas WT YAP enhanced TEAD activity in WT MEFs, it did not in Cav1KO MEFs, consistent with the cytosolic sequestration of WT YAP-FLAG and endogenous YAP in Cav1KO MEFs. These results were confirmed by qRT-PCR analysis (Figure S2C). It is important to note that while the fold increase was higher in Cav1KO cells, YAP-5SA overexpression in Cav1KO cells did not reach the levels observed in WT cells, suggesting

(E) TEAD transcriptional activity in MEFs transfected with YAP-FLAG and YAP(S5A)-FLAG, measured by 8xGTICC-luciferase reporter assay. Data are normalized to growth on the soft substrate in each experiment.  $n = 3$  (E). The fold-change with respect to untransfected cells is indicated above the bars.

(F) qRT-PCR for *Ctgf* and *Ankrd1* expression in WT and CAV1 KO MEFs transfected with control or Lats1 and 2 siRNAs. Data are normalized to WT control.  $n = 10$ .

(G) qRT-PCR for *Ctgf* and *Ankrd1* expression in WT and CAV1 KO MEFs transfected with control or NF2 siRNAs. Data are normalized to WT control.  $n = 4$ .

Data are presented as mean  $\pm$  SEM; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.005$ , and \*\*\*\* $p < 0.0005$ . See also Figure S2.

that phosphorylation-independent mechanisms could also be involved. Our observations indicate that YAP serine phosphorylation has an impact on CAV1-dependent control of YAP localization and activity.

YAP serine phosphorylation can be mediated by the kinases LATS1 and LATS2 (Zhao et al., 2007). Knockdown of LATS1/2 increased *Ctgf* and *Ankrd1* mRNA expression and TEAD-driven luciferase reporter activity in both WT and Cav1KO cells, with comparable fold increases (Figures 2G, S2D, and S2E). To further evaluate the implication of Hippo canonical kinases in the differences observed between WT and Cav1KO cells, we analyzed the role of neurofibromin 2 (NF2). NF2 silencing led to an increase in *Ctgf* and *Ankrd1* expression in WT cells, but not in Cav1KO cells (Figures 2H and S2F), supporting the existence of alternative regulation upon suppression of LATS1/2 kinase activity by NF2 knockdown and precluding rescue of YAP activity in Cav1KO cells. Taken together, these results suggest that LATS1/2 kinases are not essential for CAV1-dependent YAP activity regulation.

### CAV1-Dependent Regulation of YAP Activity Is Exerted through the Control of Actin Polymerization

Since F-actin and RHO are necessary for YAP nuclear translocation and transcriptional activity (Dupont et al., 2011), we next checked whether changes in actin cytoskeleton and RHO signaling could explain the altered YAP regulation in Cav1KO MEFs. For the analysis of actin dynamics and architecture, WT and Cav1KO MEFs were cultured on large fibronectin micropatterns to ensure the same spreading area for both genetic backgrounds and thus exclude effects of spreading area on actin dynamics of cell-cell interaction, spreading, and cell shape (Figures 3A and 3B). Actin dynamics and architecture were also analyzed in cells cultured on stiff substrates (Figure 3C). Actin fiber organization was inferred by anisotropy analysis of microscopy images to measure the degree of departure from a homogeneous distribution toward an increasingly discrete intensity distribution (STAR Methods). Confirming CAV1 as a regulator of actin cytoskeleton organization, actin fibers were less organized in Cav1KO cells.

We assessed the potential contribution of actin dynamics to CAV1-dependent YAP regulation by using the actin polymerization inhibitor cytochalasin D (CytD) and jasplakinolide, an enhancer of F-actin actin polymerization (Holzinger, 2009; Prenthi et al., 1979). CytD decreased stress fiber density (Figure S3A), reducing YAP nuclear accumulation and YAP target transcription throughout in WT cells to levels akin to those in Cav1KO cells (Figures 3D and S3A; see also Figures S3D and 4F). Conversely, jasplakinolide enhanced actin polymerization (Figures S3B and S3C), restored YAP nuclear translocation in Cav1KO MEFs to WT levels (Figures 3D and 3E; see also Figure S3D), and increased YAP target gene expression in both WT and Cav1KO cells (Figure 4F). A constitutively active DIAPH1 mutant (mDia1ΔN3), capable of boosting actin polymerization rates (Watanabe et al., 1999), significantly upregulated YAP target expression in Cav1KO cells (Figure S3E). These data strongly suggest that actin polymerization is a key component of the YAP regulatory machinery in our system. Altered actin dynamics in Cav1KO cells are the direct cause of the reduced YAP activity observed in this genetic background.

We next explored the contribution of RHO signaling to actin- and CAV1-dependent regulation of YAP using Y27632, a well-established inhibitor of the upstream kinase ROCK1/2. Exposure to Y27632 strongly reduced YAP target gene expression in WT cells, reproducing the effect of CytD (see Figure 3A); in contrast, Y27632 had only modest effects in Cav1KO cells (Figure S3F). Transient transfection with a constitutively active form of RHOA (RHOV14) that rescues RHO activity in Cav1KO MEFs (Goetz et al., 2011) further increased *Ctgf* and *Ankrd1* expression in WT cells but did not enhance YAP target gene expression in Cav1KO cells (Figure S3F). Our observations thus suggest that while RHO signaling is necessary for the CAV1-dependent positive mechanoregulation of YAP activity, it is not sufficient, since defective RHO cannot explain the deficient YAP activity in Cav1KO cells.

### Deficient YAP Activity in Cav1KO Cells Is Mediated by YWHAH-YAP Interaction

To characterize the molecular mechanisms underpinning the effect of CAV1-dependent actin dynamics on YAP activity, we profiled the YAP interactome by YAP immunoaffinity purification and mass spectrometry (MS) of control and CytD-treated WT and Cav1KO cells (Figure S5; Table S2). We identified several previously described YAP-interacting proteins: AMOTL2 (Zhao et al., 2011), POLR2A (Gavva et al., 1997), TBX5 (Rosenbluh et al., 2012), RUNX1 (Levy et al., 2008), 14-3-3 proteins, and known members of the Hippo pathway interactome (RBM15, CORO1C, DBN1, DOCK7, LIMA1, MTCL1, PKP4, RAD21, and SLMAP; Couzens et al., 2013). Interestingly, only WT cells showed interactions between YAP and nuclear pore and/or transport complexes, presumably reflecting effective nuclear translocation (Figure 4A). Conversely, both Cav1KO and CytD-treated cells were enriched for interactions with 14-3-3 proteins, which are reported to retain phosphorylated YAP in the cytosol (Dong et al., 2007) (Figure 4B).

To assess the contribution to YAP regulation of each component of these context-specific YAP interactomes, we carried out an image-based RNAi focused screen by knocking down 89 identified YAP interactors and comparing YAP subcellular distribution in Cav1KO and WT cells (STAR Methods; Figures 4C, 4D, S4A–S4C, and S5). Setting a stringent threshold of  $|Zq| > 2.5$ , we identified hits specific to WT cells for 10 genes, whose knockdown blunted YAP nuclear translocation (Figures 4D and 4E). These included siRNA pools targeting most nuclear pore components previously shown to selectively interact with YAP in WT cells (NUP155, NUP98, and AHCTF). Conversely, 8 hits were identified as specific to Cav1KO cells, and siRNA-mediated depletion of these genes enhanced YAP nuclear translocation. This second subset included two Cav1KO-specific YAP interactors, the 14-3-3-domain proteins YWHAH and YWHAB (Figures 4D, 4E, and S4D). We confirmed by western blot that YWHAH interacts preferentially with YAP in Cav1KO cells in CytD-treated WT cells compared with control WT cells (Figure S4E). Accordingly, efficient YWHAH siRNA-mediated depletion partially rescued the expression of YAP targets in Cav1KO cells and CytD-treated WT cells (Figures 4F, S4F, and S4G). Notably, this rescue was not effective in cells grown on soft substrates, indicating that additional mechanisms might be involved in this

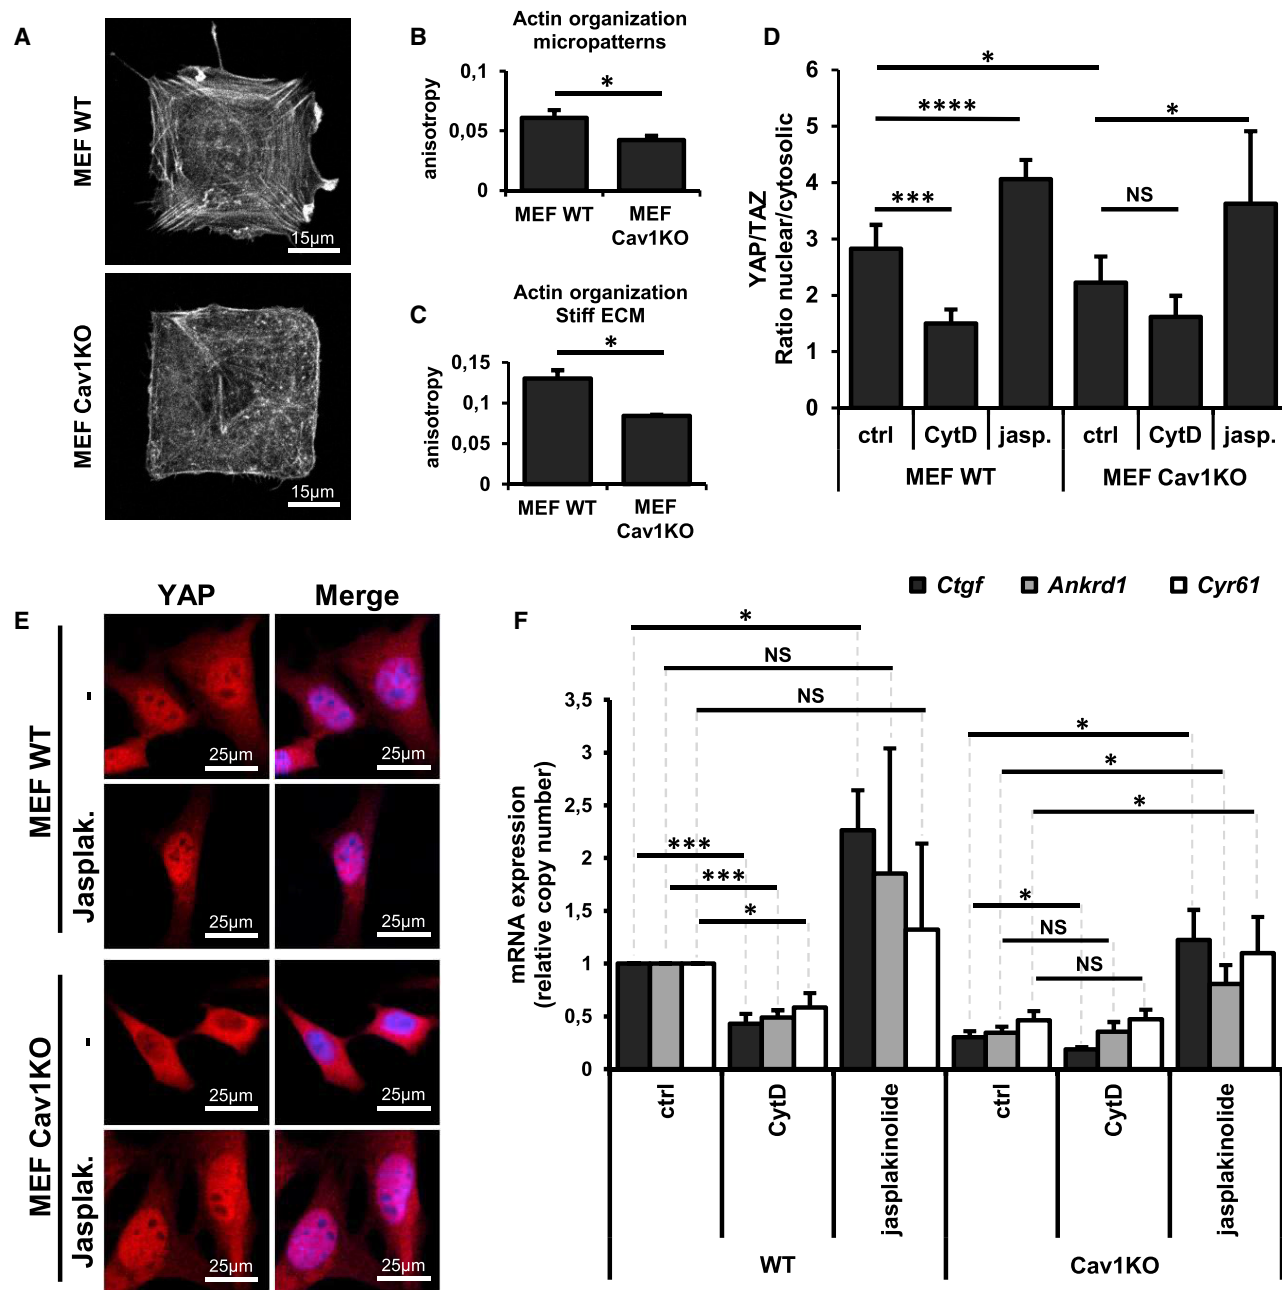

**Figure 3. YAP Activity Defects in Cav1KO MEFs Are a Consequence of Defective Actin Polymerization**

(A) Confocal immunofluorescence images showing actin distribution in cells plated on large squared micropatterns (2,025  $\mu\text{m}^2$ ). Actin was detected by staining with fluorophore-conjugated phalloidin.

(B and C) Quantification of actin-fiber anisotropy (fiber order/organization) in WT and Cav1KO MEFs growing on squared micropatterns (n = 7–10; B) or on a stiff ECM (n = 3; C).

(D) ImageJ quantification of YAP subcellular distribution in cells treated for 24 hr with 1  $\mu\text{M}$  CytD, 0.05  $\mu\text{M}$  jasplakinolide (Jasplak), or DMSO. Data were obtained from 3 to 8 independent experiments and are presented as means  $\pm$  SD; \*p < 0.05, \*\*\*p < 0.005, and \*\*\*\*p < 0.0005.

(E) Confocal immunofluorescence of YAP in cells grown for 24 hr in the presence of 0.05  $\mu\text{M}$  jasplakinolide or DMSO. Nuclei were detected with Hoechst (blue).

(F) qRT-PCR of YAP target genes in MEFs treated for 24 hr with 1  $\mu\text{M}$  CytD, 0.05  $\mu\text{M}$  jasplakinolide, or DMSO (control). Data from jasplakinolide experiments (n = 5) and CytD experiments (n = 3) were normalized to WT controls. Data represent means  $\pm$  SEM; \*p < 0.05.

See also Figure S3.

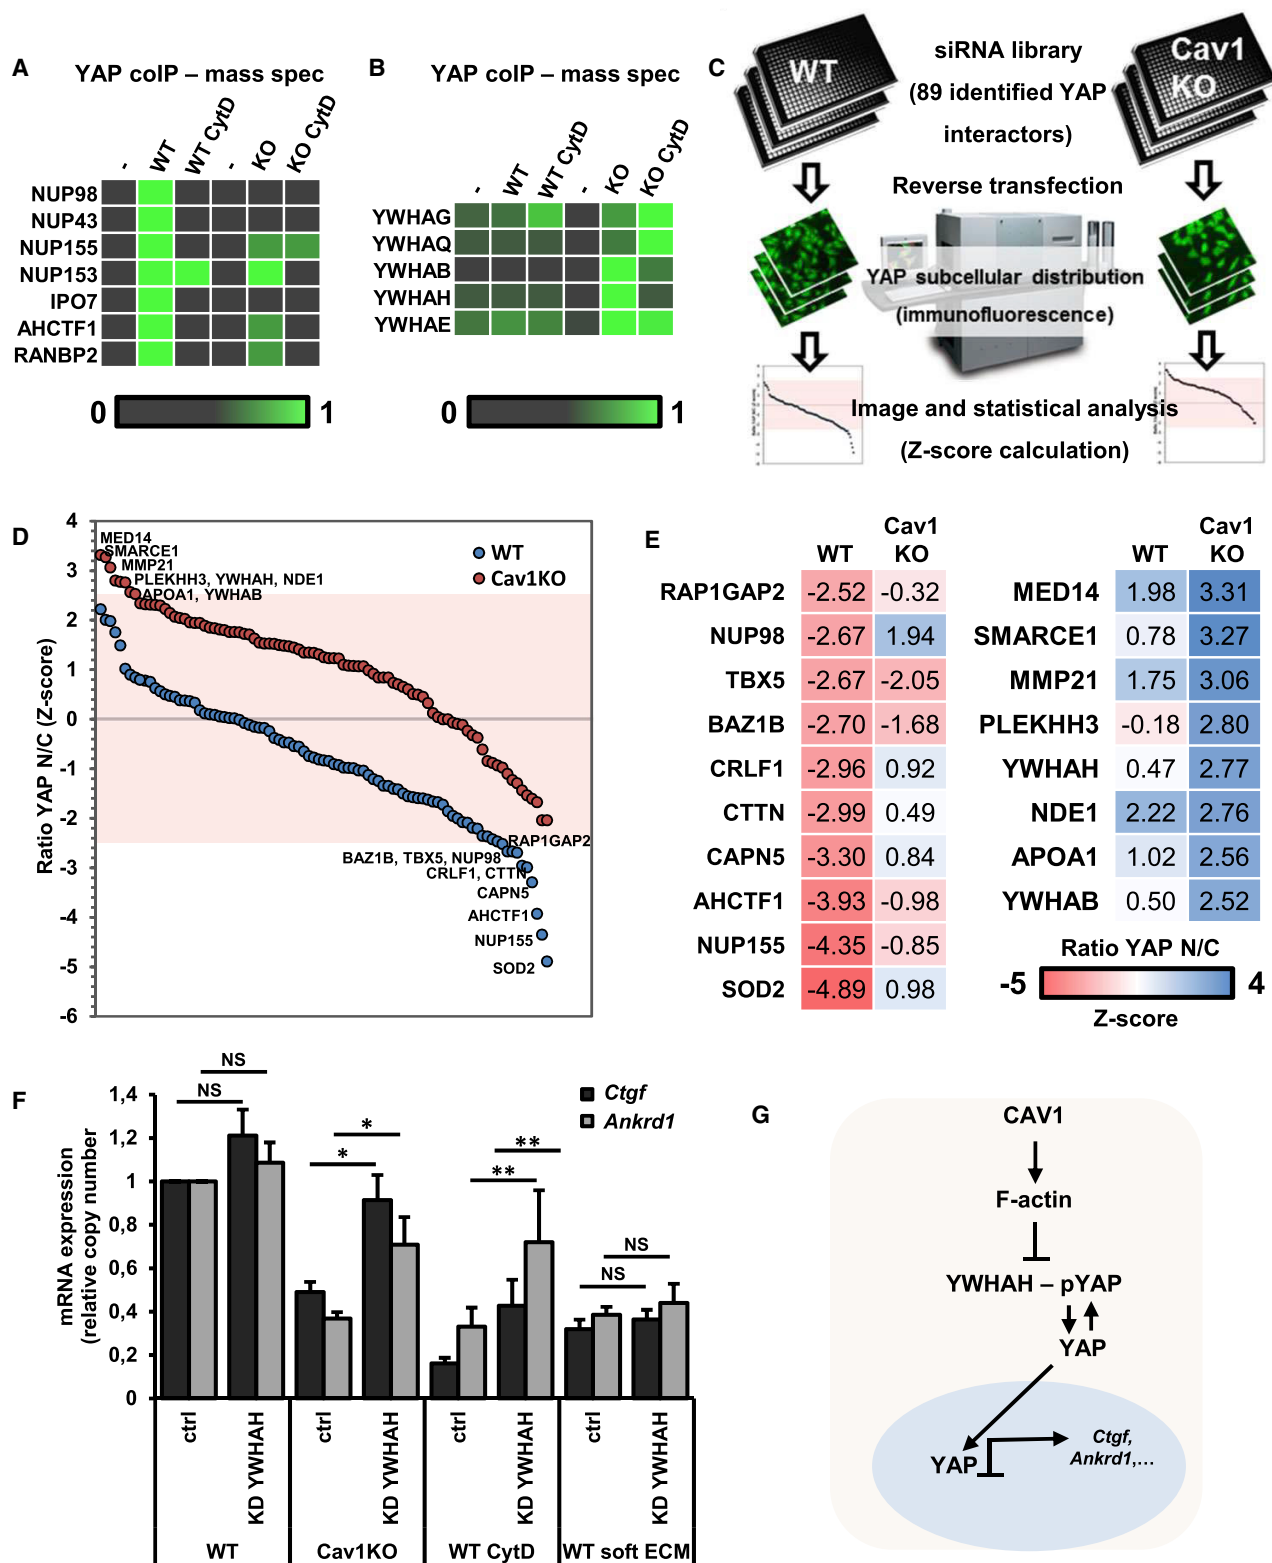

(legend on next page)

regulation. Taken together, these unbiased approaches suggest that CAV1 determines YAP activity through the control of actin dynamics, via mechanisms involving inhibition of the interaction between YAP and 14-3-3 proteins such as YWHAH (Figure 4G).

### YAP Is a Major Effector of ECM Remodeling Downstream of CAV1

YAP and caveolins are involved in a number of pathophysiological processes, such as liver regeneration, muscular dystrophy, and ECM remodeling (Bertrand et al., 2014; Calvo et al., 2013; Fernández et al., 2006; Goetz et al., 2011; Grijalva et al., 2014; Hagiwara et al., 2000; Minetti et al., 1998). We hypothesized that impaired ECM remodeling in CAV1-deficient cells (Goetz et al., 2011) might be caused by deficient YAP activity. To test this, we transfected Cav1KO cells with either non-phosphorylatable YAP-5SA (able to increase YAP transcriptional output in Cav1KO cells; see Figures 3G and 3H) or WT YAP. ECM remodeling was assessed by (1) collagen gel contraction assay and (2) quantitative image analysis of collagen fiber organization by second harmonic generation (SHG) microscopy (Figures 5A and 5B). As expected, ECM remodeling activity was blunted in Cav1KO MEFs. Interestingly, YAP-5SA overexpression restored the ability of these cells to remodel the matrix, whereas WT YAP was ineffective. Furthermore, we observed a clear correlation between CAV1 expression and YAP nuclear localization in human cancer-associated fibroblasts (CAFs) from pancreatic tumors (Figures 5C and 5D), and CAV1 silencing in these cells induced YAP cytosolic retention (Figure 5D), supporting a major role for a CAV1-YAP regulation in determining the activation state of stromal cell populations *in vivo*. Based on these observations, we propose that CAV1 and YAP nucleate a signaling pathway that drives ECM remodeling and stiffening.

### CAV1 Is Required for YAP Activation in Pancreatitis-Associated ADM

Pancreatitis causes tissue damage and desmoplasia, promoting the development of ADM and potentially contributing to PDAC onset and progression (Guerra et al., 2007). We chose pancreatitis as a model to study the potential contribution of CAV1-YAP regulation *in vivo*, because YAP is required for pancreatitis-induced ADM (Morvaridi et al., 2015) and CAV1 expression is upregulated in pancreatic cancer and it is associated with decreased survival (Chatterjee et al., 2015).

Mild and reversible acute pancreatitis was induced in WT and Cav1KO mice by intraperitoneal administration of the cholecystokinin receptor agonist caerulein (Niedermaier et al., 1985). 2 hr and

4 days after caerulein treatment, nuclear YAP expression was significantly higher in WT preparations (Figures 6A and 6B). This correlates with an increase in the areas presenting extensive ADM and fibrosis, assessed by  $\alpha$ SMA expression in pancreatic stellate cells 4 days after treatment (Figures 6C, S6A, and S6B). Taken together, these data suggest that CAV1 is required for YAP activation in the context of caerulein-induced pancreatitis and that this activation correlates with increased ADM in pancreatic tissue.

## DISCUSSION

Our results identify CAV1 as an upstream regulator of YAP-dependent adaptive programs, working through mechanisms dependent on the control of actin dynamics. This CAV1-dependent control of YAP activity relies, at least in part, on the reversible phosphorylation of YAP, evidenced by the association of blunted YAP activity in Cav1KO cells with increased YAP phosphorylation and its rescued by exogenous expression of non-phosphorylatable YAP. We found no role for LATS1/2 in this mechano-dependent negative regulation, observing no YAP activity recovery either upon transient silencing of both kinases or upon silencing of NF2. YAP might also be a substrate for JNK and Abl (Codelia et al., 2014; Levy et al., 2008) or as-yet unidentified kinases that could be responsible for YAP regulation. Another possible explanation for increased YAP phosphorylation in the absence of CAV1 is a protection of phosphorylated YAP from dephosphorylation through interaction with 14-3-3 YWHA proteins. This interpretation is supported by our interactome profiling and systematic functional screening studies, which showed increased interaction of YWHA proteins with YAP in Cav1KO cells and specific rescue of YAP translocation upon their siRNA depletion. YAP retention in the cytosol upon interaction with YWHAH proteins led to deficient YAP transcriptional activity in these cells. Furthermore, YWHAH proteins positively control YAP expression (Figures S4G and 4F), adding a new level of complexity to the control of YAP activity. Our studies also identify several regulators of YAP nuclear translocation, including nuclear pore components and proteins involved in nucleocytoplasmic transport.

Changes in stromal stiffness and architecture can enhance tumor aggressiveness, promote resistance to therapy, and favor metastasis (Levental et al., 2009). During tumor progression, CAFs surrounding the tumor may favor an increase in the stiffness of the tumor mass. In CAFs, ECM stiffness itself is an activating cue, thus potentially enabling a mechanically driven

### Figure 4. The YAP Interactome Is Altered in Cav1KO MEFs

(A and B) Mass spectrometry analysis of YWHA proteins (A) and nuclear pore components and nucleocytoplasmic transporters (B) that co-immunoprecipitate with YAP in WT and Cav1KO MEFs treated with or without 1  $\mu$ M CytD for 24 hr. The heatmap represents the relative number of counts per protein and condition. Negative controls (first and third column) were performed in parallel by omitting the primary anti-YAP antibody. n = 5.

(C) siRNA library screening scheme for identifying YAP activity regulators.

(D) Plot of mean Z scores of the YAP nuclear-to-cytosolic ratio for each individual siRNA in WT and Cav1KO MEFs.

(E) Mean Z score of the YAP nuclear-to-cytosolic ratio in WT and Cav1KO cells after siRNA transfection for those genes whose Z scores are above 2.5 or below -2.5. n = 3.

(F) qRT-PCR of *Ctgf* and *Ankrd1* in cells transfected with control or YWHAH siRNAs: WT and Cav1KO MEFs, WT cells treated for 24 hr with 1  $\mu$ M CytD, and WT cells grown on soft substrate. n = 5. Data are presented as means  $\pm$  SEM. \*p < 0.05 and \*\*p < 0.01.

(G) Scheme of CAV1-YAP regulation.

See also Figures S4 and S5, Table S2, and Data S1.

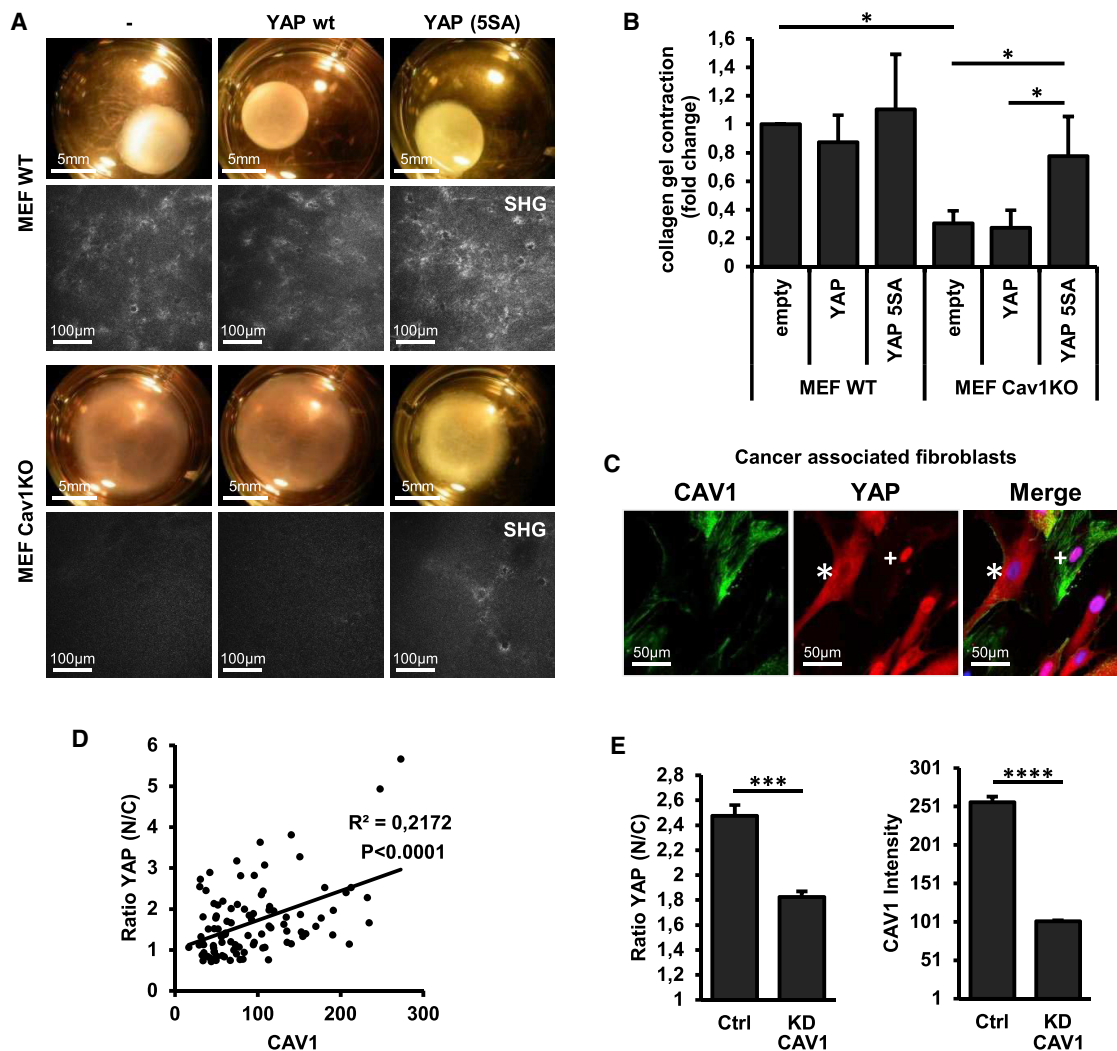

**Figure 5. YAP Mediates the Effect of CAV1 in ECM Remodeling**

(A and B) Collagen gel retraction induced by MEFs transfected with YAP-Flag or YAP(S5A)-FLAG.

(A) Cells were embedded in 3D collagen gels, and images were acquired 72 hr later to monitor gel retraction. Collagen organization was determined by second harmonic generation (SHG) microscopy (black and white images). Mock represents mock transfection.

(B) Corresponding ImageJ quantification of gel contraction, measured as the fold change with respect to the contraction observed in mock-transfected WT cells.  $n = 3$  experiments.

(C) Confocal immunofluorescence images of CAV1 and YAP in cancer-associated fibroblasts (CAFs) extracted from the stroma of human pancreatic tumors and cultured *in vitro*. Nuclei were detected with Hoechst (blue). Symbols mark cells with low (\*) or high (+) CAV1 levels.

(D) Plot of YAP nuclear-to-cytosolic ratio against CAV1 intensity for individual CAFs as in (C).  $N = 97$ .

(E) Quantification of YAP subcellular distribution (left) and CAV1 levels (right) in CAFs transfected with CAV1 siRNAs or controls. CAV1 and YAP were detected by confocal immunofluorescence microscopy. A total of 4 independent experiments ( $n = 4$ ) were analyzed (~500 cells per experiment and condition) using Columbus. See [STAR Methods](#) for details.

Data are presented as means  $\pm$  SD in (B) and means  $\pm$  SEM in (E); \* $p < 0.05$ , \*\*\* $p < 0.005$ , and \*\*\*\* $p < 0.0005$ .

feedforward loop in which YAP nuclear translocation is necessary for this activation (Calvo et al., 2013). CAV1 expression in CAFs correlates with higher remodeling capacity and facilitates tumor invasion (Goetz et al., 2011). Our results provide the first evidence of a functional connection between these nodes. 3D assays show that exogenous expression of a constitutively active YAP mutant reverts the impairment of ECM remodeling associated with CAV1 deficiency. This proposed CAV1-YAP

regulation is therefore likely a significant driver of key events in tumor progression.

Pancreatitis is characterized by immune cell infiltration, interlobular and interacinar edema, and fibrosis and is a major risk factor for the development of pancreatic cancer (Yadav and Lowenfels, 2013). YAP contributes to acinar cell dedifferentiation in ADM and prevents the regeneration of injured areas (Gruber et al., 2016; Murakami et al., 2017). Furthermore, inflammation

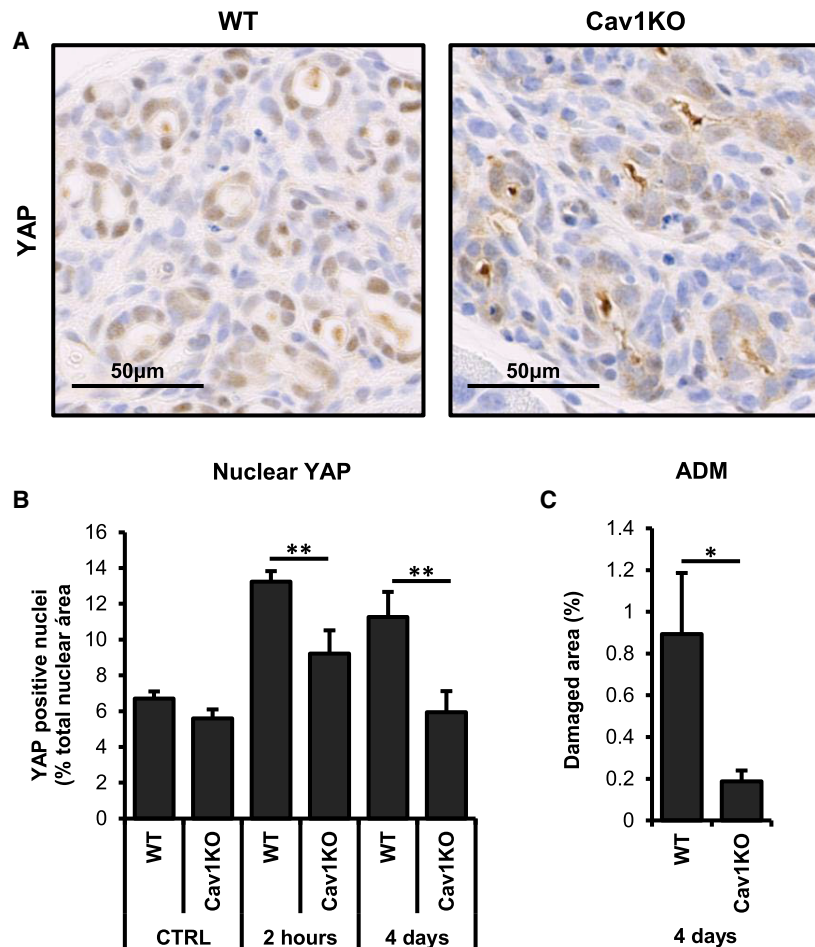

**Figure 6. CAV1 Determines YAP Activation and ADM in Caerulein-Induced Acute Pancreatitis**

(A) Immunohistochemistry analysis of YAP expression in pancreatic tissue of WT and Cav1KO mice 4 days after caerulein treatment.

(B) Quantification of the percentage of the nuclear area covered by YAP staining 2 hr and 4 days after caerulein treatment. n = 8.

(C) Quantification of the percentage pancreatic area showing extensive ADM after 4 days of chronic pancreatitis in WT mice (n = 4) and Cav1KO mice (n = 3). Data in (B) and (C) are presented as means  $\pm$  SEM; \*p < 0.05, \*\*p < 0.01. See also Figure S6.

increases stiffening (Hidalgo, 2012), and the increased tissue stiffness in caerulein-induced acute pancreatitis could explain the differences in YAP activation between WT and Cav1KO mice. Our results thus support an important role for CAV1-YAP regulation *in vivo* and suggest a potential link between inflammation-induced stiffness and disease progression. These results suggest the interesting possibility that CAV1-YAP regulation could determine pancreatic cancer progression, since YAP is required for the initial stages of PDAC development (Gruber et al., 2016).

Our results demonstrate that CAV1 regulates YAP activity, determining the mechanical response to changes in ECM rigidity and other mechanical cues. CAV1-YAP regulation modulates pathophysiological processes such as ECM remodeling and the response to acute pancreatitis. These findings suggest that this regulation could determine the onset and progression of different physiological and pathological processes, such as tumor development, through multiple mechanisms.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - *In vivo* animal studies
  - Cell culture
- METHOD DETAILS
  - Polyacrylamide matrices
  - Micropatterns
  - Cell strain
  - Reagents and transfections
  - Antibodies
  - Immunofluorescence microscopy
  - Subcellular fractionation
  - Immunoprecipitation
  - Immunoblotting
  - Image analysis
  - Second harmonic generation (SHG) imaging
  - Luciferase assay
  - Collagen contraction assay
  - Acute pancreatitis induction
  - Real-time quantitative PCR
  - RNA-Seq analysis
  - Actin fiber organization analysis

- Mass spectrometry analysis
- Image-based siRNA screening
- SEEK analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes six figures, four tables, and one data file and can be found with this article online at <https://doi.org/10.1016/j.celrep.2018.10.024>.

## ACKNOWLEDGMENTS

This study was supported by the Ministerio de Ciencia, Innovación y Universidades (grants SAF2011-25047, CSD2009-0016, SAF2014-51876-R, and SAF2017-83130-R and IGP-SO grant MINSEV1512-07-2016), the European Regional Development Fund (ERDF “A way to make Europe”), Fundació la Marató de TV3 (grant 674/C/2013), and Worldwide Cancer Research (grant 15-0404) (all to M.A.d.P.). R.M.-V. was supported by Ministerio de Ciencia, Innovación y Universidades (predoctoral fellowship BES-2012-052980; FPI, SAF2011-25047). We thank the CNIC Microscopy, Genomics, and Bioinformatics Units for technical assistance. Daniel Jiménez-Carretero (Cellomics Unit at CNIC) developed image analysis scripts for the quantitative assessment of actin fiber arrangement. We thank Dr. Paloma Martín-Sanz (IIBM Alberto Sols, Madrid, Spain) for neonatal hepatocytes. Simon Bartlett (CNIC) provided English editing. The CNIC is supported by the Ministerio de Ciencia, Innovación y Universidades and the Pro CNIC Foundation and is a Severo Ochoa Center of Excellence (SEV-2015-0505).

## AUTHOR CONTRIBUTIONS

R.M.-V. and M.A.d.P. conceived the study and designed the experiments. R.M.-V., D.M.P., I.M.-P., M.C.-M., A.D.-S., and A.Q.-A. performed the experiments. R.M.-V. and R.S. analyzed the data. J.A.L. and J.V. performed the proteomics analysis. M.S.-A. provided support in image data analysis. R.M.-V. and M.A.d.P. wrote the paper with input from M.S.-A., I.M.-P., and R.S.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: March 1, 2018

Revised: August 16, 2018

Accepted: October 3, 2018

Published: November 6, 2018

## REFERENCES

- Aragona, M., Panciera, T., Manfrin, A., Giullitti, S., Michielin, F., Elvassore, N., Dupont, S., and Piccolo, S. (2013). A mechanical checkpoint controls multicellular growth through YAP/TAZ regulation by actin-processing factors. *Cell* 154, 1047–1059.
- Basu, S., Totty, N.F., Irwin, M.S., Sudol, M., and Downward, J. (2003). Akt phosphorylates the Yes-associated protein, YAP, to induce interaction with 14-3-3 and attenuation of p73-mediated apoptosis. *Mol. Cell* 11, 11–23.
- Bertrand, A.T., Ziaei, S., Ehret, C., Duchemin, H., Mamchaoui, K., Bigot, A., Mayer, M., Quijano-Roy, S., Desguerre, I., Lainé, J., et al. (2014). Cellular microenvironments reveal defective mechanosensing responses and elevated YAP signaling in LMNA-mutated muscle precursors. *J. Cell Sci.* 127, 2873–2884.
- Bonzon-Kulichenko, E., Garcia-Marques, F., Trevisan-Herraz, M., and Vázquez, J. (2015). Revisiting peptide identification by high-accuracy mass spectrometry: problems associated with the use of narrow mass precursor windows. *J. Proteome Res.* 14, 700–710.
- Boudaoud, A., Burian, A., Borowska-Wykręć, D., Uyttewaald, M., Wrzalik, R., Kwiatkowska, D., and Hamant, O. (2014). FibrilTool, an ImageJ plug-in to quantify fibrillar structures in raw microscopy images. *Nat. Protoc.* 9, 457–463.
- Boyd, N.L., Park, H., Yi, H., Boo, Y.C., Sorescu, G.P., Sykes, M., and Jo, H. (2003). Chronic shear induces caveolae formation and alters ERK and Akt responses in endothelial cells. *Am. J. Physiol. Heart Circ. Physiol.* 285, H1113–H1122.
- Calvo, F., Ege, N., Grande-García, A., Hooper, S., Jenkins, R.P., Chaudhry, S.I., Harrington, K., Williamson, P., Moeendarbary, E., Charra, G., and Sahai, E. (2013). Mechanotransduction and YAP-dependent matrix remodelling is required for the generation and maintenance of cancer-associated fibroblasts. *Nat. Cell Biol.* 15, 637–646.
- Chatterjee, M., Ben-Josef, E., Thomas, D.G., Morgan, M.A., Zalupski, M.M., Khan, G., Andrew Robinson, C., Griffith, K.A., Chen, C.S., Ludwig, T., et al. (2015). Caveolin-1 is associated with tumor progression and confers a multimodality resistance phenotype in pancreatic cancer. *Sci. Rep.* 5, 10867.
- Chen, X., Nadiarykh, O., Plotnikov, S., and Campagnola, P.J. (2012). Second harmonic generation microscopy for quantitative analysis of collagen fibrillar structure. *Nat. Protoc.* 7, 654–669.
- Chen, E.Y., Tan, C.M., Kou, Y., Duan, Q., Wang, Z., Meirelles, G.V., Clark, N.R., and Ma’ayan, A. (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* 14, 128.
- Codelia, V.A., Sun, G., and Irvine, K.D. (2014). Regulation of YAP by mechanical strain through Jnk and Hippo signaling. *Curr. Biol.* 24, 2012–2017.
- Couzens, A.L., Knight, J.D., Kean, M.J., Teo, G., Weiss, A., Dunham, W.H., Lin, Z.Y., Bagshaw, R.D., Sicheri, F., Pawson, T., et al. (2013). Protein interaction network of the mammalian Hippo pathway reveals mechanisms of kinase-phosphatase interactions. *Sci. Signal.* 6, rs15.
- del Pozo, M.A., Vicente-Manzanares, M., Tejedor, R., Serrador, J.M., and Sánchez-Madrid, F. (1999). Rho GTPases control migration and polarization of adhesion molecules and cytoskeletal ERM components in T lymphocytes. *Eur. J. Immunol.* 29, 3609–3620.
- del Pozo, M.A., Balasubramanian, N., Alderson, N.B., Kiosses, W.B., Grande-García, A., Anderson, R.G., and Schwartz, M.A. (2005). Phospho-caveolin-1 mediates integrin-regulated membrane domain internalization. *Nat. Cell Biol.* 7, 901–908.
- Dong, J., Feldmann, G., Huang, J., Wu, S., Zhang, N., Comerford, S.A., Gayyed, M.F., Anders, R.A., Maitra, A., and Pan, D. (2007). Elucidation of a universal size-control mechanism in Drosophila and mammals. *Cell* 130, 1120–1133.
- Drab, M., Verkade, P., Elger, M., Kasper, M., Lohn, M., Lauterbach, B., Menne, J., Lindschau, C., Mende, F., Luft, F.C., et al. (2001). Loss of caveolae, vascular dysfunction, and pulmonary defects in caveolin-1 gene-disrupted mice. *Science* 293, 2449–2452.
- Du, J., Chen, X., Liang, X., Zhang, G., Xu, J., He, L., Zhan, Q., Feng, X.Q., Chien, S., and Yang, C. (2011). Integrin activation and internalization on soft ECM as a mechanism of induction of stem cell differentiation by ECM elasticity. *Proc. Natl. Acad. Sci. USA* 108, 9466–9471.
- Dupont, S., Morsut, L., Aragona, M., Enzo, E., Giullitti, S., Cordenonsi, M., Zanconato, F., Le Digabel, J., Forcato, M., Bicciato, S., et al. (2011). Role of YAP/TAZ in mechanotransduction. *Nature* 474, 179–183.
- Echarri, A., Muriel, O., and Del Pozo, M.A. (2007). Intracellular trafficking of raft/caveolae domains: insights from integrin signaling. *Semin. Cell Dev. Biol.* 18, 627–637.
- Elosegui-Artola, A., Andueza, I., Beedle, A.E.M., Lezamiz, A., Uroz, M., Kosmalska, A.J., Oria, R., Kechagia, J.Z., Rico-Lastres, P., Le Roux, A.L., et al. (2017). Force triggers YAP nuclear entry by regulating transport across nuclear pores. *Cell* 171, 1397–1410.e1314.
- Fernández, M.A., Albor, C., Ingelmo-Torres, M., Nixon, S.J., Ferguson, C., Kurzchalia, T., Tebar, F., Enrich, C., Parton, R.G., and Pol, A. (2006). Caveolin-1 is essential for liver regeneration. *Science* 313, 1628–1632.

- Fischer, R.S., Myers, K.A., Gardel, M.L., and Waterman, C.M. (2012). Stiffness-controlled three-dimensional extracellular matrices for high-resolution imaging of cell behavior. *Nat. Protoc.* 7, 2056–2066.
- Gavva, N.R., Gavva, R., Ermekova, K., Sudol, M., and Shen, C.J. (1997). Interaction of WW domains with hematopoietic transcription factor p45/NF-E2 and RNA polymerase II. *J. Biol. Chem.* 272, 24105–24108.
- Goetz, J.G., Minguet, S., Navarro-Lérida, I., Lazcano, J.J., Samaniego, R., Calvo, E., Tello, M., Osteso-Ibáñez, T., Pellinen, T., Echarri, A., et al. (2011). Biomechanical remodeling of the microenvironment by stromal caveolin-1 favors tumor invasion and metastasis. *Cell* 146, 148–163.
- Grande-García, A., Echarri, A., de Rooij, J., Alderson, N.B., Waterman-Storer, C.M., Valdivielso, J.M., and del Pozo, M.A. (2007). Caveolin-1 regulates cell polarization and directional migration through Src kinase and Rho GTPases. *J. Cell Biol.* 177, 683–694.
- Grijalva, J.L., Huizenga, M., Mueller, K., Rodríguez, S., Brazzo, J., Camargo, F., Sadri-Vakili, G., and Vakili, K. (2014). Dynamic alterations in Hippo signaling pathway and YAP activation during liver regeneration. *Am. J. Physiol. Gastrointest. Liver Physiol.* 307, G196–G204.
- Gruber, R., Panayiotou, R., Nye, E., Spencer-Dene, B., Stamp, G., and Behrens, A. (2016). YAP1 and TAZ control pancreatic cancer initiation in mice by direct up-regulation of JAK-STAT3 signaling. *Gastroenterology* 151, 526–539.
- Guerra, C., Schuhmacher, A.J., Cañamero, M., Grippo, P.J., Verdager, L., Pérez-Gallego, L., Dubus, P., Sandgren, E.P., and Barbacid, M. (2007). Chronic pancreatitis is essential for induction of pancreatic ductal adenocarcinoma by K-Ras oncogenes in adult mice. *Cancer Cell* 11, 291–302.
- Hagiwara, Y., Sasaoka, T., Arai, K., Imamura, M., Yorifuji, H., Nonaka, I., Ozawa, E., and Kikuchi, T. (2000). Caveolin-3 deficiency causes muscle degeneration in mice. *Hum. Mol. Genet.* 9, 3047–3054.
- Hao, Y., Chun, A., Cheung, K., Rashidi, B., and Yang, X. (2008). Tumor suppressor LATS1 is a negative regulator of oncogene YAP. *J. Biol. Chem.* 283, 5496–5509.
- Hellems, J., Mortier, G., De Paepe, A., Speleman, F., and Vandesompele, J. (2007). qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data. *Genome Biol.* 8, R19.
- Hidalgo, M. (2012). New insights into pancreatic cancer biology. *Ann. Oncol.* 23 (Suppl 10), x135–x138.
- Holzinger, A. (2009). Jaspaklinolide: an actin-specific reagent that promotes actin polymerization. *Methods Mol. Biol.* 586, 71–87.
- Ishizaki, T., Morishima, Y., Okamoto, M., Furuyashiki, T., Kato, T., and Narumiya, S. (2001). Coordination of microtubules and the actin cytoskeleton by the Rho effector mDia1. *Nat. Cell Biol.* 3, 8–14.
- Kuleshov, M.V., Jones, M.R., Rouillard, A.D., Fernandez, N.F., Duan, Q., Wang, Z., Koplev, S., Jenkins, S.L., Jagodnik, K.M., Lachmann, A., et al. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 44 (W1), W90–W97.
- Levental, K.R., Yu, H., Kass, L., Lakins, J.N., Egeblad, M., Erler, J.T., Fong, S.F., Csiszar, K., Giaccia, A., Weninger, W., et al. (2009). Matrix crosslinking forces tumor progression by enhancing integrin signaling. *Cell* 139, 891–906.
- Levy, D., Adamovich, Y., Reuven, N., and Shaul, Y. (2008). Yap1 phosphorylation by c-Abl is a critical step in selective activation of proapoptotic genes in response to DNA damage. *Mol. Cell* 29, 350–361.
- Mahoney, W.M., Jr., Hong, J.H., Yaffe, M.B., and Farrance, I.K. (2005). The transcriptional co-activator TAZ interacts differentially with transcriptional enhancer factor-1 (TEF-1) family members. *Biochem. J.* 388, 217–225.
- Martínez-Bartolomé, S., Navarro, P., Martín-Maroto, F., López-Ferrer, D., Ramos-Fernández, A., Villar, M., García-Ruiz, J.P., and Vázquez, J. (2008). Properties of average score distributions of SEQUEST: the probability ratio method. *Mol. Cell. Proteomics* 7, 1135–1145.
- Mayoral, R., Valverde, A.M., Llorente Izquierdo, C., González-Rodríguez, A., Boscá, L., and Martín-Sanz, P. (2010). Impairment of transforming growth factor beta signaling in caveolin-1-deficient hepatocytes: role in liver regeneration. *J. Biol. Chem.* 285, 3633–3642.
- Minetti, C., Sotgia, F., Bruno, C., Scartezini, P., Broda, P., Bado, M., Masetti, E., Mazzocco, M., Egeo, A., Donati, M.A., et al. (1998). Mutations in the caveolin-3 gene cause autosomal dominant limb-girdle muscular dystrophy. *Nat. Genet.* 18, 365–368.
- Morvaridi, S., Dhall, D., Greene, M.I., Pandol, S.J., and Wang, Q. (2015). Role of YAP and TAZ in pancreatic ductal adenocarcinoma and in stellate cells associated with cancer and chronic pancreatitis. *Sci. Rep.* 5, 16759.
- Murakami, S., Shahbazian, D., Surana, R., Zhang, W., Chen, H., Graham, G.T., White, S.M., Weiner, L.M., and Yi, C. (2017). Yes-associated protein mediates immune reprogramming in pancreatic ductal adenocarcinoma. *Oncogene* 36, 1232–1244.
- Muriel, O., Echarri, A., Hellriegel, C., Pavón, D.M., Beccari, L., and Del Pozo, M.A. (2011). Phosphorylated filamin A regulates actin-linked caveolae dynamics. *J. Cell Sci.* 124, 2763–2776.
- Navarro, P., and Vázquez, J. (2009). A refined method to calculate false discovery rates for peptide identification using decoy databases. *J. Proteome Res.* 8, 1792–1796.
- Navarro-Lérida, I., Pellinen, T., Sanchez, S.A., Guadamillas, M.C., Wang, Y., Mirtti, T., Calvo, E., and Del Pozo, M.A. (2015). Rac1 nucleocytoplasmic shuttling drives nuclear shape changes and tumor invasion. *Dev. Cell* 32, 318–334.
- Niederer, C., Ferrell, L.D., and Grendell, J.H. (1985). Caerulein-induced acute necrotizing pancreatitis in mice: protective effects of proglumide, benzotript, and secretin. *Gastroenterology* 88, 1192–1204.
- Oka, T., Mazack, V., and Sudol, M. (2008). Mst2 and Lats kinases regulate apoptotic function of Yes kinase-associated protein (YAP). *J. Biol. Chem.* 283, 27534–27546.
- Orimo, A., Gupta, P.B., Sgroi, D.C., Arenzana-Seisdedos, F., Delaunay, T., Naeem, R., Carey, V.J., Richardson, A.L., and Weinberg, R.A. (2005). Stromal fibroblasts present in invasive human breast carcinomas promote tumor growth and angiogenesis through elevated SDF-1/CXCL12 secretion. *Cell* 121, 335–348.
- Panciera, T., Azzolin, L., Cordenonsi, M., and Piccolo, S. (2017). Mechanobiology of YAP and TAZ in physiology and disease. *Nat. Rev. Mol. Cell Biol.* 18, 758–770.
- Pellinen, T., Blom, S., Sánchez, S., Välimäki, K., Mpindi, J.P., Azegrouz, H., Strippoli, R., Nieto, R., Vítón, M., Palacios, I., et al. (2018). ITGB1-dependent upregulation of Caveolin-1 switches TGFβ signalling from tumour-suppressive to oncogenic in prostate cancer. *Sci. Rep.* 8, 2338.
- Piccolo, S., Dupont, S., and Cordenonsi, M. (2014). The biology of YAP/TAZ: hippo signaling and beyond. *Physiol. Rev.* 94, 1287–1312.
- Prentki, M., Chaponnier, C., Jeanrenaud, B., and Gabbiani, G. (1979). Actin microfilaments, cell shape, and secretory processes in isolated rat hepatocytes. Effect of phalloidin and cytochalasin D. *J. Cell Biol.* 81, 592–607.
- Razani, B., Engelman, J.A., Wang, X.B., Schubert, W., Zhang, X.L., Marks, C.B., Macaluso, F., Russell, R.G., Li, M., Pestell, R.G., et al. (2001). Caveolin-1 null mice are viable but show evidence of hyperproliferative and vascular abnormalities. *J. Biol. Chem.* 276, 38121–38138.
- Rosenbluh, J., Nijhawan, D., Cox, A.G., Li, X., Neal, J.T., Schafer, E.J., Zack, T.I., Wang, X., Tsherniak, A., Schinzel, A.C., et al. (2012). β-Catenin-driven cancers require a YAP1 transcriptional complex for survival and tumorigenesis. *Cell* 151, 1457–1473.
- Sinha, B., Köster, D., Ruez, R., Gonnord, P., Bastiani, M., Abankwa, D., Stan, R.V., Butler-Browne, G., Védie, B., Johannes, L., et al. (2011). Cells respond to mechanical stress by rapid disassembly of caveolae. *Cell* 144, 402–413.
- Sonntag, J., Bender, C., Soons, Z., der Heyde, S.v., König, R., Wiemann, S., Sinn, H.-P., Schneeweiss, A., Beißbarth, T., and Korf, U. (2014). Reverse phase protein array based tumor profiling identifies a biomarker signature for risk classification of hormone receptor-positive breast cancer. *Transl. Proteom.* 2, 52–59.
- Stahlhut, M., and van Deurs, B. (2000). Identification of filamin as a novel ligand for caveolin-1: evidence for the organization of caveolin-1-associated membrane domains by the actin cytoskeleton. *Mol. Biol. Cell* 11, 325–337.

- Stein, C., Bardet, A.F., Roma, G., Bergling, S., Clay, I., Ruchti, A., Agarinis, C., Schmelzle, T., Bouwmeester, T., Schübeler, D., and Bauer, A. (2015). YAP1 Exerts Its Transcriptional Control via TEAD-Mediated Activation of Enhancers. *PLoS Genet.* *11*, e1005465.
- Tse, J.R., and Engler, A.J. (2010). Preparation of hydrogel substrates with tunable mechanical properties. *Curr. Protoc. Cell Biol Chapter 10*, Unit 10.16.
- Wada, K., Itoga, K., Okano, T., Yonemura, S., and Sasaki, H. (2011). Hippo pathway regulation by cell morphology and stress fibers. *Development* *138*, 3907–3914.
- Watanabe, N., Kato, T., Fujita, A., Ishizaki, T., and Narumiya, S. (1999). Cooperation between mDia1 and ROCK in Rho-induced actin reorganization. *Nat. Cell Biol.* *1*, 136–143.
- Yadav, D., and Lowenfels, A.B. (2013). The epidemiology of pancreatitis and pancreatic cancer. *Gastroenterology* *144*, 1252–1261.
- Yu, F.X., Zhao, B., and Guan, K.L. (2015). Hippo pathway in organ size control, tissue homeostasis, and cancer. *Cell* *163*, 811–828.
- Zhao, B., Wei, X., Li, W., Udan, R.S., Yang, Q., Kim, J., Xie, J., Ikenoue, T., Yu, J., Li, L., et al. (2007). Inactivation of YAP oncoprotein by the Hippo pathway is involved in cell contact inhibition and tissue growth control. *Genes Dev.* *21*, 2747–2761.
- Zhao, B., Ye, X., Yu, J., Li, L., Li, W., Li, S., Yu, J., Lin, J.D., Wang, C.Y., Chinnaiyan, A.M., et al. (2008). TEAD mediates YAP-dependent gene induction and growth control. *Genes Dev.* *22*, 1962–1971.
- Zhao, B., Li, L., Lu, Q., Wang, L.H., Liu, C.Y., Lei, Q., and Guan, K.L. (2011). Angiomotin is a novel Hippo pathway component that inhibits YAP oncoprotein. *Genes Dev.* *25*, 51–63.
- Zhong, W., Tian, K., Zheng, X., Li, L., Zhang, W., Wang, S., and Qin, J. (2013). Mesenchymal stem cell and chondrocyte fates in a multishear microdevice are regulated by Yes-associated protein. *Stem Cells Dev.* *22*, 2083–2093.
- Zhu, Q., Wong, A.K., Krishnan, A., Aure, M.R., Tadych, A., Zhang, R., Corney, D.C., Greene, C.S., Bongo, L.A., Kristensen, V.N., et al. (2015). Targeted exploration and analysis of large cross-platform human transcriptomic compendia. *Nat. Methods* *12*, 211–214, 3, 214.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

## CONTACT FOR REAGENT AND RESOURCE SHARING

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### *In vivo* animal studies

Cav1KO C57BL/6 mice ([Drab et al., 2001](#)) were bred under specific pathogen-free conditions at the CNIC. Experiments were performed with 8-12-week-old males (Cav1KO and age-matched control littermates). All animal protocols (PROEX 097/18) were in accordance with Spanish animal protection law and were authorized by the corresponding local authority.

### Cell culture

MEFs were isolated from WT and Cav1KO littermate mice, immortalized, and cultured as described ([Razani et al., 2001](#)). Neonatal hepatocytes from WT and Cav1KO littermates were isolated, phenotyped ([Mayoral et al., 2010](#)), and kindly provided by Dr. Martín-Sanz (IIBM Alberto Sols, Spain). The human MDA-MB-231 breast carcinoma and HeLa cell lines were obtained from ATCC. HeLa cells expressing CAV1-GFP were kindly provided by Lukas Pelkmans (ETH, Zürich, Switzerland). MEFs, hepatocytes and HeLa cells were grown in Dulbecco's modified Eagle's medium (DMEM) and MDA-MB231 cells were grown in DMEM/F-12 (GIBCO, Thermo Fisher Scientific [Waltham; Massachusetts, United States]); growth media were supplemented with 10% fetal bovine serum (FBS; GIBCO, Thermo Fisher Scientific and GE Healthcare Life Science HyClone [Little Chalfont, United Kingdom]) and 100 µg/ml penicillin and streptomycin (GIBCO, Thermo Fisher Scientific). Primary pancreatic cancer associated fibroblasts (PanCAF) were a gift from Manuel Hidalgo (Centro Nacional de Investigaciones Oncológicas, Spain). PanCAFs were grown in Roswell Park Memorial Institute medium (RPMI) supplemented with 20% FBS, 100 µg/ml penicillin and streptomycin, and 5% glutamine. All cells were maintained in a humidified atmosphere at 37 °C and 5% CO<sub>2</sub>.

## METHOD DETAILS

### Polyacrylamide matrices

Polyacrylamide gels with tuneable stiffness were prepared on glass coverslips as previously described ([Tse and Engler, 2010](#)). 3-aminopropyltrimethoxysilane (Sigma-Aldrich [St. Louis, Missouri, United States]) was applied over the surface of a coverslip using a cotton-tipped swab and another coverslip was treated with Sigmacote<sup>®</sup> (Sigma-Aldrich). The coverslips were then washed thoroughly with sterilized water and dried. Acrylamide/bis-acrylamide solutions were prepared using appropriate concentrations to obtain stiff matrices (Young's modulus ~55 KPa) and soft matrices (~200 Pa) as previously defined ([Fischer et al., 2012](#)). Polymerization initiators (0.05% w/v ammonium persulfate and 0.0005% v/v N,N,N',N'-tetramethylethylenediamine [TEMED], final concentrations) were added to the bis-acrylamide mixture. A drop of this mixture was deposited on top of the silanized glass and covered with the sigmacote-treated coverslip; 183 µL was deposited for round coverslips (40mm diameter) and 50 µL for square coverslips (24x24mm). After polymerization, the upper coverslip was removed and the polyacrylamide surface was photo-activated by exposing the sulfo-SANPAH crosslinker (Sigma-Aldrich) to UV light. Finally, the surface was coated with fibronectin (5 µg/ml) for 1 h at 37°C. Fibronectin was then removed and cells were seeded at low confluence. Experiments were performed 24h after seeding.

### Micropatterns

Glass slides with pre-printed micropatterns were purchased from Cytoo (Grenoble, France). Designs for customized patterns with specific grid sizes were described by Dr. Piccolo and colleagues ([Dupont et al., 2011](#)). Fibronectin coating was performed as specified by the supplier. Cells were plated, and 24 h later, fixed and stained following standard protocols.

### Cell strain

How the deposited data were processed for this re-analysis (not part of the article)

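The data are RNA-seq libraries of immortalized WT and Cav1KO MEFs grown for 24 h on stiff or soft polyacrylamide hydrogels, with 2 libraries in each of 4 groups. The authors sequenced poly(A) RNA as single reads of 60 nt. They deposited a table of TMM-normalized CPM with 1 value per gene and library. TMM scaling divides each library by an effective size that is less affected by a few abundant genes than its total. The deposited signal is therefore the read count of a gene divided by its library's size factor. The deposited CPM of a library do not sum to a fixed total, because the effective sizes differ from the plain totals. The paper's text does not name the aligner, the counting tool, the genome build, the filter on low genes or the test. A statistics paragraph names Fisher's exact test for the YAP targets and a paired Student's t test for other comparisons, without tying the latter to the RNA-seq data.

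The smallest step between values was found in each library, and 100% of the values were whole multiples of it. The recovered reads ranged from 17089836 to 19944952 per library. A gene at 0 reads allows up to 3 reads, and genes whose libraries all have 3 reads or fewer in a group are given with a limit, and a fitted value printed for such a gene is marked as depending on the pseudocount. Such limits cover counting error only. The 10 most abundant genes took from 7.17% to 9.10% of the signal. All columns were those of the 8 mapped samples, and the samples were grouped by the genotype and substrate in their labels. Cav1 was at 949.8 to 1157 CPM in the WT libraries and at 0.411 CPM or less in the Cav1KO libraries.

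Gene identifiers were matched to the GENCODE M21 annotation of GRCm38, which gave coordinates, gene types, transcript lengths and GC content for 12451 of 12528 genes. The build that the authors used is not stated, so coordinates are those of the annotation. In the deposited table, 78 genes have no symbol and were named from the annotation or by identifier. No gene was left out for lack of a symbol.

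Genes with at least 1 CPM in at least 2 libraries (12494) were tested with limma 3.58.1 in R 4.3.3 on log2(CPM + 1). All 4 groups entered a single fit with a mean-variance trend and no block, which left 4 residual degrees of freedom. The contrasts were the stiffness effect in WT and in Cav1KO cells, the difference between these effects (interaction), and the genotype effect on each substrate. The tests were two-sided, with Benjamini-Hochberg adjustment over the genes and a threshold of 0.05. Fold changes are on the log2(CPM + 1) scale, which understates the change of genes with low values. No replicate number entered the fit, because the labels tie the numbers to no shared day or batch.

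Gene lists were written by hand. Those for actin cytoskeleton, focal adhesion, cell junctions, YAP targets, YAP core targets, SRF-MRTF targets, proliferation, cholesterol synthesis, interferon response, p53 targets, glycolysis and hypoxia, and extracellular matrix (ECM) were tested with camera at a correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 12 lists and 3 contrasts. The YAP targets were also tested with Fisher's exact test, and against other genes in 20 bins of mean expression with 10000 permutations within the bins. The percentile of a list's median was taken among 10000 random lists matched in the same bins. Further lists of caveola components, 14-3-3 proteins, Hippo pathway genes, HOX and other body-axis genes, Y-linked genes, muscle, macrophage and epithelial markers, and qRT-PCR reference genes were inspected without a list test. The gene sets of IPA and Enrichr were not used here, nor was the paper's panel of YAP targets.

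The genes named in the text were drawn from a set fixed by a rule. Not every gene of the set is named, and the choice among them has no stated rule. The set holds the genes the paper names, and for each contrast the 3 genes with the largest rise and the 3 with the largest fall. These had to pass the threshold, have a mean of at least 5 CPM and have libraries that do not overlap between groups, or for the interaction the same sign in both replicate numbers. Also in the set were the caveola components, the 14-3-3 proteins, Xist, and from each of the actin, focal adhesion and junction lists the 5 genes with the largest effect in WT cells past the threshold. A gene outside the rule is named as chosen after its values were seen. Many of the genes with the largest changes are pseudogenes or have near-identical copies. For each gene of the set, the share of transcript windows of 60 nt that also occur in another listed gene was computed. Genes named in the text that share 17.6% of their windows or more are reported as uncertain. The other named genes given with values share 2.34% or less, and genes outside the rule were not examined for this.

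The main tests, the lists, the naming rule and the alternatives were set before the data were examined, except for 3 alternatives. These were a correction for transcript length, a correction for GC content, and a replicate block with the numbers of the WT soft libraries crossed. Both corrections subtract from each library a lowess trend (span 0.3) of each gene's deviation from its mean. The other alternatives were pseudocounts of 0.1 and 5, all genes or genes with at least 5 CPM in at least 2 libraries, median centring, quantile normalization, fits on only the groups compared, no mean-variance trend, a replicate block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a threshold of 0.01, a requirement of a 2-fold change, and each library left out in turn. For lists, they also included fry, camera with an estimated correlation, the core list, the list without proliferation genes, a matched background and a one-sided test. DESeq2 gave no adjusted p for some genes in the interaction, and these stayed out of its counts.

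The methods were tested on simulated counts for the 12494 genes with the means and depths of these libraries, in which 200 genes were changed by known folds. These 200 genes had a mean of at least 5 CPM and were changed by at least 2-fold. Most stiffness calls in the real data were smaller than 2-fold, and the recovery of such changes was not measured. limma recovered 193 of the 200 genes (96.5%) for the stiffness effect in WT cells with 12 false calls among 12244 unchanged genes. For the interaction, it recovered 179 (89.5%) with 14 false calls. edgeR and DESeq2 recovered 192 each. A simulated trend on transcript length raised the false interaction calls to 68, and the length correction brought them to 12. camera called none of 100 random lists at an unadjusted threshold of 0.05 (0 lists), and called a planted list of 50 genes among the 12494 genes, as did camera with an estimated correlation and fry. The simulated genes varied independently of each other, so these list tests do not check the preset correlation between genes.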

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

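In this part, the tests of transcript length and GC content, the tests of scaling for proliferation and ECM genes, and the tests on Serpina3n, mt-Co2, pseudogenes, protein-coding genes and body-axis genes were chosen only after the result was seen.

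The stiffness effects of WT and Cav1KO cells differed past limma's threshold for 559 genes in one direction and 750 in the other, and 10 of 12 gene lists differed as a whole by camera. The difference per gene followed transcript length across genes (Spearman's rho 0.393, genes not being independent replicates), so a length trend in the libraries was examined. Libraries of the same group differed in this trend, from 0.163 in the first to -0.0694 in the second WT stiff library and from -0.0385 in the first to -0.301 in the second Cav1KO stiff library. After correction of each library for length, 75.9% of the interaction calls remained in the same direction, and after correction for GC content 88.3% remained. This argues against either trend as the whole cause of the differences. A length trend may still account for part of them, since the median interaction of focal adhesion genes went from 0.59 to 0.38 with the correction. RNA quality or handling of single libraries was not tested, and neither the labels nor the paper give a batch. Depth ranged from 17089836 to 19944952 reads and did not separate the groups.

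The 3 lists that the paper's claim concerns all differed between genotypes. The camera adjusted p of the interaction was 0.00364 for actin cytoskeleton, 3.96e-11 for focal adhesion and 2.38e-05 for cell junction genes. After length correction these values were 0.00173, 4.69e-10 and 0.000357, which argues against length as the whole cause. The median interactions fell with the correction, from 0.16 to 0.12 for actin cytoskeleton, 0.59 to 0.38 for focal adhesion and 0.46 to 0.24 for cell junction genes. Length may thus account for part of their size. camera relies on the preset correlation of 0.01 between genes, and over the 7 alternatives of the list tests the adjusted p ranged up to 0.482 for each, reached with an estimated correlation. The genotype stays open as a biological explanation, but the WT and Cav1KO cells may also differ by line, since each genotype is represented by cells that the labels do not separate into independent isolates.

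The interaction of the YAP core targets had a median of 0.34 (camera adjusted p = 0.00237), against 0.0282 after length correction, when the median was 0.17. For the SRF-MRTF targets, genes driven by actin through the MRTF cofactors, the median interaction was 0.53 (camera adjusted p = 3.65e-07), with 9 of 22 genes past the threshold and a larger rise in WT cells, and after length correction the adjusted p was 1.14e-09. Length as the whole cause is thus unlikely for both lists. A change of actin-dependent transcription with genotype is a candidate explanation for the SRF-MRTF targets that was not tested further. Without the first Cav1KO stiff library, the median of the core targets was 0.51. For the SRF-MRTF targets, it ranged from 0.43 to 0.62 over the fits without 1 library.

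Cholesterol synthesis genes rose on the stiff substrate in Cav1KO cells, where 19 of 23 were called higher, with a median of 0.60. The paper's main text does not mention them. In WT cells 1 was called higher and 11 lower, and the difference between genotypes had a camera adjusted p of 1.57e-13. It was 9.76e-15 after length correction, which argues against length. The median in Cav1KO cells stayed between 0.54 and 0.64 without 1 library and at 0.59 or above under median centring and quantile normalization. A response of sterol synthesis to the loss of caveolae may be a candidate explanation, and a difference between the lines stays open beside it.

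Interferon response genes were lower on the stiff substrate in both genotypes, with 24 of 24 called lower in each, a median of -2.12 in WT and -2.93 in Cav1KO cells. The paper's main text does not mention them. Scaling between libraries was tested with median centring and quantile normalization, where the median nearest 0 was -2.08, and the length correction also gave -2.08 as the median nearest 0. Both argue against a technical trend of these kinds. The fall was larger in Cav1KO cells, with a median interaction of 0.69 (camera adjusted p = 1.95e-05) and of 2.20e-06 after length correction. Only 3 of the 24 genes passed the interaction test, and the median interaction ranged from 0.43 without the second to 1.02 without the first WT soft library. A response to the hydrogel itself, cell density or another condition of the soft cultures could produce this pattern. The data do not separate these from stiffness. Ifit3, with log2 fold changes of -3.94 and -4.85, shares 47.0% of its read-length windows with I830012O16Rik, so its own values are uncertain.

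Proliferation genes rose on the stiff substrate in both genotypes, with medians of 0.66 in WT and 0.66 in Cav1KO cells, and with 44 and 33 of 51 genes called higher. After length correction the larger camera adjusted p of both genotypes was 4.98e-07, and under median centring and quantile normalization the median nearest 0 was 0.52. These values argue against length and scaling. Faster cycling on the stiff substrate is a candidate explanation, and the number of cells per culture was not measured in these data.

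ECM genes were lower on the stiff substrate in both genotypes, with a median of -0.43 in WT and -0.95 in Cav1KO cells and 23 and 30 of 39 genes called lower. Under median centring and quantile normalization the median nearest 0 was -0.38, which argues against scaling. The fall was larger in Cav1KO cells, with a camera adjusted p of 3.82e-08 for the difference and of 6.19e-07 after length correction. Of the 39 genes, 4 had 3 reads or fewer in some group, and with these at their limit the medians were -0.43 and -0.98. A feedback of substrate stiffness on matrix genes could explain the fall, and density again stays open.

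Glycolysis and hypoxia genes fell on the stiff substrate in WT cells (median -0.21), and the difference between genotypes had a camera adjusted p of 9.62e-06, against 1.20e-05 after length correction. This argues against length as the cause of the difference. The fall in WT cells had a camera adjusted p of 0.0281, against 0.0561 after length correction and 0.0563 after GC correction. A trend of either kind may therefore account for the call of this fall. Oxygen or medium use was not tested. For p53 targets the difference had a camera adjusted p of 0.0417, with 3 of 17 genes past the threshold. After length correction it was 0.0713, so a length trend may account for the call. Both values are near the threshold.

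The differences between genotypes in Cyr61 (0.63), Actn1 (1.19), Myh9 (2.39), Mllt4 (1.38) and Ccnd1 (0.78), given as log2 interactions, passed the limma threshold. All 5 passed it after length correction too, with values from 0.80 to 1.99 and limma adjusted p from 0.00236 to 0.0258. A length trend as the whole cause is thus unlikely for these genes. Without a mean-variance trend, the adjusted p of Cyr61, Actn1, Myh9 and Mllt4 was from 0.0517 to 0.0615, above the threshold of 0.05. With edgeR on the recovered reads the adjusted p of the 4 genes was from 0.0383 to 0.0490, and with DESeq2 it was 2.28e-05 for Actn1, 0.000294 for Mllt4, 0.00191 for Cyr61 and 0.0315 for Myh9.

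Serpina3n had a fitted log2 interaction of 3.69, which depends on the pseudocount and is no limit, since its reads were 0 in both WT stiff libraries and from 10 to 18 in the WT soft libraries. On the recovered reads edgeR gave -2.07, the opposite sign (edgeR adjusted p = 0.376). The pseudocount added to WT values near 0 may therefore produce this difference. In Cav1KO cells the gene fell from 122 CPM on the soft to 4.37 CPM on the stiff substrate, and in WT cells it was at least 5.05-fold lower on the stiff substrate.

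The mitochondrial gene mt-Co2 was listed at 0 and 0.0570 CPM in the WT stiff libraries and at 75.8 and 41.3 CPM in the WT soft libraries, at least 364-fold lower on the stiff substrate. The fitted log2 interaction was -5.60, which depends on the pseudocount and is no limit, and it ranged from -10.70 to -3.41 over the alternatives. In Cav1KO cells it was at 29.1 and 26.2 CPM on the stiff and at 53.2 and 18.9 CPM on the soft substrate. The other 12 mitochondrial protein-coding genes had a median log2 fold change of -1.0 in WT cells, far from the fall of mt-Co2, which argues against less mitochondrial RNA as the whole cause. Of the read-length windows of mt-Co2, 99.5% also occur in Gm28661, a copy listed as a gene of its own. This copy was at 43.6 and 43.4 CPM in the WT stiff and at 81.0 and 87.1 CPM in the WT soft libraries, so it did not rise where mt-Co2 was near 0. Both together had a log2 fold change of -1.68 in WT cells, next to a lowest value of -1.66 among the 12 other genes. Reads assigned to the copy cannot be told apart from another loss of mt-Co2 reads, because the copy may fall with mitochondrial RNA and gain reads at once, so mt-Co2 is uncertain. No biological explanation was tested for this gene.

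In all, 149 genes were detected in 1 genotype only, with at least 5 CPM in every library of one genotype and less than 1 CPM in every library of the other, 107 of them in WT and 42 in Cav1KO cells. DNA carried along next to Cav1 from the strain of the knockout was tested first. Of the 149 genes, 148 lie outside 10 Mb of Cav1, and of the 33 other listed genes within 10 Mb none (0) was among them, which argues against it. Pseudogenes made up 11 of the 149 (7.38%) against 2.48% of the other genes (Fisher's exact test, p = 0.00146), so reads of parent genes assigned to near-identical copies may explain part. The other part holds 137 protein-coding genes. A count by gene type does not measure shared sequence, and shared windows were computed only for genes under the naming rule. Such copies are therefore not excluded for the protein-coding genes. Lines from different positions along the body axis, or of different clonal origin, cannot be told apart from the genotype. Of 11 listed HOX and other body-axis genes, 8 differed between genotypes on both substrates, against 34.5% of other genes (Fisher's exact test, p = 0.0111), but each genotype comes without independent lines. Effects of genotype on the level of single genes, as opposed to effects of stiffness within a genotype, are open to this difference.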

How the results depend on the processing

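In this part, the corrections for length and GC content and the block with the numbers of WT soft crossed were chosen only after the result was seen; every other alternative was set earlier.

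Of the counts of genes past the threshold, 138 values under the alternatives stayed within 1.5 times the count reported and 20 did not. With an adjusted p (BH) under 0.01, 1754 genes were higher on the stiff substrate in WT cells, and the interaction was called for 48 and 85 genes, since the threshold is stricter. With a 2-fold change required as well, 215 genes were higher and 836 lower in WT cells and 425 higher and 1048 lower in Cav1KO cells, and the interaction was called for 297 and 174 genes. The genotype effect then gave 830 higher and 883 lower on the stiff substrate and 995 higher and 956 lower on the soft substrate. With a pseudocount of 0.1 the interaction was called for 318 and 492 genes, without a mean-variance trend for 314 and 391, and edgeR called 361 genes in the first direction; the cause was not tested. Of the 559 and 750 interaction calls, 50.8% and 48% were shared by the fit without a trend, so the interaction counts depend on this choice more than on the scaling, where median centring shared 93.4% and 97.1% and quantile normalization 91.8% and 86.8%.

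With the replicate numbers of the labels as a replicate block, 2767 genes were higher and 3213 lower in WT cells, 3460 higher and 3512 lower in Cav1KO cells, and the interaction was called for 569 and 755 genes. The labels do not say what the numbers pair. The differences between the replicates of 2 groups correlated across genes from -0.367 (WT stiff and WT soft) to 0.415 (WT stiff and Cav1KO stiff), so the numbers do not pair the libraries in all groups. A block with the numbers of WT soft crossed, chosen after seeing the data, called the interaction for 1675 and 1978 genes.

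The enrichment of YAP targets in WT cells passed the threshold of Fisher's exact test under each alternative except the core list, where the odds ratio was 2.02 (Fisher's exact test, p = 0.122), with fewer genes tested. The median of the YAP list in WT cells was -0.040 without proliferation genes, against 0.18; the cause was not tested. In Cav1KO cells the odds ratio was 0.993, and its direction changed with small shifts around 1: 1.01 with a pseudocount of 0.1, 1.16 under median centring, 1.23 after length correction, 1.24 with only the groups compared, 1.02 without a trend, 1.00 with the replicate block, 1.00 with edgeR, 1.19 with DESeq2 and 1.18 with an adjusted p under 0.01. None of these 9 passed the threshold. With a 2-fold change required, it was 3.59 (Fisher's exact test, p = 0.00972, 6 of 54 genes), and with the core list 0.123 (Fisher's exact test, p = 0.0146, 1 of 22 genes); the cause was not tested. The median of the list in Cav1KO cells, -0.04, was 0.049 under median centring, -0.12 under quantile normalization and -0.17 with the core list. It ranged from -0.18 without the first to 0.028 without the second Cav1KO stiff library, so its direction is not settled.

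The list tests kept their direction and side of the threshold in 210 values under the alternatives. They depended on the correlation between genes that camera assumes. With an estimated correlation, 0 of 36 tests passed, 2 had an unadjusted p under 0.05, and 22 passed with the preset one. The camera adjusted p was then 0.401 for the cholesterol interaction and 0.482 for actin, proliferation and interferon in WT, for cholesterol, interferon and ECM in Cav1KO, and for the interactions of actin, focal adhesion, junctions, SRF-MRTF, p53, glycolysis and ECM. It was 0.512 for glycolysis in WT, proliferation in Cav1KO and the interactions of YAP core and interferon, 0.537 for ECM in WT and focal adhesion in Cav1KO, and 0.565 for SRF-MRTF in WT and junctions in Cav1KO. In simulated data of the same size, camera with an estimated correlation did call a planted list. The simulated genes varied independently of each other, so this cannot show whether a list of correlated genes would be called. The cause was not tested.

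fry passed 20 of 36 tests, 15 of them among the 22. By fry the adjusted p (BH) was no longer past the threshold for actin in WT (0.0677), SRF-MRTF in WT (0.0703) and the interactions of actin (0.0783), junctions (0.0937), YAP core (0.132), interferon (0.244) and ECM (0.0677). It passed for cholesterol in WT (0.0112), p53 in WT (0.000807), SRF-MRTF in Cav1KO (0.0495), p53 in Cav1KO (0.00223) and glycolysis in Cav1KO (0.0227). The focal adhesion list in WT changed direction (0.922), far from the threshold both times. The cause was not tested.

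By camera, the adjusted p of SRF-MRTF in WT was 0.0519 with a pseudocount of 0.1, against 0.0360 before, and that of cholesterol in WT was 0.0450 with the replicate block, against 0.0560. After length correction it was 0.0561 for glycolysis in WT and 0.0713 for the p53 interaction, and the direction changed for actin in Cav1KO (0.986) and for the proliferation interaction (0.664), neither past the threshold before. After GC correction it was 0.0563 for glycolysis in WT. The cause was not tested.

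Among the genes called higher in WT cells only, in both or in Cav1KO cells only, the odds ratio of a list kept its side in 29 values. With a 2-fold change required, it was 3.20 for actin in WT only (Fisher's exact test, p = 0.136) and 1.85 for junctions in WT only (Fisher's exact test, p = 0.423), and the odds ratio was 0 for actin in both, focal adhesion in both and focal adhesion in Cav1KO only, since fewer genes pass. The odds ratio of actin in both was 0.718 against a background matched on mean expression, and that of focal adhesion in Cav1KO only was 0.592 after length correction; the cause was not tested.

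For 38 results on single genes, 423 of 447 values under the alternatives kept direction and side, 12 were weaker, 9 stronger and 3 reversed. The interaction of Ankrd1 was 0.079 with a pseudocount of 5, far from the threshold. That of Serpina3n was -2.07 with edgeR and -1.53 with DESeq2; the cause was not tested for DESeq2.

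The fit with only the groups compared gives no interaction, and leaving out a library leaves 1 in its group, so no p-value is given there. Depth limits genes with few reads, such as Ctgf with 68 to 88 reads in the Cav1KO soft libraries, and lists with genes at 3 reads or fewer in a group, of which there were 5 among junction, 4 among ECM and 2 among focal adhesion genes.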

Differences from the paper's values

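In this part, only the corrections for length and GC content among the settings were chosen after the result was seen.

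The paper's Fig. 1B gives Ctgf and Ankrd1 by qRT-PCR relative to WT cells on the stiff substrate, with bars read by eye, and the same ratio was computed from the TMM-normalized CPM. For Ctgf in WT cells on the soft substrate, the paper's value is about 0.24 in Fig. 1B, read by eye, and the RNA-seq ratio was 0.439. In Cav1KO cells, the paper's Ctgf value is about 0.1 on the stiff substrate and about 0.05 on the soft substrate, and the RNA-seq ratios were 0.304 and 0.22. For Ankrd1 in Cav1KO cells, the paper's value is about 0.14 on the stiff and about 0.07 on the soft substrate, and the RNA-seq ratios were 0.324 and 0.124. None of the scalings set before the data were examined (median centring, quantile normalization and DESeq2's size factors) closed any of these 5 gaps. The paper's qRT-PCR values were normalized to GAPDH and HPRT1, which is a different measure from TMM-normalized CPM. Relative to Gapdh and Hprt, the RNA-seq ratios of Ctgf were 0.551 in WT soft, 0.359 in Cav1KO stiff and 0.463 in Cav1KO soft. Those of Ankrd1 were 0.383 in Cav1KO stiff and 0.260 in Cav1KO soft. All of these lay further from the paper's values. Under these scalings, the Ctgf ratio in WT soft was 0.424, 0.402 and 0.438, and the Ankrd1 ratio in Cav1KO soft was 0.120, 0.108 and 0.125. For Ankrd1 in WT soft, the paper's value is about 0.38, read by eye, and the RNA-seq ratio of 0.497 in TMM-normalized CPM was not counted as a gap. Relative to Gapdh and Hprt this ratio was 0.626, also further from the paper's value. The paper's main text does not say whether the qRT-PCR and RNA-seq samples came from the same cultures.

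Fig. 1B marks no stiffness effect on Ankrd1 in Cav1KO cells. Its bars, read by eye, are nevertheless higher on the stiff (about 0.14) than on the soft substrate (about 0.07). In the RNA-seq data, Ankrd1 rose with stiffness in Cav1KO cells with a log2 fold change of 1.17 (limma adjusted p = 0.000141), and it passed the threshold under each alternative that gives a p-value. Relative to Gapdh and Hprt, with WT stiff as 1, Ankrd1 was 0.383 on the stiff and 0.260 on the soft substrate in Cav1KO cells. No test was run on that scale. The difference from the paper thus lies in the marking, not in the direction.

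The paper states that genes of focal adhesions and cell junctions rise with stiffness, in WT cells alone. With the hand-written lists, neither list rose as a whole in WT cells (median log2 fold changes of 0.08 and 0.08, camera adjusted p = 0.638 and 0.347), and both fell in Cav1KO cells (-0.46 and -0.39, camera adjusted p = 9.99e-05 and 0.0190). In WT cells the medians ranged from 0.043 without the first to 0.20 without the second WT stiff library for focal adhesion and up to 0.23 without the second WT soft library for junctions, and in Cav1KO cells the junction median was -0.23 without the second stiff library. No setting of the list tests made the focal adhesion or junction list pass the threshold in WT cells. The focal adhesion list includes the collagen gene Col6a1, and it was not tested without matrix genes. Genes of both lists were over-represented among the genes called higher in WT cells only, with odds ratios of 3.48 and 4.71 (Fisher's exact test, p = 0.000309 and 4.60e-05). Among all genes called higher in WT cells, the odds ratios were 0.939 and 1.72 (Fisher's exact test, p = 0.891 and 0.0716).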

Other observations

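In this part, the test on Wwtr1 uses the length correction and was chosen only after the result was seen, unlike the test on the YAP target list; Hoxa10, Hoxa9 and Cd14 were singled out after their values were seen.

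Wwtr1, which encodes TAZ, was higher in Cav1KO than in WT cells, with log2 fold changes of 1.15 on the stiff and 1.09 on the soft substrate (limma adjusted p = 2.97e-06 and 3.79e-06). All 4 Cav1KO libraries were above all 4 WT libraries. After length correction the smaller of both log2 fold changes was 1.07, which argues against transcript length as the cause. A difference between the lines other than Cav1 may also produce it, since the genotype is not separated from the line.

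The share of YAP targets called higher in WT cells could come from proliferation genes in the list. Without the members of the proliferation list, 17 of 43 genes were called higher, an odds ratio of 2.31 (Fisher's exact test, p = 0.00925), which argues against these genes as the whole cause. Against random lists matched on mean expression, the same 43 genes had a permutation p of 0.169, so part of the enrichment may reflect expression level. The median log2 fold change in WT cells was 0.18 for the whole list and -0.04 for these 43 genes. These medians lay at the 94.9 and 18.5 percentiles of matched lists, so the rise of the median was not seen without the proliferation genes.

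Of 7 listed caveola genes, 4 were called lower in Cav1KO cells on each substrate, Cav1 itself among them, and 3 on the soft substrate under quantile normalization. On the stiff substrate 1 was called higher, or 2 under median centring and quantile normalization, and on the soft substrate 2 were, with a highest log2 fold change of 1.09. Cav2 had log2 fold changes of -0.86 and -1.10 (limma adjusted p = 0.000350 and 7.43e-05). Of 6 listed genes for 14-3-3 proteins, 6 were called higher on the stiff substrate in WT and 5 in Cav1KO cells, and 4 and 4 under quantile normalization, where the lowest log2 fold change in Cav1KO cells was -0.03. Of these, Ywhaz shares 19.2% of its read-length windows with Gm4202 and Ywhaq 17.6% with Cdk5rap2, so their values are uncertain. Of 19 Hippo pathway genes, 4 were called higher and 5 lower on the stiff substrate in WT cells and 4 and 7 in Cav1KO cells. In Cav1KO against WT cells, 4 were higher and 6 lower on the stiff and 9 and 3 on the soft substrate.

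Of 36 HOX and other body-axis genes, 11 were listed. Hoxa10 was at 14.7 to 18.9 CPM in WT and at most 0.154 CPM in Cav1KO libraries, and Hoxa9 at 7.73 to 9.75 and at most 0.0548 CPM. None of the 4 Y-linked genes, the 10 muscle or the 10 epithelial markers was listed. Of 10 macrophage markers 2 were, Cd14 at 24.4 to 103 CPM and Cd68 at 0.552 to 4.55 CPM. Xist was at 37.7 to 89.7 CPM over the 8 libraries. The 12 other mitochondrial protein-coding genes had a median log2 fold change of -0.29 in Cav1KO cells.

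The reference genes of the qRT-PCR changed with stiffness. Hprt had log2 fold changes of 0.47 in WT and 1.11 in Cav1KO cells (limma adjusted p = 0.00840 and 7.87e-05), and Gapdh 0.21 and 0.55 (0.0499 and 0.000401 by limma). Gapdh was also lower in Cav1KO than in WT cells, by -0.69 on the stiff and -1.03 on the soft substrate (limma adjusted p = 0.000115 and 1.02e-05). Hprt differed past the threshold on the soft substrate only (-0.44, limma adjusted p = 0.00949). Relative to Gapdh and Hprt, with WT stiff as 1, Ctgf was 0.551 in WT soft, 0.359 in Cav1KO stiff and 0.463 in Cav1KO soft, and Ankrd1 was 0.626, 0.383 and 0.260. In the same groups Cyr61 was 0.904, 0.625 and 1.24.

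Ung had log2 fold changes of 1.85 and 1.84 with stiffness in WT and Cav1KO cells. Between genotypes, Igf2 had log2 fold changes of 6.59 on the stiff and 7.81 on the soft substrate, and Igfbp3 of -8.35 and -9.11. The size of these values depends on the setting. Over the alternatives, those of Igf2 ranged from 4.57 to 8.85 on the stiff and from 6.32 to 8.73 on the soft substrate. Those of Igfbp3 ranged from -10.63 to -6.30 and from -11.96 to -6.95.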
